# Analysis of small RNAs revealed differential expressions during pollen and embryo sac development in autotetraploid rice

**DOI:** 10.1186/s12864-017-3526-8

**Published:** 2017-02-06

**Authors:** Xiang Li, Muhammad Qasim Shahid, Juan Xia, Zijun Lu, Na Fang, Lan Wang, Jinwen Wu, Zhixiong Chen, Xiangdong Liu

**Keywords:** Female gametophyte, Male gametophyte, MicroRNAs, Polyploid, phasiRNAs, TEs-siRNAs

## Abstract

**Background:**

Partial pollen and embryo sac sterilities are the two main reasons for low fertility in autotetraploid rice. Our previous study revealed that small RNAs changes may associate with pollen fertility in autotetraploid rice. However, knowledge on comparative analysis between the development of pollen and embryo sac by small RNAs in autotetraploid rice is still unknown. In the present study, WE-CLSM (whole-mount eosin B-staining confocal laser scanning microscopy) and high-throughput sequencing technology was employed to examine the cytological variations and to analyze small RNAs changes during pollen and embryo sac development in autotetraploid rice compared with its diploid counterpart.

**Results:**

A total of 321 and 368 differentially expressed miRNAs (DEM) were detected during pollen and embryo sac development in autotetraploid rice, respectively. Gene Ontology enrichment analysis on the targets of DEM associated with embryo sac and pollen development revealed 30 prominent functional gene classes, such as cell differentiation and signal transduction during embryo sac development, while only 7 prominent functional gene classes, such as flower development and transcription factor activity, were detected during pollen development in autotetraploid rice. The expression levels of 39 DEM, which revealed interaction with meiosis-related genes, showed opposite expression patterns during pollen and embryo sac development. Of these DEM, *osa-miR1436_L + 3_1ss5CT* and *osa-miR167h-3p* were associated with the female meiosis, while *osa-miR159a.1* and *osa-MIR159a-p5* were related with the male meiosis. 21 nt-phasiRNAs were detected during both pollen and embryo sac development, while 24 nt-phasiRNAs were found only in pollen development, which displayed down-regulation in autotetraploid compared to diploid rice and their spatial-temporal expression patterns were similar to *osa-miR2275d*. 24 nt TEs-siRNAs were found to be up-regulated in embryo sac but down-regulated in pollen development.

**Conclusion:**

The above results not only provide the small RNAs changes during four landmark stages of pollen and embryo sac development in autotetraploid rice but also have identified specifically expressed miRNAs, especially meiosis-related miRNAs, pollen-specific-24 nt-phasiRNAs and TEs-siRNAs in autotetraploid rice. Together, these findings provide a foundation for understanding the effect of polyploidy on small RNAs expression patterns during pollen and embryo sac development that may lead to different abnormalities in autotetraploid rice.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3526-8) contains supplementary material, which is available to authorized users.

## Background

Autotetraploid rice is a useful germplasm resource generated by colchicine-mediated chromosome doubling to achieve biological advantages over the diploid counterpart, such as strong hybrid vigor, higher resistance against the abiotic and biotic stresses, and the potential of the biomass production [1, 2]. However, autotetraploid rice has poor seed set, which become the biggest bottleneck and the major barrier in commercial production [3]. Partial pollen and embryo sac sterilities are the two important factors that lead to low seed set in autotetraploid rice [4–6].

Abnormal chromosome behaviors and microsporogenesis were the main cytological reasons for low pollen fertility in autotetraploid rice [6]. Moreover, we also found that abnormal microtubule organization also cause low fertility in autotetraploid rice [7]. Recently, transcriptome analysis revealed that the differential expressions of the meiosis-related or meiosis stage-specific genes may disturb the chromosome behavior during pollen development of autotetraploid rice [6]. In addition to pollen, embryo sac development is also crucial for seed set, and some abnormalities, such as embryo sac degeneration, no egg cells and abnormal position and number of polar nuclei resulted in no embryo or endosperm formation in seeds of autotetraploid rice [4]. These findings indicated that abnormal embryo sac had a strong effect on the fertility of autotetraploid rice. Recently, genome-wide gene expression profiles in ovules development have been reported and they found that dynamic gene expressions may play crucial roles during female gametogenesis in rice [8, 9]. In addition, small RNA sequencing showed that dynamic changes in the expression patterns of miRNA and some specific differentially expressed miRNAs may cause pollen sterility in autotetraploid rice [10].

Small RNAs, the tiny size non-coding RNAs, which are 19-25 nt in length, play major roles in many biological processes, including plant reproduction [11–14]. The small RNAs can be classified into two major types, one is microRNA (miRNA), and the other is small interfering RNA (siRNA). miRNAs, as negative regulators, modulate plant gene expression by cleavage and decay of target transcripts involved in rice pollen development [15–17] and grain filling [18, 19]. Some novel miRNAs have been reported to regulate the pollen and spikelet fertility, such as *miR159*, *miR172*, *miR319* and *miR397* [20–23]. The *miR159*, acts as the posttranscriptional factor, targeted the GAMYB-like genes (*MYB33* and *MYB65*) and restricted the expression of these genes during anther development in *Arabidopsis* [20]. *miR167* is essential for anther and ovule fertility in *Arabidopsis*, and the loss of *miR167* expand the expression of *ARF6* and *ARF8*, and cause abnormalities during ovule and anther development [24]. Furthermore, *miR2118* and *miR2275* are the most important miRNA families involved in the generation of male-specific 21- and 24-nt phasiRNAs (phased small-interfering RNAs), respectively, and some studies suggest that they are essential for male meiosis and pollen development [25, 26]. siRNAs are produced from the transposable elements (TEs) and usually 24-nt in length that guide DNA methylation and histone modifications for transcriptional gene silencing. Transcriptome studies revealed that high expression of TEs have harmful effects on the *Arabidopsis* meiocytes [27]. Additionally, the 24 nt-siRNA abundance related to DNA methylation of class II transposable elements can suppress the expression of nearby genes in autotetraploid rice [28].

Although some information about the expression patterns of small RNAs related with pollen development are available, the expression patterns of small RNAs associated with embryo sac development in autotetraploid rice are still poorly understood. In the present study, we planned to investigate the expression levels of small RNAs during embryo sac development compared to pollen development by using an autotetraploid rice, 02428-4x and its diploid counterpart, 02428, which is a famous diploid rice variety harboring *S*_*5*_^*n*^ gene that can overcome the *indica-japonica* hybrid sterility. 02428-4x was developed from the chromosome doubling of 02428 and was self-crossed for more than 25 generations at our farm. We sought to distinguish the small RNAs changes in autotetraploid and diploid rice, and to determine the relationships between gene expression profiles and spikelet sterility.

## Results

### Cytological observations on pollen and embryo sac development in autotetraploid rice

The ploidy levels of autotetraploid rice, 02428-4x, was stable throughout the consecutive generations according to the chromosome observations (Additional file 1: Figure S1). We found significant variations in morphological/agronomic traits of 02428-4x and 02428-2x (Fig. 1; Additional file 2: Table S1). The seed set was significantly lower in 02428-4x than 02428-2x, with a marked difference of 82.47%. 02428-4x also depicted poor pollen fertility (43.3%) and embryo sac fertility (55.48%) (Additional file 2: Table S2), which may be the major reason for low seed set.

**Fig. 1:**
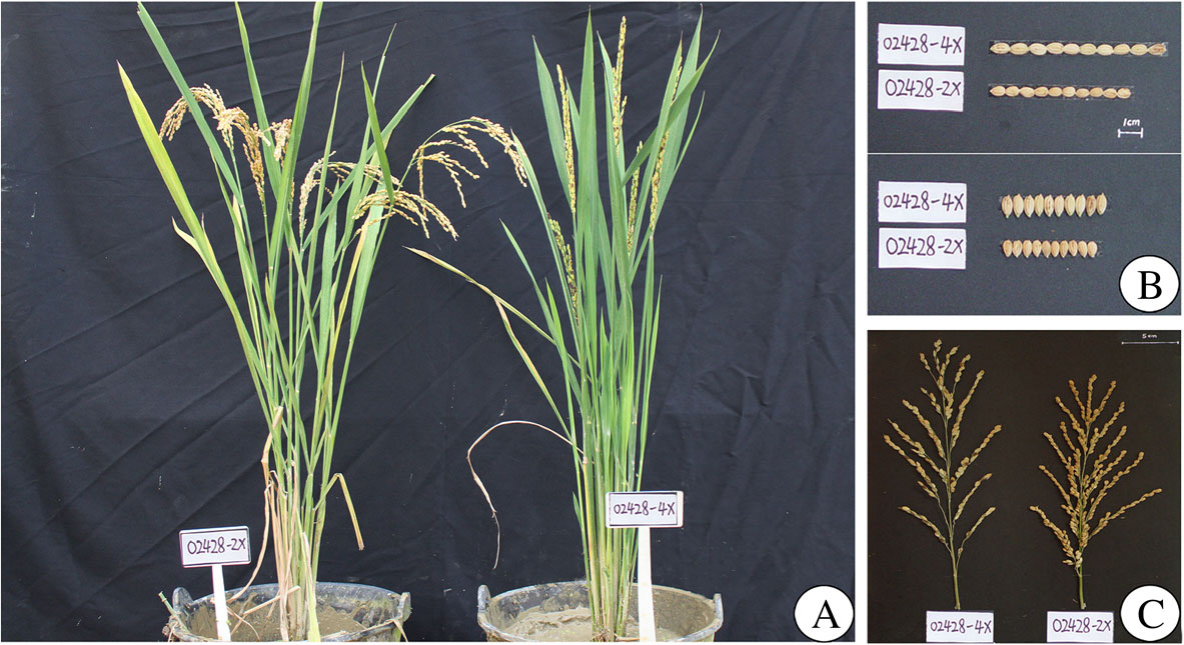
Genetic variations in diploid and autotetraploid rice. (**a**) The diploid (*left*) and autotetraploid (*right*) rice. (**b**) Grain length and width of 02428-2x and 02428-4x. (**c**) Panicles of 02428-2x and 02428-4x

WE-CLSM (whole-mount eosin B-staining confocal laser scanning microscopy) observation revealed that the stages of pollen development in autotetraploid rice were greatly in accordance with the sampling standards of diploid rice (Additional file 2: Table S3A). The stages of pollen development were same in 02428-4x and 02428-2x, and they could be divided into eight different stages (Additional file 1: Figure S2). However, many abnormalities (~34%), including degeneration of pollen mother cell (PMC) (Fig. 2a, b, j-l), multiple nucleoli (Fig. 2c), asynchronous division of PMC (Fig. 2d), abnormal spindle in dyad (Fig. 2e), abnormal tetrads (Figs. 2f- h) and abortive pollens at bi-cellular pollen stage (Fig. 2i), were observed in 02428-4x (Additional file 2: Table S4). In addition, abnormal chromosome behavior and chromosomal configurations were found during PMC meiosis of 02428-4x (Additional file 1: Figure S3; Additional file 2: Table S5).

**Fig. 2:**
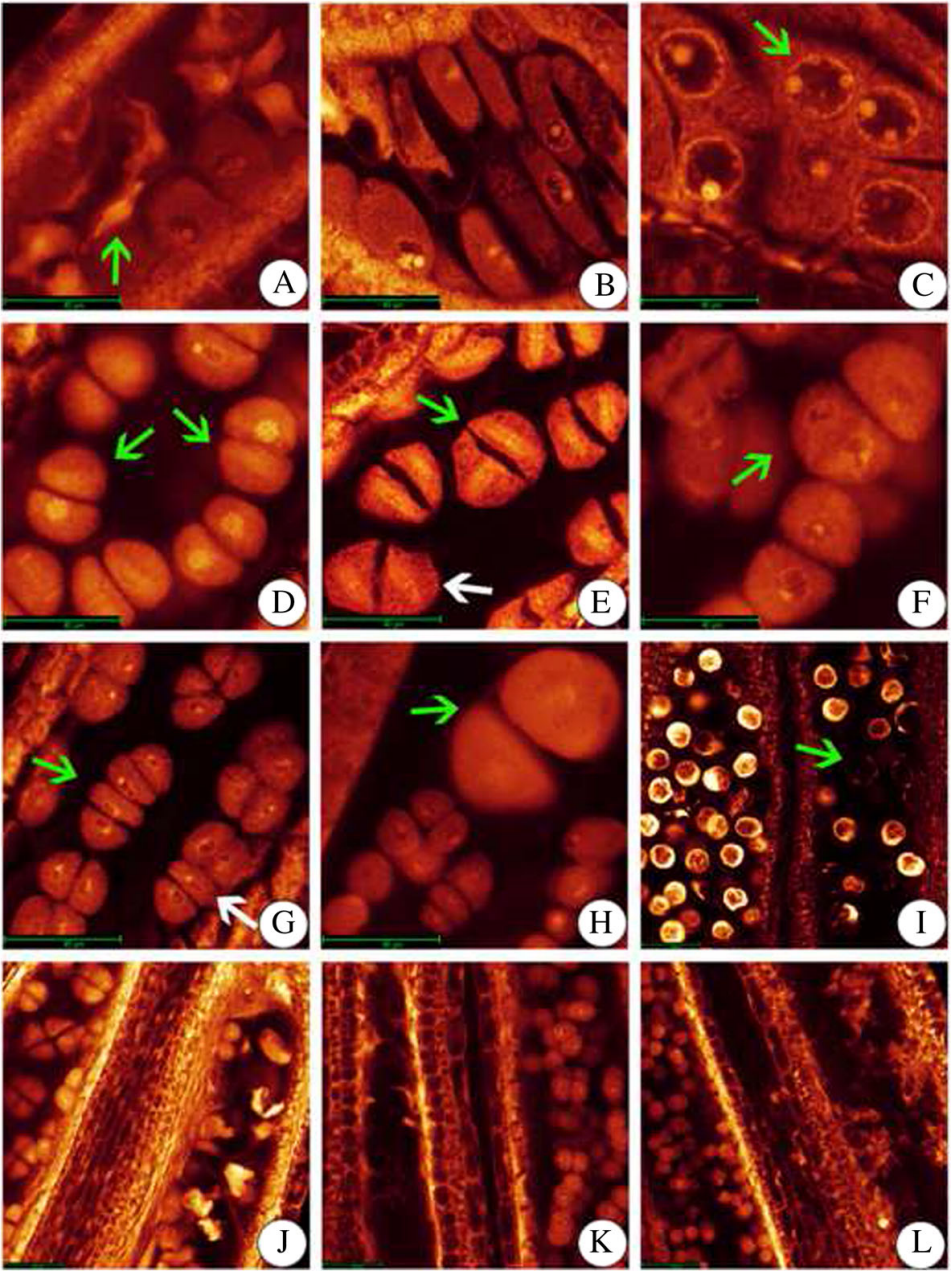
Abnormalities during pollen mother cell (PMC) meiosis in 02428-4x. (**a**, **b**) degeneration of pollen mother cells (*green arrow*). (**c**) multiple nucleoli PMC (*green arrow*). (**d**) asynchronous division of PMC (*green arrow*), with one at metaphase II and another at prophase II. (**e**) abnormal spindle during formation of dyad, including ‘T’ type (*green arrow*) and oblique type (*white arrow*). (**f**) triad (*green arrow*). (**g**) abnormal tetrad, *green arrow* shows the linear type and *white* one shows the ‘T’ type. (**h**) abnormal giant tetrad (*green arrow*). (**i**) abortive pollens in bi-cellular pollen stage, with large and small pollen grains and spherical abortion type (*green arrow*). (**j**-**l**) degeneration of meiocytes in tetrad (**j**, **k**) and early microspore stage (**l**). Bars = 40 μm

Moreover, WE-CLSM was also employed to observe the embryo sac development from the same spikelet. The embryo sac development stages were synchronous with the pollen development stages in diploid rice (Additional file 2: Table S3B), namely pre-meiotic interphase, meiosis, single microspore stage and bi-cellular pollen stage were corresponding to the megasporocyte formation stage, megasporocyte meiosis stage, functional megaspore formation stage and eight-nucleate embryo sac developing-stage, respectively. Similar to normal diploid rice, embryo sac development in the autotetraploid rice could be divided into eight development stages (Additional file 1: Figure S4). Different kinds of abnormalities were observed during the development of embryo sac in 02428-4x compared to 02428-2x. The main kinds of abnormalities were functional megaspores degeneration (Fig. 3a, b), abnormal mono-nucleate embryo sac (Fig. 3c), embryo sac degeneration (Fig. 3d-f), and abnormal polar nuclei in number and position (Fig. 3g, h). Some double ovules with unsynchronized development were also observed in the autotetraploid rice (Fig. 3i).

**Fig. 3:**
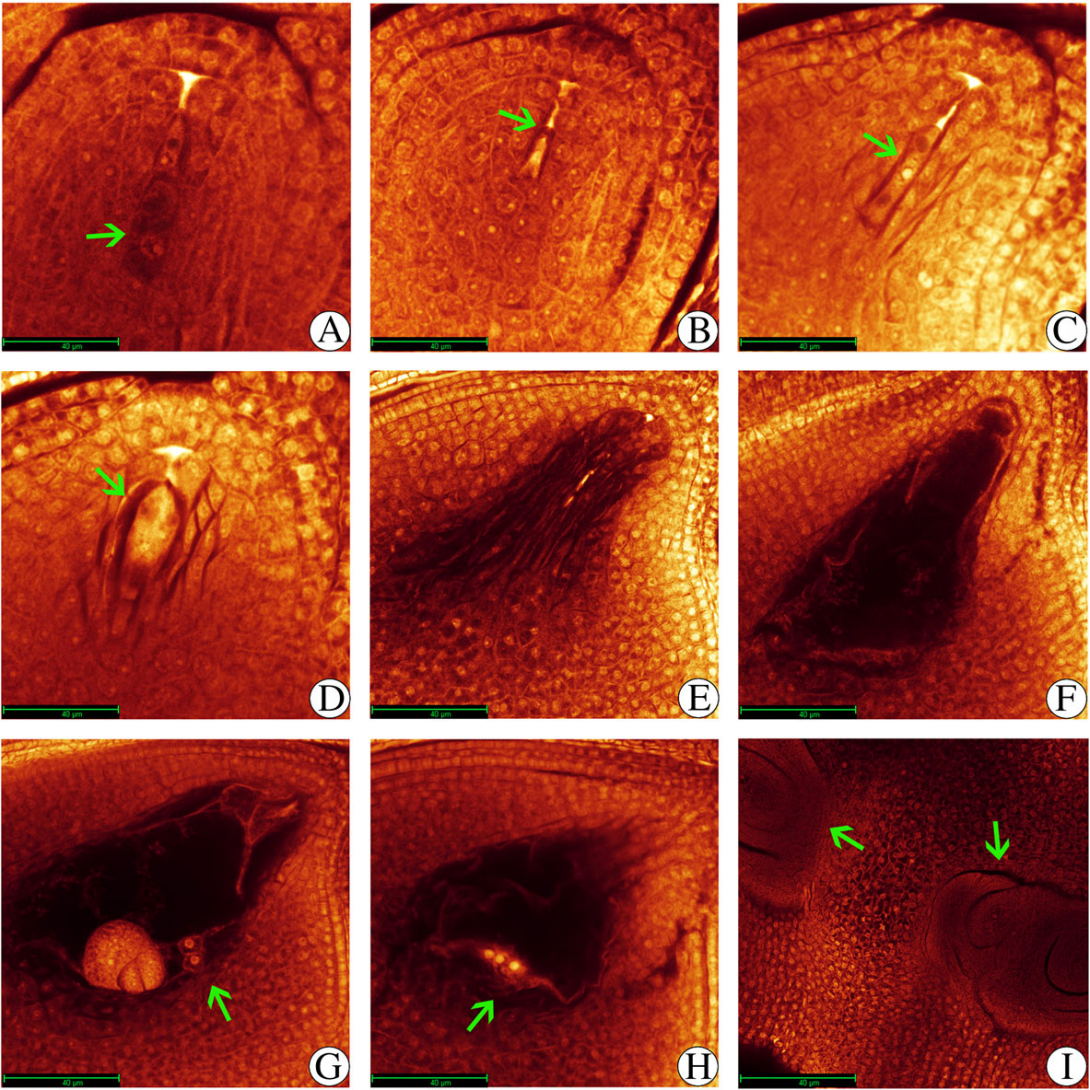
Abnormalities during embryo sac development in 02428-4x. (**a**, **b**) functional megaspores degeneration (*green arrow*). (**c**) abnormal mono-nucleate embryo sac (*green arrow*). (**d**, **e**, **f**) embryo sac degeneration (*green arrow*). (**g**, **h**) abnormal position and number of polar nuclei (*green arrow*). (**i**) double ovules (*green arrow*). Bars = 40 μm

### Variations in miRNAs expression profiles during pollen and embryo sac development in autotetraploid rice

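MicroRNAs (miRNAs) are short RNAs that guide cleavage or silencing of matching transcripts, and their levels were read from 16 small RNA libraries: 8 of anthers and 8 of ovaries, from 4 stages in each organ, each stage taken once from the autotetraploid (4x) and once from the diploid (2x) line. The deposited miRNA table gives the RPM of 748 miRNA sequences in each library, that is reads scaled by a library total that the paper does not define. The authors had removed ribosomal, transfer and other structural RNAs, repeats and adapters, matched sequences of 18 to 25 nt to miRBase and predicted hairpins for the remaining ones. Summed over the table, RPM was 58041 to 97802 (median 91789) in 4x anthers, 63824 to 103559 (median 75697) in 2x anthers, 82758 to 161614 (median 106434) in 4x ovaries and 102540 to 128273 (median 117426) in 2x ovaries. The steps between the values of a library give the RPM of 1 read, and from it the total that RPM was taken over. These totals were 547562 to 1002181 reads (median 792120.5) in 4x anthers, 695789 to 1329122 (median 915489.5) in 2x anthers, 1071179 to 1655618 (median 1460435) in 4x ovaries and 763804 to 1143985 (median 865388.5) in 2x ovaries. One read was therefore 0.604 to 1.83 RPM (median 1.07), and 238 to 388 miRNAs per library reached 10 RPM. Most miRNAs named here follow a rule set before the data were examined, while members of small sets, such as those called in both organs, were named after their values were seen. The difference between 4x and 2x is given here as the log2 of the ratio of RPM, with 1 RPM added to both values. A miRNA was called higher or lower at a stage when it reached 10 RPM in at least 1 of the 2 libraries and its log2 ratio was above 1 or below -1. The authors additionally required a P under 0.05 in Fisher's exact and chi-square tests of the reads, which was taken here as an alternative. With 1 library per condition there is no replicate check at a single stage, and no p-value across miRNAs is given for it. The 95% intervals of single ratios are binomial and cover counting error at most, and not the spread between samples. Reads were amplified by PCR without molecular identifiers, so copies of the same molecule count as separate reads and the intervals can be too narrow. Differences over the 4 stages of an organ were tested with limma, with the stage as a block, so that their error is the variation of the 4x/2x difference between stages.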

A total of eight miRNA libraries of four pollen stages in anther, including pre-meiotic interphase (PMA), meiosis (MA), single microspore stage (SCP) and bi-cellular pollen stage (BCP) and four corresponding stages of embryo sac development in ovary, including megasporocyte formation stage (MF), megasporocyte meiosis stage (MM), functional megaspore formation stage (FMF) and eight-nucleate embryo sac developing-stage (EES), were prepared from autotetraploid and diploid (CK) rice. Principal component analysis showed that all libraries clustered into two groups, which related to pollen or embryo sac development, and each stage can be separated from PMA to BCP/MF to EES (Additional file 1: Figure S5). Moreover, 28 miRNAs were randomly selected for qPCR verification (Additional file 1: Figure S6). 

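Anthers and ovaries separated along the first principal component of log2 RPM, which held 51.8% of the variance. Anther libraries of PMA, MA and SCP scored 25.8 to 40.8 on it, ovary libraries -32.4 to -19.6, and BCP libraries -0.50 (4x) and -0.57 (2x). An exact permutation test over all 12870 splits of the 16 libraries into 8 and 8 gave a two-sided p of 0.000155 for this separation. The splits ignore the pairing of stages and take all 16 libraries as exchangeable. Since these are successive stages of both lines, the p overstates the evidence. BCP, when pollen already holds a vegetative and a generative cell, stood alone on the second component (19.4% of the variance), at 44.5 in 4x and 44.8 in 2x, whereas no other library was above 0.98. Within anthers, scores on the first component went down with development in both lines, from 40.8 and 38.9 at PMA to 28.9 and 25.8 at SCP. By Spearman's correlation over the 748 miRNAs, the nearest library to PMA, BCP and EES of 4x was the same stage of 2x (0.867, 0.836 and 0.864). The nearest library to MA of 4x was SCP of 4x (0.882), that to MF of 4x was MM of 4x (0.933), and MM of 4x and MM of 2x correlated at 0.684.

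**Figure D1:**
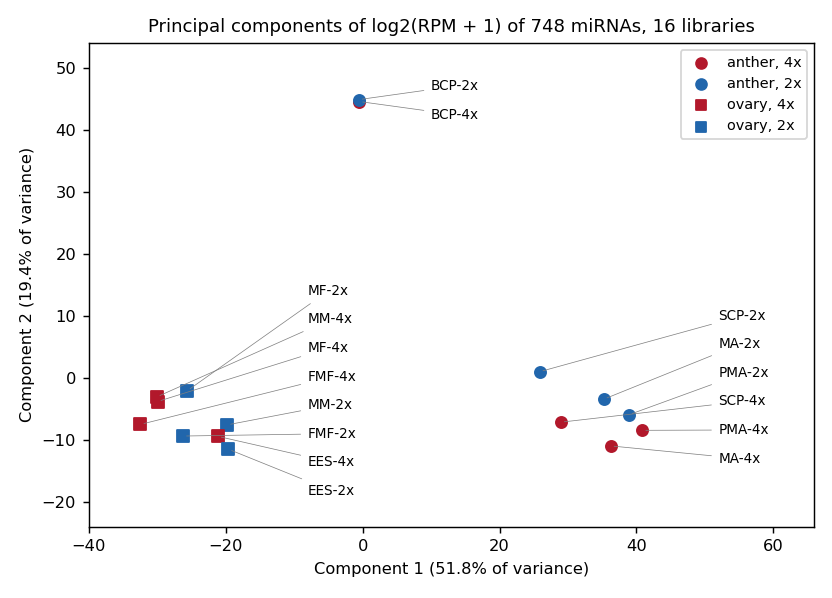
Scores of the 16 libraries on the first 2 principal components of log2(RPM + 1) over 748 miRNAs, with the share of variance on each axis; each point is 1 library, marked by organ and ploidy. Anther and ovary libraries lie apart on the first axis, and both BCP libraries lie near 44.5 and 44.8 on the second.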

The expression patterns of the 28 miRNAs obtained through qPCR were largely consistent with the microRNAomes data. These results demonstrated the accuracy of samples used in the present study.

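The table lists 748 names with 731 different sequences, and most of them are 24 nt (337) or 21 nt (271) long, followed by 22 nt (76). In plants, 21 and 22 nt are the lengths of canonical miRNAs, while 24 nt is also the length of small interfering RNAs that direct DNA methylation. Of the 24 nt sequences, 55 are known in miRBase and 282 are not, and of the 21 nt sequences 131 are known and 140 are not. Another 13 sequences are 18 nt, 7 are 19 nt, 14 are 20 nt, 22 are 23 nt and 8 are 25 nt long. Names that begin with PC, given to candidates that match no miRBase entry, number 282. The most abundant miRNA differed between organs and stages. It was *osa-miR2118d* at PMA (6496 RPM in 4x and 9519 RPM in 2x), *osa-miR166a-3p* at MA and SCP of both lines (17385 RPM at SCP of 4x), and *osa-MIR810b-p5* at BCP of 4x (3170 RPM). In ovaries it was *osa-miR159a.1* at all 4 stages of 2x and at FMF and EES of 4x, with 47049 RPM, 36.7% of all miRNA RPM, at MM of 2x. At MF and MM of 4x it was *osa-miR166a-3p* (14860 and 12447 RPM).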

A total of 748 miRNAs, including 260 known and 488 novel miRNAs, were found in the present study (Additional file 2: Table S6). Of these miRNAs, 572 and 541 expressed during the development of pollen in diploid and autotetraploid rice, while 370 and 486 were associated with the development of embryo sac in diploid and autotetraploid rice, respectively (Additional file 2: Table S7). 

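At 10 RPM in at least 1 of the 4 stages, 541 miRNAs (217 known) were detected in 4x anthers and 572 (210 known) in 2x anthers, and 474 were shared. The 67 detected only in 4x anthers held 24 of 24 nt, and the 98 detected only in 2x anthers held 70. Ovaries were the opposite. Of 486 miRNAs (180 known) in 4x and 370 (179 known) in 2x ovaries, 332 were shared, 154 were detected only in 4x and 116 of these were 24 nt long. Only in 2x ovaries, 38 were detected, 5 of them of 24 nt. Anthers and ovaries shared 330 miRNAs in 4x and 315 in 2x, and 268 were shared by both organs of both lines. These sets depend on the minimum, since a miRNA just under 10 RPM in every library of a set is not counted.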

Among the total miRNAs, 43 miRNAs (29 novel) were specifically detected during the pollen development in autotetraploid rice (12, 1, 1 and 29 in PMA-4x, MA-4x, SCP-4x and BCP-4x, respectively), and 49 miRNAs (47 novel) were specifically related to the development of embryo sac in autotetraploid rice (13, 20, 6 and 10 in MF-4x, MM-4x, FMF-4x and EES-4x, respectively) (Additional file 2: Table S8).

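Among the 43 miRNAs that reached 10 RPM in a single 4x anther library and in no other of the 16, 29 came from BCP, 12 from PMA and 1 each from MA (*csi-miR482a-3p_L-2R+2*, 10.1 RPM) and SCP (*PC-5p-465740_32*, 12.0 RPM). The most abundant were *osa-MIR2875-p5* at BCP (65.7 RPM) and *PC-5p-139435_151* at PMA (23.1 RPM), and 15 of the 43 were 24 nt long. Of the 49 found in 1 ovary library of 4x, 33 were 24 nt long. Their most abundant members were *PC-5p-866084_19* at MM (21.2 RPM), *osa-MIR169i-p5* at FMF (24.2 RPM), *PC-5p-513365_26* at EES (25.2 RPM) and *zma-miR319a-3p_R+4* at MF (18.7 RPM). In 2x, 38 miRNAs were found in 1 anther library (8, 5, 3 and 22 from PMA to BCP) and 5 in 1 ovary library (3 at MF and 2 at FMF). None of these miRNAs was at 0 RPM in all other 15 libraries, so each was also read elsewhere below 10 RPM.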

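Among 639 miRNAs that reached 10 RPM in at least 1 anther library, 362 (56.7%) were called higher or lower in 4x at 1 or more of the 4 anther stages. Most, 243, were called at a single stage, 91 at 2 stages, 21 at 3 and 7 at all 4, and 25 were called in both directions at different stages. With Fisher's exact test of the reads in addition, 268 were called. Averaged over the 4 stages, the largest differences were those of *osa-miR1432-5p_R+1* (mean log2 ratio 2.95), *osa-MIR397b-p3* (1.76), *osa-MIR2106-p5* (1.74) and *osa-MIR6253-p5* (1.71) above 0, and *PC-3p-585025_29* (-2.05), *PC-3p-478447_34* (-1.86) and *osa-miR169r-5p_R+1* (-1.77) below it. By limma none of the 639 passed an adjusted p of 0.05 (lowest 0.161), while 112 had an unadjusted p under 0.05, 37 higher and 75 lower. Members of the copper and laccase group (*miR397*, *miR408* and *miR528*), which target copper proteins, were higher in 4x on average in 6 of 6 cases, with a median of 1.03. In a camera test against all other miRNAs, with its preset correlation of 0.01, this group had an adjusted p of 2.19e-05 over 8 lists. Conserved developmental miRNAs such as *miR156*, *miR159* and *miR166* were higher in 60 of 95 cases (median 0.09, adjusted p 7.07e-05), and *miR2118* members in 24 of 31 (0.11, adjusted p 0.0129). Camera compares a list with the other miRNAs, and the median of all 639 was -0.19. For the medians of 0.09 and 0.11 it thus shows a place above other miRNAs, and not a rise in 4x. Nutrient miRNAs (*miR395*, *miR399* and *miR827*; median 0.46, adjusted p 0.287), long siRNA-like miRNAs such as *miR812* and *miR1862* (-0.44, adjusted p 0.0824) and *miR2275* members (-0.45, adjusted p 0.594) did not pass. With correlations estimated from the data no list passed in anthers (adjusted p 0.142 for the copper and laccase group, 0.158 for the developmental group and 0.524 for *miR2118*). Adjusted over the list alone, *osa-MIR397b-p3* of the copper and laccase group passed in limma, and no miRNA of the other lists did.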

We detected 321 DEM (Differentially expressed miRNAs) during pollen development in autotetraploid compared to diploid rice, which accounted for ~50% of the total detected miRNAs. Of these DEM, 78 (i.e. 30 up- and 48 down-regulated) were detected in PMA, 115 (i.e. 33 up- and 82 down-regulated) in MA, 127 (i.e. 42 up- and 85 down-regulated) in SCP and 130 miRNAs (i.e. 67 up- and 63 down-regulated) in BCP of autotetraploid compared to diploid rice (Fig. 4a; Table 1). 

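Of 429 miRNAs compared at PMA, 40 were higher and 72 lower in 4x. The counts were 34 and 86 of 382 at MA, 54 and 81 of 384 at SCP, and 75 and 74 of 455 at BCP. The most extreme miRNA at both PMA and MA was *osa-miR1432-5p_R+1*, at 295 RPM in 4x against 5.75 in 2x at PMA (interval of the ratio 19.7 to 190) and 195 against 3.07 RPM at MA (63.6-fold, interval 21.4 to 312). At SCP *osa-miR319a-3p.2-3p_R+1*, whose family targets TCP transcription factors, was at 155 against 18.8 RPM (8.22-fold, interval 5.37 to 13.1). At BCP *osa-MIR1428e-p5* was at 383 against 9.38 RPM (40.9-fold, interval 20.4 to 95.9). In the other direction, *osa-miR169r-5p_R+1* was at 0 RPM in 4x and 14.3 RPM in 2x at SCP, at least 4.78-fold lower at a floor of 3 reads. *PC-5p-3365258_4* was at 0 and 14.1 RPM at BCP, at least 2.57-fold lower. Calls at a single stage alone numbered 55 at PMA, 44 at MA, 53 at SCP and 91 at BCP. If both libraries of a stage had been drawn from the same pool, counting noise alone would give on average 42.2 calls at PMA, 22.7 at MA, 15.1 at SCP and 42.4 at BCP. Calls that also passed Fisher's exact test were 53 at PMA, 106 at MA, 119 at SCP and 94 at BCP.

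**Figure D2:**
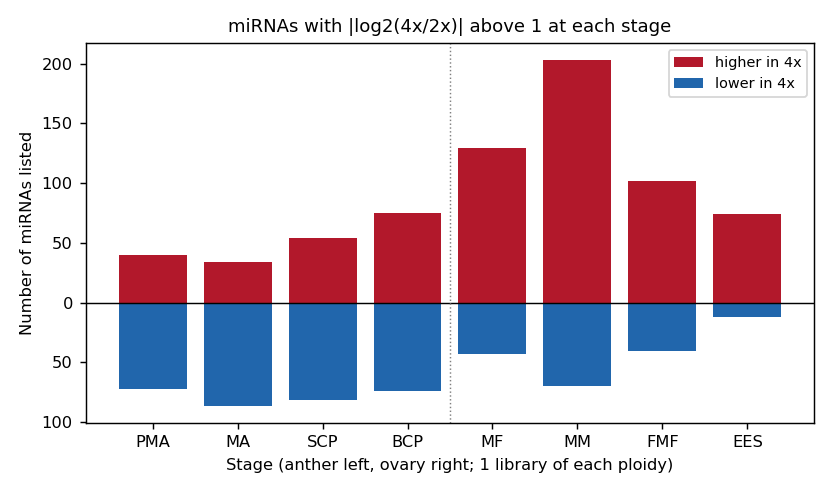
Number of miRNAs higher (above 0) and lower (below 0) in 4x than in 2x at each anther and ovary stage, 1 library per bar and ploidy. Lower calls outnumber higher ones at PMA, MA and SCP, and higher calls outnumber lower ones at all 4 ovary stages.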

Three DEM, including *PC-3p-199234_121*, *PC-3p-353219_42* and *PC-3p-46519_401*, exhibited co-down-regulation in four pollen development stages, and *osa-miR2275d* were found to be down-regulated in PMA, MA and SCP but up-regulated in BCP (Fig. 4b; Additional file 3: Table S9).

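At all 4 anther stages, 5 miRNAs were lower in 4x: *osa-miR1875*, *PC-3p-199234_121*, *PC-3p-478447_34*, *PC-3p-353219_42* and *PC-3p-46519_401*, of which *PC-3p-199234_121* is 23 nt and the other 4 are 24 nt long. *PC-3p-46519_401* had log2 ratios of -1.17, -1.23, -1.10 and -1.17 from PMA to BCP, for example 16.8 RPM in 4x against 40.9 RPM in 2x at MA. *PC-3p-199234_121* rests on few reads (4 against 17 at PMA, 3 against 13 at MA, 6 against 20 at SCP and 6 against 23 at BCP). None of the 5 passed Fisher's exact test at every stage, and 2 of them, *PC-3p-199234_121* and *PC-3p-353219_42*, stayed below -1 at all 4 stages once the libraries were rescaled by their median ratio. The trigger of 24 nt-phasiRNAs, *osa-miR2275d*, was abundant enough for narrow intervals. It was at 1560 RPM in 4x against 4005 RPM in 2x at PMA (ratio 0.39, interval 0.363 to 0.418), 392 against 2338 at MA (0.168, interval 0.15 to 0.188) and 508 against 2404 at SCP (0.211, interval 0.192 to 0.232). At BCP it was at 2241 against 883 RPM (2.54, interval 2.32 to 2.78).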

**Fig. 4:**
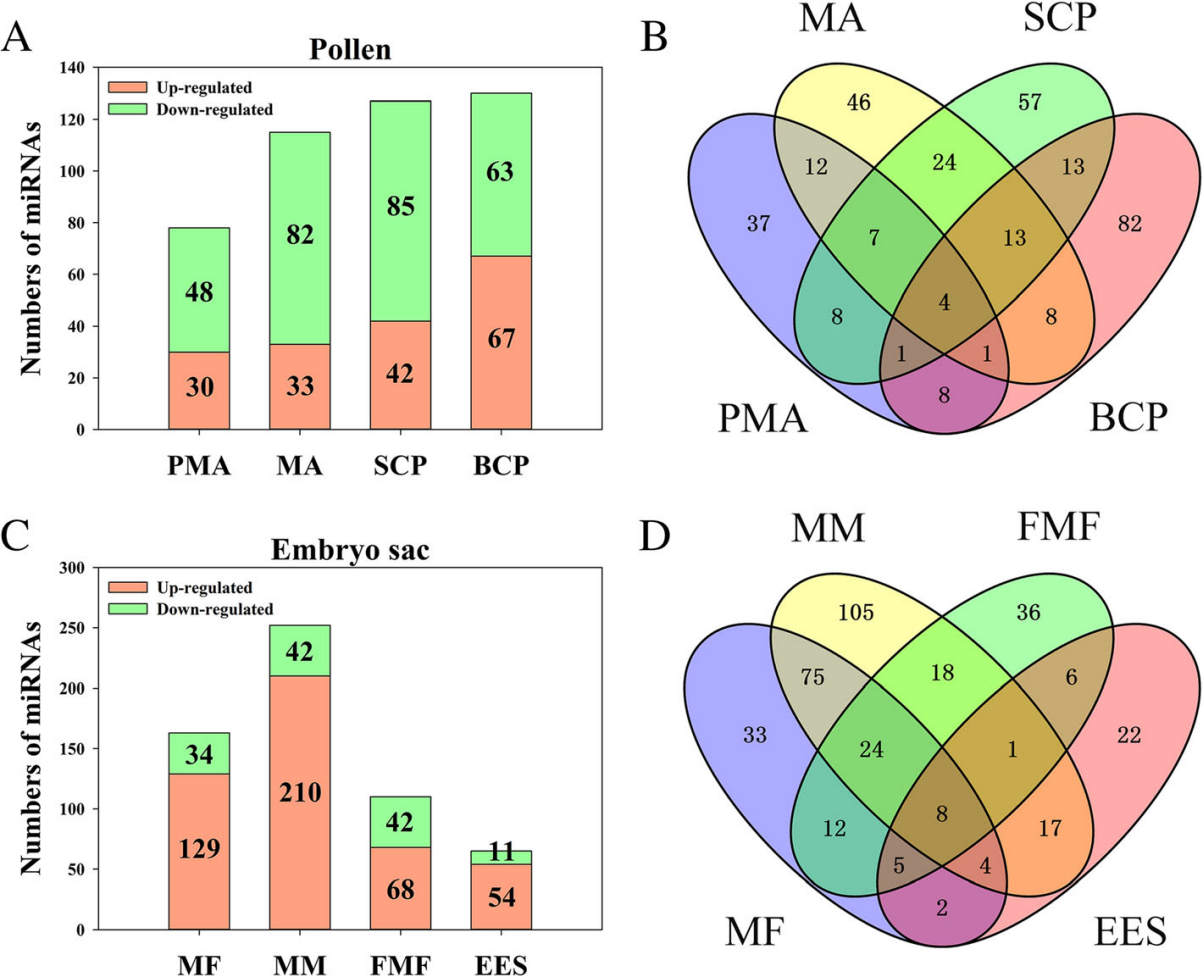
Analysis of DEM (differentially expressed miRNAs) in 02428-4x compared to 02428-2x during pollen and embryo sac development. (**a**, **c**) The number of DEM at different pollen development stages (**a**) and embryo sac development stages (**c**) in 02428-4x; (**b**, **d**) Venn analysis of DEM during pollen (B) and embryo sac (**d**) development in 02428-4x. PMA, MA, SCP and BCP represent pre-meiotic interphase, meiosis and single microspore stage and bi-cellular pollen stage, respectively. MF, MM, FMF and EES represent megasporocyte formation stage, megasporocyte meiosis stage, functional megaspore formation stage and eight-nucleate embryo sac developing-stage, respectively

**Table 1:** Differentially expressed miRNAs (DEM) in autotetraploid rice compared to diploid rice

Comparison	Up-regulated	Down-regulated	Total	Targets	Gene Ontology
PMA-4x/2x	30	48	78	470	GO: 0005576 (extracellular region)
MA-4x/2x	33	82	115	664	GO: 0007275 (multicellular organismal development) GO: 0005576 (extracellular region)
SCP-4x/2x	42	85	127	504	GO: 0006139 (nucleobase, nucleoside, nucleotide and nucleic acid metabolic process) GO: 0009653 (anatomical structure morphogenesis) GO: 0030154 (cell differentiation) GO: 0007165 (signal transduction) GO: 0009908 (flower development) GO: 0003700 (transcription factor activity)
BCP-4x/2x	67	63	130	548	GO: 0009908 (flower development) GO: 0007165 (signal transduction) GO: 0009653 (anatomical structure morphogenesis) GO: 0006139 (nucleobase, nucleoside, nucleotide and nucleic acid metabolic process) GO: 0003700 (transcription factor activity) GO: 0003723 (RNA binding)
MF-4x/2x	129	34	163	489	GO: 0009908 (flower development) GO: 0009653 (anatomical structure morphogenesis) GO: 0006139 (nucleobase, nucleoside, nucleotide and nucleic acid metabolic process) GO: 0007165 (signal transduction) GO: 0030154 (cell differentiation) GO: 0003700 (transcription factor activity) GO: 0016301 (kinase activity)
MM-4x/2x	210	42	252	835	GO: 0044238 (primary metabolic process) GO: 0007165 (signal transduction) GO: 0000166 (nucleotide binding) GO: 0016301 (kinase activity) GO: 0003700 (transcription factor activity)
FMF-4x/2x	68	42	110	432	GO: 0009856 (pollination) GO: 0009653 (anatomical structure morphogenesis) GO: 0005488 (binding)
EES-4x/2x	54	11	65	285	GO: 0003700 (transcription factor activity)

PMA, MA, SCP and BCP represent pre-meiotic interphase, meiosis and single microspore stage and bi-cellular pollen stage, respectively. MF, MM, FMF and EES represent megasporocyte formation stage, megasporocyte meiosis stage, functional megaspore formation stage and eight-nucleate embryo sac developing-stage, respectively. “4x” and “2x” represent the autotetraploid and diploid rice, respectively

In total, 368 DEM were found during embryo sac development of autotetraploid rice compared to diploid rice (Fig. 4c; Table 1), including 163 (129 up- and 34 down-regulated) in MF, 252 (210 up- and 42 down-regulated) in MM, 110 (68 up- and 42 down-regulated) in FMF and 65 (54 up- and 11 down-regulated) in EES. 

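Among 524 miRNAs of at least 10 RPM in an ovary library, 407 (77.7%) were called higher or lower in 4x at 1 or more stages. MM had the most calls, with 203 higher and 70 lower of 411 compared, followed by MF (129 and 43 of 385), FMF (102 and 40 of 342) and EES (74 and 12 of 323). At a single stage 213 were called, at 2 stages 132, at 3 stages 52 and at all 4 stages 10, and 20 were called in both directions. Counting noise alone would give 18.0 calls at MF, 12.5 at MM, 21.4 at FMF and 23.7 at EES. Over the 4 ovary stages, limma found 38 miRNAs higher and 1 lower in 4x at an adjusted p under 0.05, and 32 of these 39 are 24 nt long. Besides miRNAs called at every stage they included *osa-MIR162b-p5* (mean log2 ratio 2.56, adjusted p 0.0217), *osa-miR5159* (2.40), *osa-MIR1859-p5* (2.39) and *PC-5p-179627_102* (2.27). The lower one was *osa-MIR2118e-p5* (-1.78, adjusted p 0.0339). The count depends on single stages and on the settings. It was 0 without MM or without FMF, 1 without MF, 120 without EES, 1 without the stage block and 1 after rescaling the libraries by their median ratio. The median log2 ratio of all ovary miRNAs was 0.60 before rescaling and 0.21 after it. The direction of stage calls also depends on that factor, with 87 higher and 71 lower at MF, 118 and 108 at MM, 58 and 59 at FMF and 43 and 20 at EES after rescaling. In anthers rescaling gave 50 and 62 at PMA, 59 and 57 at MA, 73 and 64 at SCP and 75 and 73 at BCP.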

Interestingly, higher numbers of down-regulated miRNAs were detected during pollen development, while up-regulated miRNAs were more commonly found during embryo sac development. 

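In RPM as deposited, the opposite tendencies of the organs lay mostly in sequences of 24 nt. In anthers their median log2 ratio was -0.80 at PMA, -0.89 at MA, -0.72 at SCP and -0.24 at BCP, and 57, 57, 58 and 39 of them were called lower against 3, 4, 5 and 24 called higher. In ovaries their median was 1.03 at MF, 1.56 at MM, 0.78 at FMF and 0.70 at EES, and 101, 175, 59 and 46 were called higher against 2, 1, 5 and 0 lower. Summed 24 nt sequences were at 12763 RPM in 4x against 4499 RPM in 2x at MM, and at 11310 against 5898 RPM at MF. Sequences of 20 to 22 nt had medians of -0.12 at MF, -0.38 at MM, 0.28 at FMF and 0.27 at EES. Of these, 21, 20, 41 and 23 were called higher and 35, 61, 31 and 12 lower. After rescaling by the median ratio their medians were -0.46, -1.17, -0.16 and -0.08 at these stages. From PMA to BCP they were 0.17, 0.06, 0.38 and 0.01 before and 0.32, 0.38, 0.54 and 0.02 after it. Over 4 stages, 24 nt sequences lay below 20 to 22 nt sequences in anthers (camera, p 1.33e-19) and above them in ovaries (p 4.36e-27), with p 0.0206 and 0.0475 under an estimated correlation. Against all other miRNAs, as 1 of 8 lists, they did not pass with an estimated correlation in either organ (adjusted p 0.142 and 0.263). On average over the stages, 233 of 270 were lower in anthers (median -0.58) and 265 of 273 higher in ovaries (median 1.00). After the libraries were rescaled by their median ratio, the 24 nt medians kept their signs, with -0.65, -0.59, -0.57 and -0.22 in anthers and 0.69, 0.84, 0.38 and 0.36 in ovaries. Rescaling centres each library on the median over all lengths. These values therefore show a gap between the length classes, and not which of them changed. Adjusted over the list alone, limma called 60 of the 24 nt sequences higher and 1 lower in ovaries, against 32 and 0 over all miRNAs, and 0 in anthers either way.

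**Figure D3:**
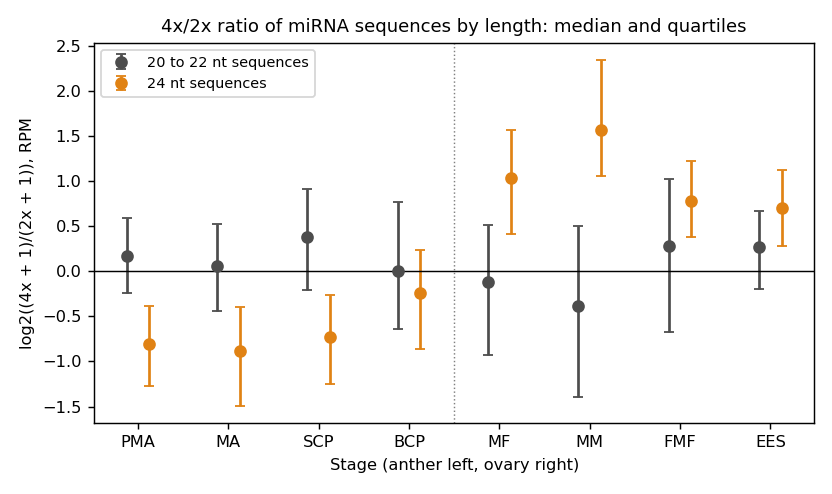
Median log2 ratio of RPM in 4x to 2x for miRNA sequences of 20 to 22 nt and of 24 nt at each anther and ovary stage. The 24 nt medians lie below 0 at all 4 anther stages and above 0 at all 4 ovary stages.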

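Megasporocyte meiosis (MM) had 105 miRNAs that were called at no other ovary stage, against 38 at MF, 41 at FMF and 29 at EES. The largest difference at MM was that of *PC-5p-338434_46*, at 40.5 RPM in 4x and 0 RPM in 2x, at least 15.5-fold higher at a floor of 3 reads. It was followed by *PC-3p-353219_42* (23.9 and 0 RPM, at least 9.13-fold higher) and *PC-5p-762383_19* (log2 ratio 4.03). Lower at MM were *osa-miR159d_1ss20CT* (4.20 RPM in 4x against 53.5 RPM in 2x) and the phosphate-related *osa-miR827* (3.07 against 31.5 RPM). At MF *PC-5p-931711_15* (3.77) and *osa-miR5807* (3.71) were the highest, and *osa-miR160f-5p*, of a family that targets auxin response factors, was at 0 RPM in 4x and 14.5 RPM in 2x, at least 7.98-fold lower. FMF was led by *osa-MIR1859-p5* (17.0 and 0 RPM, at least 4.34-fold higher) and *osa-miR5159* (59.6 against 3.93 RPM), while *osa-miR5519* was at 5.42 against 38.0 RPM. EES was led by *osa-MIR5154-p5* (16.8 and 0 RPM, at least 4.85-fold higher) and *PC-5p-198516_107* (3.81).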

Similar phenomenon was observed by Venn analysis during embryo sac development, and the results showed that there was a great variation in number of DEM during different embryo sac development stages, and the highest number of DEM (105) was observed during MM (Fig. 4d; Additional file 3: Table S10). 

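Higher in 4x at each of MF, MM, FMF and EES were 10 miRNAs, and limma gave 9 of them an adjusted p under 0.05 over the 4 stages. The strongest was *osa-miR5150-3p*, a 24 nt siRNA-like rice miRNA. It was at 235 RPM in 4x against 26.6 RPM in 2x at MF, 181 against 12.2 at MM, 103 against 10.5 at FMF and 26.1 against 5.77 at EES (mean log2 ratio 3.01, adjusted p 0.0119). Next were *PC-3p-46519_401* (2.46, adjusted p 0.0217), *osa-miR1423-3p_R+3* (2.30, adjusted p 0.0217), *osa-miR1432-5p_R+1* (2.21, adjusted p 0.0339), *osa-miR2094-3p_L-1R+3* (1.72) and *osa-miR1423-5p_L-2R+2* (1.71). Smaller means were those of *osa-miR535-3p* (1.56), *osa-miR1862d* (1.44, adjusted p 0.0468), *PC-3p-200088_85* (1.43) and *PC-3p-115563_179* (1.31, adjusted p 0.0555). All but *PC-3p-200088_85* also passed Fisher's exact test at every stage. *PC-3p-46519_401* was the 1 miRNA of the 10 that was lower at all 4 anther stages. After rescaling by the median ratio, *osa-miR1423-3p_R+3*, *osa-miR5150-3p* and *PC-3p-46519_401* still passed at all 4 stages. Rescaling brought 2 miRNAs lower at all 4 stages, *bdi-miR5054_L+2* and *osa-miR5072_L-2_1ss3AG*.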

Venn analysis revealed that only eight miRNAs were co-up-regulated in each stage compared to diploid rice, including *osa-miR1423-5p_L-2R + 2*, *osa-miR1432-5p_R + 1*, *osa-miR1862d*, *osa-miR2094-3p_L-1R + 3*, *osa-miR5150-3p*, *osa-miR535-3p*, *PC-3p-115563_179* and *PC-3p-46519_401* (Fig. 4d; Additional file 3: Table S10).

We further compared the DEM between pollen and embryo sac development in each corresponding stage (Additional file 1: Figure S7; Additional file 3: Table S11). 

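The 4x/2x difference itself was compared between the organs by limma, as an interaction of ploidy and organ over all 16 libraries. Each of the 8 stages was a block, and corresponding anther and ovary stages were not paired. It differed for 131 of 748 miRNAs, higher in ovaries for 113 and lower for 18, and 102 of the 131 are 24 nt long. The count was 4 without SCP, 4 without MM and 1 without the stage block, and 34 to 150 without another stage. The siRNA-like *osa-miR5150-3p* went from log2 ratios of -0.80, -2.42, -1.47 and -0.85 in anthers to 3.10, 3.78, 3.18 and 2.00 in ovaries (adjusted p 0.00093). *PC-3p-46519_401* went the same way (adjusted p 0.00239). Those relatively lower in ovaries were led by *osa-MIR6253-p5* (interaction -3.27), *osa-miR5504_R-3* (-3.16), *osa-MIR2106-p5* (-3.10) and *osa-miR159d_1ss20CT* (-2.32), and included *osa-miR159f_R-1* (-2.12), *osa-miR159a.1* (-1.93), *osa-miR164e_R-3* (-2.21) and *gma-miR6300_R+3* (-2.25). Over all 337 sequences of 24 nt the median interaction was 1.54, above 0 for 314 of them (camera, adjusted p 2.77e-34, and 0.0288 with an estimated correlation). Adjusted over that list alone, limma called 160 of the 24 nt sequences higher and 1 lower. Rescaling by the median ratio brings the median of all miRNAs from 0.67 to -0.06 and leaves 43 calls, 6 higher and 37 lower. It leaves the 24 nt median at 0.69.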

In the first comparison (PMA/MF), we found four DEM co-up-regulated and one DEM co-down-regulated in PMA and MF of autotetraploid rice. 

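At PMA and MF, 264 miRNAs could be compared in both organs. Higher in 4x in both were *osa-miR1432-5p_R+1*, *osa-miR535-3p*, *osa-miR1863a*, *osa-MIR1863a-p5* and *PC-5p-586768_44*, that is 5, where independent calls would give 4.67. Lower in both was *osa-miR2275d* alone (1, against 5.34 for independent calls). The log2 ratio of *osa-miR535-3p* was 2.55 at PMA. Higher at PMA and lower at MF were *osa-miR171e-5p* and *osa-miR5528*.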

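Lower in 4x at pre-meiotic interphase of anthers (PMA) and higher at megasporocyte formation in ovaries (MF) were 25 miRNAs, against 13.7 for independent calls, and 20 of them are 24 nt long. *PC-3p-46519_401* is among them (11.5 RPM in 4x against 27.3 RPM in 2x at PMA). When each call also had to pass Fisher's exact test of the reads, 11 remained. Calls in opposite directions numbered 27 in all, where 15.5 would be given by independence, and calls in the same direction 6, against 10.0.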

18 DEM were found to be down-regulated in PMA of autotetraploid rice, but up-regulated in MF. In the second comparison (MA/MM), two DEM showed co-up-regulation and two DEM exhibited co-down-regulation during MA and MM in autotetraploid rice, respectively. 

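Higher in 4x at both MA and MM were *osa-miR1432-5p_R+1*, *osa-miR1320-5p_L-1R+1* and *PC-3p-130427_160*, that is 3 of 263 miRNAs compared, where independent calls would give 9.65. After rescaling, *PC-3p-130427_160* was at a log2 ratio of 0.54 at MM. Lower at both were *osa-miR827*, *osa-MIR1860-p5*, *osa-miR2275d* and *zma-miR2275b-3p_1ss22AG* (4, against 13.5). For *osa-miR1432-5p_R+1* the log2 ratio was 5.59 in anthers and 3.81 in ovaries at this stage.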

56 DEM showed opposite trends in autotetraploid rice, which were up-regulated in MA but down-regulated in MM (15) or down-regulated in MA but up-regulated in MM (41). 

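Opposite directions at the meiotic stages were far more frequent, with 56 miRNAs against 27.5 for independent calls. Of these, 39 were lower at MA and higher at MM (21.4 for independent calls), and 37 of the 39 are 24 nt long. The other 17 were higher at MA and lower at MM (6.06 for independent calls), and only 1 of the 17 is 24 nt long. This group holds miRNAs of the *miR159* family, which targets GAMYB factors, such as *osa-miR159a.1* and *osa-miR159f_R-1*, which after rescaling were at 1.81 and 1.94 at MA and at -3.39 and -3.12 at MM. Calls that also passed Fisher's exact test were 33 and 17. The medians of all compared miRNAs were not 0 at these stages. Rescaling took a log2 factor of -0.33 from MA and 0.81 from MM.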

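At SCP and FMF, 13 of 246 miRNAs were higher in 4x in both organs, against 10.7 for independent calls, and only 1 of the 13 is 24 nt long. They include *osa-miR1432-5p_R+1*, *osa-miR408-3p*, *osa-MIR159a-p5* and members of the *miR166* family, which targets HD-ZIP III transcription factors. No miRNA was lower in both, where independence would give 5.80. The rescaled log2 ratio at FMF was 0.77 for *osa-miR1432-5p_R+1* and 0.92 for *osa-MIR159a-p5*.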

In the third comparison (SCP/FMF), nine DEM displayed co-up-regulation in SCP and FMF of autotetraploid rice, but no co-down-regulated DEM was observed. 

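Higher in 4x at the single microspore stage (SCP) and lower at functional megaspore formation (FMF) were *osa-miR2118d*, *osa-MIR2106-p5*, *osa-MIR5083-p5*, *osa-miR5504_R-3* and *osa-miR5516a*, 5 miRNAs where independence would give 5.17. Lower at SCP and higher at FMF were 15 (12.0 for independent calls), of which 13 are 24 nt long. Among the 15 are *osa-miR5150-3p*, *osa-miR1862d* and *PC-3p-46519_401*, and for *osa-miR1862d* the rescaled log2 ratio at FMF was 0.85.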

Five DEM were up-regulated in SCP but down-regulated in FMF and nine DEM were down-regulated in SCP but up-regulated in FMF. In the fourth comparison (BCP/EES), six co-up-regulated DEM and three co-down-regulated DEM were found in BCP and EES of autotetraploid rice, and six DEM showed down-regulation in BCP, while up-regulation in EES. 

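At the last stage, 9 of 243 miRNAs were higher in 4x in both BCP and EES (5.76 for independent calls). They were *osa-MIR156d-p3*, *osa-miR166h-5p*, *osa-miR166k-5p*, *osa-MIR397b-p3*, *osa-MIR1428e-p5*, *osa-miR2055*, *osa-miR5505_R-3*, *PC-5p-198516_107* and *PC-3p-504841_27*. Lower in both were *ppt-miR894_R+1*, *bdi-miR5054_L+2* and *rgl-miR5139_L+3* (3, against 1.72). Lower at BCP and higher at EES were 9 (against 7.82), including *osa-MIR162a-p5*, *osa-MIR162b-p5*, *osa-miR319a-3p.2-3p_R+1*, *osa-miR1423-5p_L-2R+2* and *PC-3p-199234_121*, and 4 of the 9 are 24 nt long. No miRNA was higher at BCP and lower at EES, where 1.27 would be given by independence. With Fisher's exact test in addition, 7 calls in the same direction and 5 in opposite directions were left at this stage.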

Interestingly, higher number of DEM was found in each corresponding pollen and embryo sac development stage than co-regulated DEM (Additional file 1: Figure S7; Additional file 3: Table S11). Furthermore, we compared the detected miRNAs between pollen and embryo sac development in autotetraploid rice. 

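Set beside independent calls, same-direction changes were fewer at MA/MM (7 against 23.1) and opposite ones more (56 against 27.5). At SCP/FMF 13 miRNAs were called in the same direction (16.5 for independence) and 20 in opposite directions (17.1). At BCP/EES the same direction had 12 (7.48) and opposite directions 9 (9.09). These numbers rest on 1 library per condition. Because 24 nt sequences were lower in 4x anthers and higher in 4x ovaries as a class, their calls are not independent of each other.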

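Ovaries and anthers were compared over 8 pairs of libraries (4 stages, 2 ploidies) with limma. Of 748 miRNAs, 236 differed at an adjusted p under 0.05, 69 of them higher and the others lower in ovaries. Without BCP and EES there were 301, of which 126 were higher, and without another pair of stages 174 to 184. The largest differences were those of the families of the phasiRNA triggers, with *osa-miR2275d* at a log2 ratio of -7.23 (adjusted p 3.53e-08), *osa-miR2275c_R-2* at -7.13 (2.34e-07) and *osa-miR2118d* at -6.48 (0.000132). Higher in ovaries were *osa-miR319a-3p.2-3p_R+1* (4.32, adjusted p 2.68e-05), *osa-MIR2093-p5* (3.83), *osa-miR159f_R-1* (3.77, adjusted p 6.91e-05), *osa-miR166i-3p_L+2R-2* (3.64), *zma-miR529-5p_1ss21TC* (3.45) and *osa-miR159a.1* (3.29, adjusted p 0.000182). As lists, 31 of 31 *miR2118* members were lower in ovaries (median -4.01, camera adjusted p 4.27e-15) and 12 of 12 *miR2275* members (-6.10, adjusted p 7.34e-10). Conserved developmental miRNAs were higher in 70 of 113 cases (0.64, adjusted p 5.37e-06), with 0.006 under an estimated correlation, against 0.267 for *miR2118* and 0.109 for *miR2275*. After rescaling by the median ratio the developmental list did not pass with an estimated correlation either (adjusted p 0.303). Adjusted over the list alone, 31 of 31 *miR2118* and 12 of 12 *miR2275* members passed in limma, as they did over all miRNAs. In the developmental list 46 were higher and 21 lower (42 and 20 over all miRNAs). In 4x alone, with 4 pairs, 36 were higher and 105 lower of 697. That count was 20 without PMA and MF, 8 without MA and MM, 7 without SCP and FMF, and 379 without BCP and EES, of which most (207) were then higher.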

A total of 617 miRNAs showed differential expression levels during the embryo sac development compared to pollen development (Additional file 1: Figure S8A; Additional file 3: Table S12), including 384 (i.e. 186 up- and 198 down-regulated), 400 (i.e. 236 up-and 164 down-regulated), 250 (i.e. 101 up- and 149 down-regulated) and 300 DEM (i.e. 77 up- and 223 down-regulated) in MF, MM, FMF and EES, respectively. 

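In 4x, 203 miRNAs were higher and 195 lower in ovaries at MF against PMA, 240 and 170 at MM against MA, 148 and 148 at FMF against SCP, and 135 and 221 at EES against BCP, 654 miRNAs in all. In 2x, higher calls were fewer at every pair, with 97, 86, 101 and 91 higher and 223, 215, 201 and 249 lower. The balance within 4x depends on scaling. After rescaling by the median ratio, 45.5, 47.1, 46.3 and 44.6% of its calls were higher, against 51.0, 58.5, 50 and 37.9% before. In 4x, 269 of 311 sequences of 24 nt were higher in ovaries on average (median log2 ratio 0.89), as were 21 of 21 long siRNA-like miRNAs (median 1.22). Neither list passed in 4x alone with an estimated correlation (camera adjusted p 0.317 and 0.492, against 3.06e-18 and 0.00504 with the preset one). Of the miRNAs that the paper lists for these 4 pairs (384, 400, 250 and 300), 383, 400, 249 and 298 were called here as well, all in the same direction.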

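Across the 4 stage pairs of 4x, 247 miRNAs were called at 1 pair, 138 at 2, 139 at 3 and 130 at all 4. Of the 130, 33 were higher in ovaries and 57 higher in anthers at every pair, and the remaining ones changed direction between stages. Over all calls 81 miRNAs did so. Among the 57 are members of the *miR2118* and *miR2275* families and *osa-miR156a*, a regulator of SPL factors.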

Interestingly, 111 DEM were co-expressed during all pollen and embryo sac development stages (Additional file 1: Figure S8B), including 22 co-up- and 58 co-down-regulated during embryo sac development stages in autotetraploid rice, while these DEM showed totally different expression levels during pollen development stages (i.e. 22 co-down- and 58 co-up-regulated). Therefore, we defined these DEM as embryo sac-enriched miRNAs (22), which was designated as DEM-ES, and pollen-enriched miRNAs (58), which was designated as DEM-P, in autotetraploid rice (Additional file 1: Figure S8C; Additional file 3: Table S13).

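The 33 miRNAs higher in ovaries at all 4 pairs include members of *miR166* (*osa-miR166e-3p*, *osa-miR166g-3p* and *osa-miR166i-3p_L+2R-2*), *osa-MIR319b-p5*, *osa-miR319a-3p.2-3p_R+1*, *osa-miR159f_R-1*, *osa-miR529a_L+1*, both arms of *miR535*, and the rice miRNAs *miR2094* and *miR2095*. After rescaling by the median ratio, 20 were higher and 50 lower at all 4 pairs, and without a minimum 45 and 92. These conserved families target HD-ZIP III, TCP, GAMYB and SPL transcription factors. The 57 higher in anthers include *osa-miR167d-5p_R+1*, whose family targets auxin response factors. The paper named the 2 groups embryo sac-enriched (DEM-ES) and pollen-enriched (DEM-P). Both organs were sampled whole, so the values are those of anthers and ovaries and not of the pollen or the embryo sac alone.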

### Target prediction of DEM and functional classification of pollen and embryo sac mother cell meiosis-related targets

To understand the genetic variations in autotetraploid rice during the pollen and embryo sac development, we predicted targets of 748 miRNAs using the Targetfinder, and 2260 targets were found, with an average of 3.0 targets per miRNA (Additional file 3: Table S14). Gene Ontology (GO) enrichment analyses showed that DEM-P were significantly involved in flower development (GO: 0009908) and transcription factor activity (GO: 0003700), while cell differentiation (GO: 0030154), cell death (GO: 0008219), signal transduction (GO: 0007165) and nucleus (GO: 0005634) terms were detected by DEM-ES of autotetraploid rice (Additional file 1: Figures S9, S10). GO analysis of the targets of DEM at each stage in pollen and embryo sac development is shown in Table 1. The predicted targets were enriched in multicellular organismal development (GO: 0007275) and extracellular region (GO: 0005576) in MA during pollen development (Additional file 1: Figure S11). However, primary metabolic process (GO: 0044238), signal transduction (GO: 0007165), nucleotide binding (GO: 0000166), kinase activity (GO: 0016301) and transcription factor activity (GO: 0003700) were preferentially enriched in MM during embryo sac development (Additional file 1: Figure S12).

Meiosis is a crucial process during pollen development. We analyzed the DEM related to the meiosis of pollen development, and compared the target genes predicted by the DEM at MA in autotetraploid rice with the transcriptome data reported for meiosis-related and stage-specific gene expressions in *Arabidopsis*, diploid and autotetraploid rice [6, 29–37]. By using the predicted targets of the up-regulated miRNAs in MA, we identified 18 DEM associated with meiosis (Additional file 3: Table S15). 

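Among the 34 miRNAs higher in 4x at MA, the 5 compared members of the copper and laccase group all passed, with a median log2 ratio of 1.76, at percentile 99.9 of 10000 random lists of like abundance. They include *osa-MIR397b-p5* (69.5 RPM in 4x against 31.7 RPM in 2x, log2 ratio 1.11), *osa-miR408-3p* (146 against 44.0 RPM, 1.71) and *osa-MIR397b-p3* (2.73 after rescaling). The same group was higher at PMA (median 1.78), where *osa-MIR397b-p5* was at 183 against 43.1 RPM. Its medians at SCP (0.78, 1 of 3 members called) and BCP (0.57, 2 of 6 called) lay inside the range of random lists. Over the 4 stages the group did not pass under an estimated correlation. Rarely read miRNAs were also among the 34, such as *csi-miR482a-3p_L-2R+2* (3.47) and *osa-miR6250_R+1* (3.27). Every call at MA among the miRNAs that the paper links to meiosis rests on 1 library of each line.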

Two meiosis-related genes (i.e. *LOC_Os02g48010* predicted by *osa-MIR5083-p3* that encoded nuclear matrix constituent protein 1-like and *LOC_Os02g42230* predicted by *osa-MIR159a-p5* that encoded RPA2B - Putative single-stranded DNA binding complex subunit 2), and three meiosis specific genes that showed down-regulation in autotetraploid compared to the diploid rice during meiosis, including *LOC_Os09g32020* (predicted by *osa-MIR159a-p5*), *LOC_Os06g40550* (predicted by *osa-miR5504_R-3*), and *LOC_Os04g21590* (predicted by *osa-miR5504_R-3*), which annotated as ubiquitin fusion degradation protein, ABC-2 type transporter domain containing protein and PB1 domain containing protein, respectively. 

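In meiotic anthers *osa-MIR5083-p3* was at 170 RPM in 4x and 60.3 RPM in 2x, a 2.83-fold difference (interval 2.08 to 3.89). The passenger arm *osa-MIR159a-p5* was at 46.0 and 20.4 RPM (2.25-fold, interval 1.29 to 4.05). *osa-miR5504_R-3* was read less often, at 15.7 and 4.09 RPM, and its ratio of 3.84 has an interval of 1.21 to 16. Rescaling raised the log2 ratios from 1.48 to 1.81 for *osa-MIR5083-p3*, from 1.13 to 1.45 for *osa-MIR159a-p5* and from 1.71 to 2.00 for *osa-miR5504_R-3*. The levels of their predicted target transcripts were not measured in these libraries.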

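The mature miRNA of the same hairpin, *osa-miR159a.1*, which guides cleavage of GAMYB transcripts in the anther, was at 4143 RPM in 4x and 1481 RPM in 2x at MA. This is a log2 ratio of 1.48, or 2.80-fold, with an interval of 2.63 to 2.98. In its discussion the paper proposes that higher *osa-miR159a.1* at meiosis may repress OsGAMYB and so contribute to the abnormal meiosis of pollen mother cells.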

Another important gene, *LOC_Os01g59660* (*OsGAMYB*, predicted by *osa-miR159a.1*), which is required for pollen development and encodes MYB family transcription factor, was also detected. 

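At MA *osa-miR5836*, a rice miRNA of anthers, was at 703 RPM in 4x against 289 RPM in 2x (2.43-fold, interval 2.11 to 2.81).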

Some important genes, such as *LOC_Os07g36940* predicted by the *osa-miR5836*, and *LOC_Os01g47530* predicted by the *osa-miR159a.1*, were found to be down-regulated during meiosis stage (Additional file 3: Table S15). Moreover, 14 genes showed differential expression patterns in transcriptome sequencing, and the targets of up-regulated DEM were similar to these 14 genes, such as *LOC_Os03g63390* (predicted by *osa-miR528-5p*) annotated as plastocyanin-like domain containing protein, *LOC_Os08g23880* (predicted by *gma-miR6300_R + 3*) annotated as no apical meristem (NAM) protein and *LOC_Os10g30150* (predicted by *osa-miR3979-5p_R + 1*) annotated as universal stress protein domain containing protein (Additional file 3: Table S15). 

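The copper-responsive *osa-miR528-5p* was at 473 RPM in 4x and 139 RPM in 2x at MA (3.40-fold, interval 2.80 to 4.16). It was also higher at PMA, at 842 against 216 RPM (log2 ratio 1.96). *gma-miR6300_R+3* was at 48.2 against 8.18 RPM (5.90-fold, interval 2.74 to 14.5). *osa-miR3979-5p_R+1* was at 29.2 against 14.3 RPM (2.04-fold, interval 1.03 to 4.22). This plain ratio passes the limit of the paper, while the log2 ratio used here, with 1 RPM added to both values, was 0.98.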

All the aforementioned targets may relate to abnormal meiosis of PMC.

The development process of embryo sac was different from pollen, especially after meiosis of the embryo sac mother cell (EMC); therefore, the regulation mechanism of embryo sac development was also different from that in pollen. We compared the target genes predicted by the DEM in MM associated with the embryo sac development in autotetraploid rice with the previously reported transcriptome data for megagametogenesis-related and stage-specific expression in diploid rice and *Arabidopsis* [8, 9, 38–40], and 21 DEM were found to be related to the development of embryo sac mother cell (Additional file 3: Table S16). Among the up-regulated miRNAs of MM in autotetraploid, 26 predicted targets were associated with the megasporocyte meiosis stage. Two genes, *LOC_Os06g47830* (*RPA2C,* predicted by *osa-miR167h-3p*) and *LOC_Os12g20324* (*CYCA1;3*, predicted by *PC-5p-896126_17*) were associated with meiosis. 

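At megasporocyte meiosis *osa-miR167h-3p* was at 43.0 RPM in 4x and 14.9 RPM in 2x (2.89-fold, interval 1.68 to 5.24), and it was higher at FMF as well (log2 ratio 1.92). *PC-5p-896126_17* was at 16.0 against 1.75 RPM (9.13-fold, interval 2.29 to 79.4). The median log2 ratio of all miRNAs compared at MM was above 0. After rescaling, *PC-5p-896126_17* stayed above the limit at 1.98, while *osa-miR167h-3p* was at 0.70.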

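*osa-miR1436_L+3_1ss5CT*, a siRNA-like miRNA, was at 21.2 RPM in 4x and 9.62 RPM in 2x at MM, a log2 ratio of 1.06 with an interval of the ratio of 1.07 to 4.75. It was also above the limit at FMF, at 17.0 against 5.24 RPM (log2 ratio 1.53). After rescaling its log2 ratio at MM was 0.31.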

*LOC_Os06g11500* and *LOC_Os06g48060* (predicted by *osa-miR1436_L + 3_1ss5CT*, a specific DEM in MM), annotated as minichromosome maintenance (MCM) family subunit 9 and ABC transporter, were highly expressed in zygotene and pachytene of EMC. 

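At MM *PC-5p-983436_13* was at 20.3 RPM in 4x and 6.99 RPM in 2x (2.90-fold, interval 1.31 to 7.26). *osa-MIR814a-p3_1ss24AT* was at 34.1 against 10.9 RPM (3.12-fold, interval 1.74 to 6.72), and at PMA it was in the opposite direction, at 1.44 against 12.2 RPM. *PC-5p-430417_41* was at 27.0 against 3.5 RPM (7.73-fold, interval 2.81 to 29.6), and at MA it was at 1.12 against 18.4 RPM. Rescaled log2 ratios at MM were 1.93 for *PC-5p-430417_41*, 0.79 for *osa-MIR814a-p3_1ss24AT* and 0.67 for *PC-5p-983436_13*.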

Nine genes showed the highest expression in tetrad, such as *LOC_Os12g42160*, which encoded kinesin motor domain containing protein (predicted by the MM specific DEM, *PC-5p-983436_13* and *osa-miR1436_L + 3_1ss5CT*) and *LOC_Os06g48030* (predicted by the MM specific DEM, *osa-MIR814a-p3_1ss24AT* and *PC-5p-430417_41*) (Additional file 3: Table S16).

Moreover, we used the targets of the DEM in MA and MM to analyze protein-protein interaction networks. Of these targets, eight genes associated with meiosis exhibited interactions with 39 targets, including *LOC_Os09g32020* (*OsTKPR1*, ubiquitin fusion degradation protein), *LOC_Os08g40440* (dihydroflavonol-4-reductase) and *LOC_Os06g40550* (ABC-2 type transporter domain containing protein), identified by Fujita et al. [29], *LOC_Os05g51790* (SMC5, RecF/RecN/SMC N terminal domain containing protein) and *LOC_Os02g42230* (RPA2B - Putative single-stranded DNA binding complex subunit 2) identified by Jin et al. [31], *LOC_Os01g59660* (*OsGAMYB*, MYB family transcription factor) identified by Aya et al. [32], *LOC_Os06g47830* (RPA2C - Putative single-stranded DNA binding complex subunit 2) identified by Wang et al. [40] and *LOC_Os12g20324* (CYCA1;3) found in oryzabase (http://www.shigen.nig.ac.jp/rice/oryzabase/) (Additional file 1: Figure S13; Additional file 4: Table S17). The DEM detected in MA during pollen development was different from the embryo sac development, and these DEM showed divergent expression patterns. 

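miRNAs called in opposite directions at male and female meiosis also differed in length. Those lower in 4x at MA and higher at MM were mostly 24 nt long (37 of 39). Of those higher in 4x at MA and lower at MM, 16 of 17 were of other lengths than 24 nt, and they include *osa-miR159a.1*, *osa-MIR159a-p5*, *osa-MIR5083-p3*, *osa-MIR5083-p5*, *osa-miR5504_R-3*, *osa-miR5836*, *gma-miR6300_R+3*, *osa-miR408-3p*, *osa-miR2118d* and *osa-MIR2118e-p5*. *bdi-miR5054_L+2* belongs to them too (log2 ratio 1.23 at MA and -2.34 at MM). From such opposite patterns in MA and MM the paper proposes that miRNA expression is not synchronous between male and female meiosis of autotetraploid rice.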

*OsGAMYB* encoded by *LOC_Os01g59660* (predicted by *osa-miR159a.1*, which showed up-regulation in male meiosis but down-regulation in female meiosis), revealed interaction with the genes encoding splicing factor 3B subunit 1 (*LOC_Os02g05410* and *LOC_Os02g05310* predicted by *osa-miR5504_R-3*). 

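In ovaries at MM *osa-miR159a.1* was at 7853 RPM in 4x against 47049 RPM in 2x (ratio 0.167, interval 0.164 to 0.170). *osa-miR5504_R-3* was at 1.23 against 15.7 RPM at MM, 2 against 18 reads, with a ratio of 0.078 and an interval of 0.00878 to 0.326.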

CYCA1;3 (*LOC_Os12g20324* predicted by *PC-5p-896126_17*, which showed up-regulation in female meiosis) interacted with the genes encoding MYB family transcription factor and putative minichromosome maintenance (MCM) family subunit 9 (*LOC_Os06g11500* predicted by *osa-miR1436_L + 3_1ss5CT*, which displayed down-regulation in male meiosis but up-regulation in female meiosis). 

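At MA the log2 ratio of *PC-5p-896126_17* was -0.22 (3.36 against 4.09 RPM), under 10 RPM in both lines. *osa-miR1436_L+3_1ss5CT* was at 7.29 RPM in 4x against 16.4 RPM in 2x at MA, a log2 ratio of -1.07. The interval of this ratio, 0.167 to 1.23, includes 1, and after rescaling the log2 ratio was -0.77.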

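*osa-MIR159a-p5* was at 61.4 RPM in 4x against 198 RPM in 2x at MM (ratio 0.309, interval 0.242 to 0.393), opposite to its direction at MA. *osa-miR167h-3p* did not pass at MA (log2 ratio -0.22, from 145 RPM in 4x).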

RPA2C (*LOC_Os06g47830* predicted by *osa-miR167h-3p*) and RPA2B (*LOC_Os02g42230* predicted by *osa-MIR159a-p5*, which found to be up-regulated in male meiosis but down-regulated in female meiosis) encoded replication proteins, A2C and A2B, and showed interaction with *LOC_Os06g11500*, which further interacted with CYCA1;3. *OsTKPR1* (*LOC_Os09g32020* encoded ubiquitin fusion degradation protein), which was another target predicted by *osa-MIR159a-p5*, interacted with the mov34 family protein (*LOC_Os05g46490* predicted by *osa-miR1436_L + 3_1ss5CT*), Sel1 repeat domain containing protein (*LOC_Os03g15350* predicted by *osa-miR1436_L + 3_1ss5CT*) and DnaK family protein genes (*LOC_Os12g14070*, predicted by *osa-miR3979-5p_R + 1*, which showed up-regulation in male meiosis, and *LOC_Os02g53420* and *LOC_Os03g02260*, predicted by *osa-miR164e_R-3*, which displayed down-regulation in female meiosis). 

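In ovaries *osa-miR3979-5p_R+1* was under 10 RPM in both lines at MM, at 3.07 RPM in 4x and 7.87 RPM in 2x, so no call was made there. *osa-miR164e_R-3*, of a family that targets NAC transcription factors, was at 1.69 against 14.4 RPM at MM (ratio 0.117, interval 0.0233 to 0.429). At MA it was at 17.1 against 8.43 RPM, 2.03-fold with an interval of 0.819 to 5.60, and a log2 ratio of 0.94 once 1 RPM is added to both values.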

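At MM *osa-miR1861h* was at 6.76 RPM in 4x and 0 RPM in 2x, at least 2.58-fold higher at a floor of 3 reads, but under the minimum of 10 RPM. At MA it was at 7.74 against 22.3 RPM (log2 ratio -1.41). *osa-MIR5083-p3* was at 30.1 against 113 RPM at MM (ratio 0.267, interval 0.188 to 0.373). *hvu-miR1436_L+3_2ss5CT13GA* was at 26.4 against 9.18 RPM (2.88-fold, interval 1.49 to 6.74), with a rescaled log2 ratio of 0.67.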

The SMC5 gene encoded RecF/RecN/SMC N terminal domain containing protein (*LOC_Os05g51790* predicted by *osa-miR1861h*), which interacted with *LOC_Os05g05440* (annotated as expressed protein and predicted by *osa-MIR5083-p3*, which was found to be up-regulated in male meiosis but down-regulated in female meiosis) and *LOC_Os08g37444* (annotated as signal recognition particle receptor and predicted by *hvu-miR1436_L + 3_2ss5CT13GA*, which exhibited up-regulation in female meiosis). In addition, *LOC_Os08g40440* (predicted by *osa-miR1436_L + 3_1ss5CT*) encoded dihydroflavonol-4-reductase that interacted with ABC-2 type transporter domain containing protein (*LOC_Os06g40550* predicted by *osa-miR164e_R-3*, *osa-miR5504_R-3*) and FG-GAP repeat-containing protein (*LOC_Os03g61050* predicted by *osa-miR812v_1ss4GA* that up-regulated in female meiosis). 

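*osa-miR812v_1ss4GA*, one of the siRNA-like rice miRNAs, was at 30.4 RPM in 4x and 13.1 RPM in 2x at MM (2.32-fold, interval 1.29 to 4.49), and after rescaling its log2 ratio was 0.38. At MA its log2 ratio was -0.10, and at BCP 1.08.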

Overall, complex protein-protein interaction networks were detected by the meiosis-related gene and meiosis-related DEM.

### PhasiRNAs accumulation during the pollen and embryo sac development in autotetraploid rice

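*miR2118* and *miR2275* are the triggers of 21 nt- and 24 nt-phasiRNAs in grass anthers. Summed over 31 members, *miR2118* was at 21446 RPM in 4x and 26237 RPM in 2x at PMA, 20233 and 14606 at MA, 13047 and 8244 at SCP, and 1011 and 1083 at BCP. The 12 members of *miR2275* summed to 16242 and 15104 RPM at PMA, 8991 and 11346 at MA, 8468 and 9063 at SCP, and 7196 and 5844 at BCP. In ovaries *miR2118* was at 101 to 194 RPM from MF to FMF, and at 666 (4x) and 434 (2x) RPM at EES. *miR2275* was at 24.8 to 130 RPM in ovaries. Over 8 pairs anthers exceeded ovaries by a mean log2 ratio of 5.39 for *miR2118* and 7.15 for *miR2275* (exact paired permutation tests, two-sided p 0.00781 each, the smallest that 8 pairs allow). Between 4x and 2x the mean log2 ratio over the 4 anther stages was 0.19 for *miR2118* (exact paired p 0.5) and -0.01 for *miR2275* (exact paired p 1), with a smallest possible p of 0.13. As a mean log2 over members in place of the sum they were 0.12 (exact paired p 0.75) and -0.40 (exact paired p 0.375). The latter was higher at 1 of 4 stages. Both sums depend on scaling. After rescaling by the median ratio they were 0.55 and 0.35, each higher at 4 of 4 stages (exact paired p 0.13). In ovaries the mean was -0.23 for *miR2118* (exact paired p 0.5) and -1.23 for *miR2275* (exact paired p 0.25), and -0.88 and -1.87 after rescaling (exact paired p 0.25 and 0.13). As a list in ovaries, 5 of 5 *miR2275* members with 10 RPM were lower in 4x (median -1.18, camera adjusted p 1.53e-05, and 0.263 with an estimated correlation). Adjusted over the list alone, limma called 3 of them lower, and 0 over all miRNAs.

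**Figure D4:**
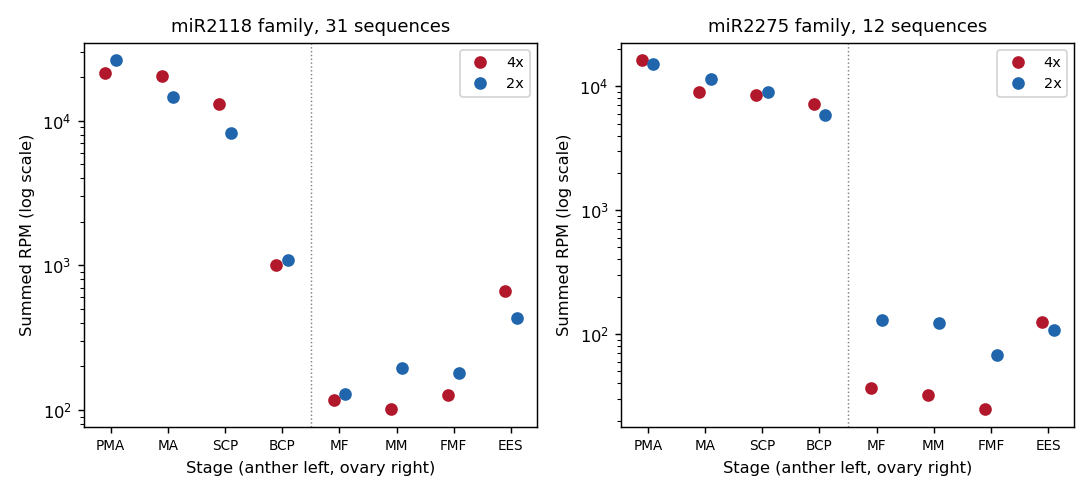
Summed RPM of *miR2118* and of *miR2275* members in each library, on a log axis, by stage, organ and ploidy. Anther libraries lie above ovary libraries of the corresponding stage for both families, and the 4x and 2x libraries of an anther stage lie close together.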

The expression patterns of *miR2118* and *miR2275* families from PMA to BCP in pollen and from MF to EES in embryo sac were nearly consistent in 02428-4x and 02428-2x, which specifically enriched during pollen development and gradually decreased after PMA (Fig. 5). 

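Of the *miR2118* members, 8 passed the limit at 1 or more anther stages, most of them at SCP. There *osa-miR2118d* was at 3819 RPM in 4x and 1739 RPM in 2x (log2 ratio 1.13), and *osa-miR2118p* (1.13), *osa-miR2118o* (1.26), *osa-MIR2118i-p5* (1.27) and *osa-MIR2118d-p5* (1.08) were higher too. At BCP *osa-miR2118o* was lower (-1.14) and *osa-miR2118i* higher (1.28), the latter from 13 reads in 4x and 8 in 2x. At PMA *zma-miR2118f_1ss14CT* was lower (-1.05).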

Six members of *miR2118* family showed differential expression patterns during pollen development (Table 2). Two of them, *osa-miR2118d* and *osa-MIR2118e-p5*, were found to be up-regulated in MA. 

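At MA *osa-miR2118d* was at 6580 RPM in 4x and 3011 RPM in 2x (2.19-fold, interval 2.09 to 2.29), and *osa-MIR2118e-p5* was at 49.5 and 16.1 RPM (3.07-fold, interval 1.67 to 5.73). In the other anther stages *osa-MIR2118e-p5* had log2 ratios of 0.64 (PMA), 0.67 (SCP) and -0.88 (BCP). The remaining members named above were at 0.56 to 0.94 at MA, apart from *osa-miR2118i* (-0.21).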

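*miR2275* members that differed were all from the 3p arm, which cuts the precursors of 24 nt-phasiRNAs. At PMA *mes-miR2275* (log2 ratio -1.13) and *zma-miR2275a-3p_L-1* (-1.63) passed besides *osa-miR2275d*. At SCP *osa-MIR2275c-p3* (-1.61), *zma-miR2275b-3p_1ss10CT* (-2.18), *zma-miR2275b-3p_1ss22AG* (-1.66) and *mes-miR2275* (-1.08) were lower. Sequences of the 5p arm did not pass at any anther stage. *osa-miR2275c_R-2* was at 0.71, -0.21, 0.35 and -0.55 from PMA to BCP, and *zma-miR2275b-5p_1ss12CG*, which has the same values as *zma-miR2275c-5p_2ss14CA15TC*, was at 0.53, 0.45, 0.89 and -0.08.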

Beside, six members of *miR2275* also exhibited differential expression patterns in 02428-4x, including *osa-miR2275d*, *osa-MIR2275c-p3*, *mes-miR2275*, *zma-miR2275a-3p_L-1*, *zma-miR2275b-3p_1ss10CT* and *zma-miR2275b-3p_1ss22AG* (Table 2). Interestingly, all these six miRNAs of *miR2275* family were found to be down-regulated in MA of 02428-4x.

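At MA *osa-MIR2275c-p3* had a log2 ratio of -2.66, from 26.4 RPM in 4x, and *zma-miR2275b-3p_1ss10CT* was at 46.5 RPM in 4x and 260 RPM in 2x (-2.45). *zma-miR2275b-3p_1ss22AG* was at 352 and 995 RPM (-1.50), *mes-miR2275* at 7.85 and 33.7 RPM (-1.97) and *zma-miR2275a-3p_L-1* at 2.24 and 10.2 RPM (-1.79). Rescaling left all of them below -1 at this stage. At BCP the direction was reversed, with 115 against 37.5 RPM for *osa-MIR2275c-p3* (1.59), 212 against 61.0 RPM for *zma-miR2275b-3p_1ss10CT* (1.78) and 1114 against 517 RPM for *zma-miR2275b-3p_1ss22AG* (1.11). *mes-miR2275* at BCP rests on 1 read against 0.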

**Fig. 5:**
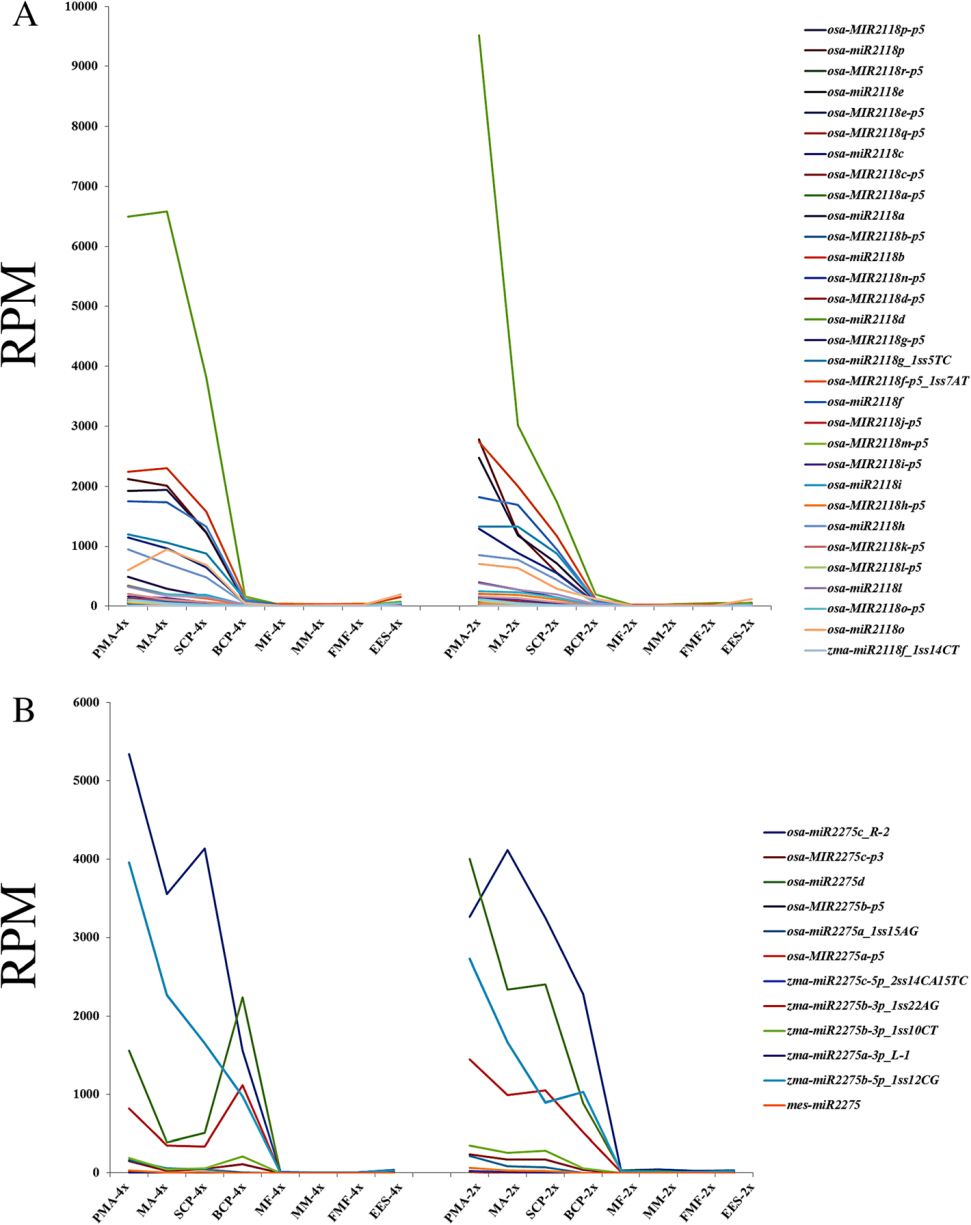
The expression patterns of *miR2118* (**a**) and *miR2275* (**b**) families between 02428-4x and 02428-2x. PMA, MA, SCP and BCP represent pre-meiotic interphase, meiosis and single microspore stage and bi-cellular pollen stage, respectively. MF, MM, FMF and EES represent megasporocyte formation stage, megasporocyte meiosis stage, functional megaspore formation stage and eight-nucleate embryo sac developing-stage, respectively. “4x” and “2x” represent the autotetraploid and diploid rice, respectively

**Table 2:** The regulation of *miR2118* and *miR2275* families during pollen development of autotetraploid rice

miRNA Family	miRNA name	PMA	MA	SCP	BCP
*miR2118*	*osa-miR2118d*		up	up	
	*osa-miR2118p*			up	
	*osa-miR2118o*			up	down
	*osa-miR2118i*				up
	*osa-MIR2118i-p5*			up	
	*osa-MIR2118e-p5*		up		
*miR2275*	*osa-miR2275d*	down	down	down	up
	*mes-miR2275*	down	down	down	
	*osa-MIR2275c-p3*		down	down	up
	*zma-miR2275b-3p_1ss10CT*		down	down	up
	*zma-miR2275b-3p_1ss22AG*		down	down	up
	*zma-miR2275a-3p_L-1*	down	down		

Up: up-regulated in autotetraploid rice; Down: down-regulated in autotetraploid rice; PMA, MA, SCP and BCP represent pre-meiotic interphase, meiosis and single microspore stage and bi-cellular pollen stage, respectively

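Phased small interfering RNAs (phasiRNAs) are cut in regular steps from long precursors after a trigger miRNA has cleaved them. The deposited tables list 1117 21 nt-phasiRNAs in 220 regions with *miR2118* as trigger and 190 24 nt-phasiRNAs in 16 regions with *miR2275* as trigger, with their RPM in the 16 libraries. The authors found the regions with PhaseTank, and the lowest phasing score in the tables they deposited is 25.534 (21 nt) and 45.798 (24 nt). Most 21 nt-phasiRNAs lie on chromosomes 12 (405 in 74 regions) and 11 (225 in 44 regions). Every RPM value of these tables is a whole number of reads. The totals behind them are not those of the miRNA table. They are 116735 to 1766751 reads (median 1349187) in 4x anthers, 189002 to 1896322 (median 1487631.5) in 2x anthers, 100918 to 231937 (median 180992.5) in 4x ovaries and 94798 to 229471 (median 124083) in 2x ovaries. One read is 0.527 to 0.843 RPM (median 0.63) at PMA, MA and SCP, but 5.29 and 8.57 RPM at BCP and 4.31 to 10.5 RPM in ovaries (median 6.99 over BCP and ovaries). Sums of PMA, MA and SCP therefore cannot be taken as on one scale with those of BCP and ovaries. The 4x to 2x ratio of a stage depends on the total too. Sums are given also in RPM of the miRNA table's totals, an alternative chosen after the values were seen. With it the ratio of all 21 nt-phasiRNAs went from 0.899 to 0.638 at MM and from 1.36 to 1.64 at SCP. For those marked pollen specific by the authors it went from 1.11 to 0.969 at MA, and its direction also changed at SCP. Sums of 24 nt-phasiRNAs were lower in 4x at all 4 anther stages in both units. Calls between 4x and 2x were made here with the log2 limit of 1 and no minimum, among phasiRNAs that the authors mark as pollen specific, and differences over the anther stages were tested with limma and with edgeR on the whole reads.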

Based on PhaseTank analysis [41], we observed 1117 loci generating 21 nt-phasiRNAs and 190 loci generating 24 nt-phasiRNAs triggered by the *miR2118* and *miR2275*, respectively (Additional file 4: Tables S18, S19). 

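Summed 21 nt-phasiRNAs were at 105569 RPM in 4x and 92612 RPM in 2x at PMA, 107989 and 91085 at MA, 106015 and 78112 at SCP, and 103714 and 92565 at BCP. In ovaries they were at 66035 to 114191 RPM. The mean log2 ratio of anthers to ovaries was 0.03 over 8 pairs (exact paired permutation test, two-sided p 0.828). This value depends on the set and the scale. It was 2.96 in RPM of the miRNA table's totals and 2.08 for the phasiRNAs marked pollen specific, each at an exact paired p of 0.00781. For the marked ones this p tests nothing, since the authors chose them in these same libraries for preferential expression in pollen. The 24 nt-phasiRNAs were at 10108 to 50553 RPM in anthers and 690 to 5844 RPM in ovaries. Their mean log2 ratio of anthers to ovaries was 3.43 (exact paired p 0.00781), and 6.35 in RPM of the miRNA table's totals. Ovary values are small in reads, for example 557 reads in 4x and 100 reads in 2x at MF. Between 4x and 2x, 21 nt-phasiRNAs were higher in 4x at 4 of 4 anther stages (mean log2 ratio 0.26) and 24 nt-phasiRNAs lower at 4 of 4 (-0.96), both with an exact paired p of 0.13, the smallest that 4 pairs allow. The 21 nt value was 0.10 for pollen-specific ones and 0.15 as a mean log2, each higher at 3 of 4 stages (exact paired p 0.25). As a mean log2 the 24 nt value was -0.84, higher at 1 of 4 stages (exact paired p 0.25). In ovaries the mean log2 ratio of 21 nt-phasiRNAs was -0.06 (exact paired p 0.375), -0.41 for pollen-specific ones (exact paired p 0.25) and -0.40 in RPM of the miRNA table's totals, lower at 4 of 4 stages (exact paired p 0.13). It was 0.26 for 24 nt (exact paired p 0.875).

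**Figure D5:**
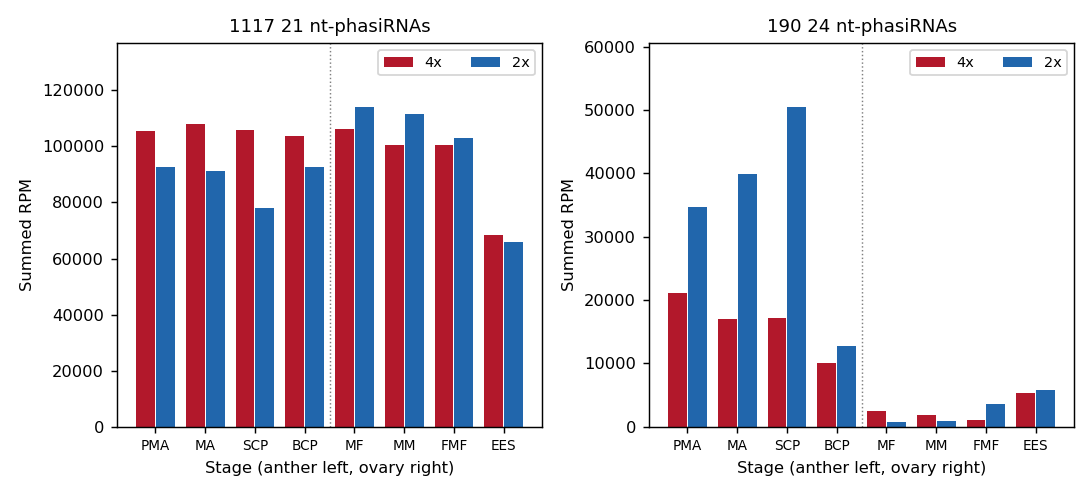
Summed RPM of 21 nt- and of 24 nt-phasiRNAs in each library, by stage, organ and ploidy. The 24 nt sums of 4x lie below those of 2x at all 4 anther stages, and 21 nt sums of anthers and ovaries lie in the same range in this unit.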

We found that 21 nt-phasiRNAs were not only detected during the development of pollen, but also during the development of embryo sac, while 24 nt-phasiRNAs only accumulated during the pollen development (Figs. 6a, b). 

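The mark for preferential expression in pollen is carried by 451 of 1117 21 nt-phasiRNAs and by 179 of 190 24 nt-phasiRNAs. The marked 21 nt-phasiRNAs summed to 40266 to 62021 RPM in anthers and 6693 to 13390 RPM in ovaries. The mark comes from the deposited tables and was not computed again, and it was set on the same libraries that are compared.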

By Z-score transformation [34], 451 21 nt-phasiRNAs and 179 24 nt-phasiRNAs were preferentially expressed during the pollen development. 

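From PMA to BCP, pollen-specific 21 nt-phasiRNAs summed to 41504, 38927, 42363 and 55185 RPM in 2x and to 46301, 43113, 40266 and 62021 RPM in 4x. In RPM of the miRNA table's totals they fell at each step, from 99668 to 12229 in 2x and from 118100 to 13222 in 4x. Their course over the stages thus depends on the scale. Their median log2 ratio of 4x to 2x was 0.18 at PMA (294 of 451 higher), 0.00 at MA (218 higher), -0.31 at SCP (162 higher) and 0.20 at BCP (257 higher). A long region on chromosome 12 from 24831270 to 24832018, with 18 phasiRNAs, had log2 ratios of 0.29, 0.73, 0.63 and 0.32 from PMA to BCP, and 1 on chromosome 2 from 1494695 to 1495128, with 5 phasiRNAs, had 0.31, 1.17, 2.41 and 0.59. The tables do not name the genome build of these positions.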

Pollen-specific-21 nt-phasiRNAs were accumulated from PMA and retained the expression levels in BCP of 02428-2x, and similar trend was detected in 02428-4x (Fig. 6c). In contrast, pollen-specific-24 nt-phasiRNAs appeared at PMA and reached to the highest level in SCP, and then declined in BCP of 02428-2x, whereas gradual decline was observed in 02428-4x (Fig. 6d). Furthermore, only 109 out of 451 pollen-specific-21 nt-phasiRNAs showed different levels of expression between 02428-4x and 02428-2x. 

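All 24 nt-phasiRNAs together were at 34651, 39937, 50553 and 12698 RPM from PMA to BCP in 2x, and at 21116, 17046, 17233 and 10108 RPM in 4x. The ratio of 4x to 2x was 0.609 at PMA, 0.427 at MA, 0.341 at SCP and 0.796 at BCP. In RPM of the miRNA table's totals the sums fell at each step, from 83211 to 2814 in 2x and from 53859 to 2155 in 4x. The ratios were then 0.647, 0.373, 0.411 and 0.766. Pollen-specific members had a median log2 ratio of -0.65 at PMA (163 of 179 lower), -1.48 at MA (2 higher), -1.86 at SCP (2 higher) and 0 at BCP (72 lower and 79 higher). All 16 regions were lower in 4x at PMA, MA and SCP, and 10 of 16 at BCP. The BCP values come from 1180 reads in 4x and 2400 reads in 2x, against 20442 to 75734 reads in the libraries of the 3 earlier stages.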

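Of the 451 pollen-specific 21 nt-phasiRNAs, 266 passed the log2 limit of 1 at 1 or more anther stages, and 202 when Fisher's exact test of the reads was added. Over the 4 stages none of 1113 21 nt-phasiRNAs passed in limma or in edgeR at an adjusted p of 0.05, with 91 and 194 at an unadjusted p under 0.05. Counting noise matters mostly at BCP. Between libraries of the same pool it would give on average 86.1 calls at BCP, and 2.29, 1.23 and 2.85 at PMA, MA and SCP.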

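By stage, 20 pollen-specific 21 nt-phasiRNAs were higher and 2 lower in 4x at PMA, 27 and 47 at MA, 34 and 91 at SCP, and 106 and 49 at BCP. With Fisher's exact test the counts were 14 and 2, 27 and 47, 34 and 90, and 50 and 10.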

Up-regulated pollen-specific-21 nt-phasiRNAs were dominant in PMA and BCP, but more number of down-regulated pollen-specific-21 nt-phasiRNAs was detected in MA and SCP (Table 3). The expression levels of *miR2118* (i.e. *osa-miR2118d*, *osa-miR2118p*, *osa-miR2118o*, *osa-miR2118i*) and their pollen-specific-21 nt-phasiRNAs were quite different during pollen development stages (Tables 2 and 3). 

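phasiRNAs of *osa-miR2118d* (126 considered) were higher and lower in 4x in 4 and 0 cases at PMA, 6 and 18 at MA, 5 and 24 at SCP, and 30 and 14 at BCP, while *osa-miR2118d* itself was higher at MA and SCP. For *osa-miR2118p* (50 considered) the counts were 4 and 0, 4 and 3, 6 and 9, and 20 and 5. For *osa-miR2118o* (111 considered) they were 5 and 0, 5 and 9, 6 and 23, and 30 and 10, and for *osa-miR2118i* (43 considered) 3 and 0, 1 and 2, 1 and 6, and 7 and 4. A phasiRNA can have more than 1 trigger, as in a region on chromosome 11 with both *osa-miR2118d* and *osa-miR2118o*. The sets can therefore share members, and their counts are not independent. Across the 8 anther libraries, summed *miR2118* and summed 21 nt-phasiRNAs had a Pearson's r of 0.08 (exact permutation p 0.858) and a Spearman's rho of 0.29 (exact permutation p 0.501). Without the BCP libraries of both lines r was 0.60. For pollen-specific phasiRNAs r was -0.87 (exact permutation p 0.0250, adjusted 0.0500 over 2 relations), but rho was -0.45, and r without both BCP libraries was 0.31, so this relation rests on BCP. In RPM of the miRNA table's totals r was 0.99 and rho 0.95, and r without both BCP libraries was 0.93. The 8 libraries are 4 stages in 2 lines and the relation runs along the stages, so the permutations, which take all 8 as exchangeable, overstate the evidence.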

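24 nt-phasiRNAs were called in far larger shares. At 1 or more anther stages 174 of the 179 pollen-specific ones passed the limit, and 132 were lower at both MA and SCP. Over the 4 stages 81 of 187 24 nt-phasiRNAs were lower in edgeR at an adjusted p under 0.05 and none higher. In limma none passed (lowest adjusted p 0.108, 55 lower at an unadjusted p under 0.05), and without BCP 132 passed, 129 of them lower.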

A total of 173 out of 179 pollen-specific-24 nt-phasiRNAs showed differential expression patterns in 02428-4x compared to 02428-2x. In addition, almost all of the differentially expressed pollen-specific-24 nt-phasiRNAs were found to be down-regulated during pollen development in autotetraploid rice, especially at MA and SCP, which were in accordance with the spatial-temporal expressions of *miR2275* (i.e. *osa-miR2275d*, which was down-regulated from PMA to SCP and up-regulated in BCP) (Tables 2 and 3).

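At MA 139 pollen-specific 24 nt-phasiRNAs were lower and 0 higher in 4x, and at SCP 153 and 0. At PMA 36 were lower and 6 higher, and at BCP 37 were lower and 43 higher. Those of *osa-miR2275d* (74 considered) were lower in 13, 54, 63 and 14 cases from PMA to BCP and higher in 2, 0, 0 and 17. Those of *osa-miR2275a* and *osa-miR2275b* (105 considered) were lower in 23, 85, 90 and 23 and higher in 4, 0, 0 and 26. The region that holds most of the class (17.0%) lies on chromosome 4 from 18234058 to 18234578, with *osa-miR2275d* as trigger, and had log2 ratios of -0.77, -0.95, -1.24 and -0.90. A region of 23 phasiRNAs of *osa-miR2275a* and *osa-miR2275b* on chromosome 11 from 23103122 to 23103906 had -0.82, -1.41, -1.58 and -0.62. Across the 8 anther libraries *osa-miR2275d* and the 24 nt sum had a Pearson's r of 0.51 (exact permutation p 0.197, adjusted 0.393) and a Spearman's rho of 0.62 (exact permutation p 0.115). Without MA and SCP of 4x r was 0.56, and in RPM of the miRNA table's totals it was 0.26 (exact permutation p 0.533). At BCP, counting noise alone would give 52.4 calls. From the lower *osa-miR2275d* and 24 nt-phasiRNAs of 4x at the same stages, the paper proposes that a low level of this trigger may lead to low 24 nt-phasiRNAs and to abnormal pollen mother cells.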

**Fig. 6:**
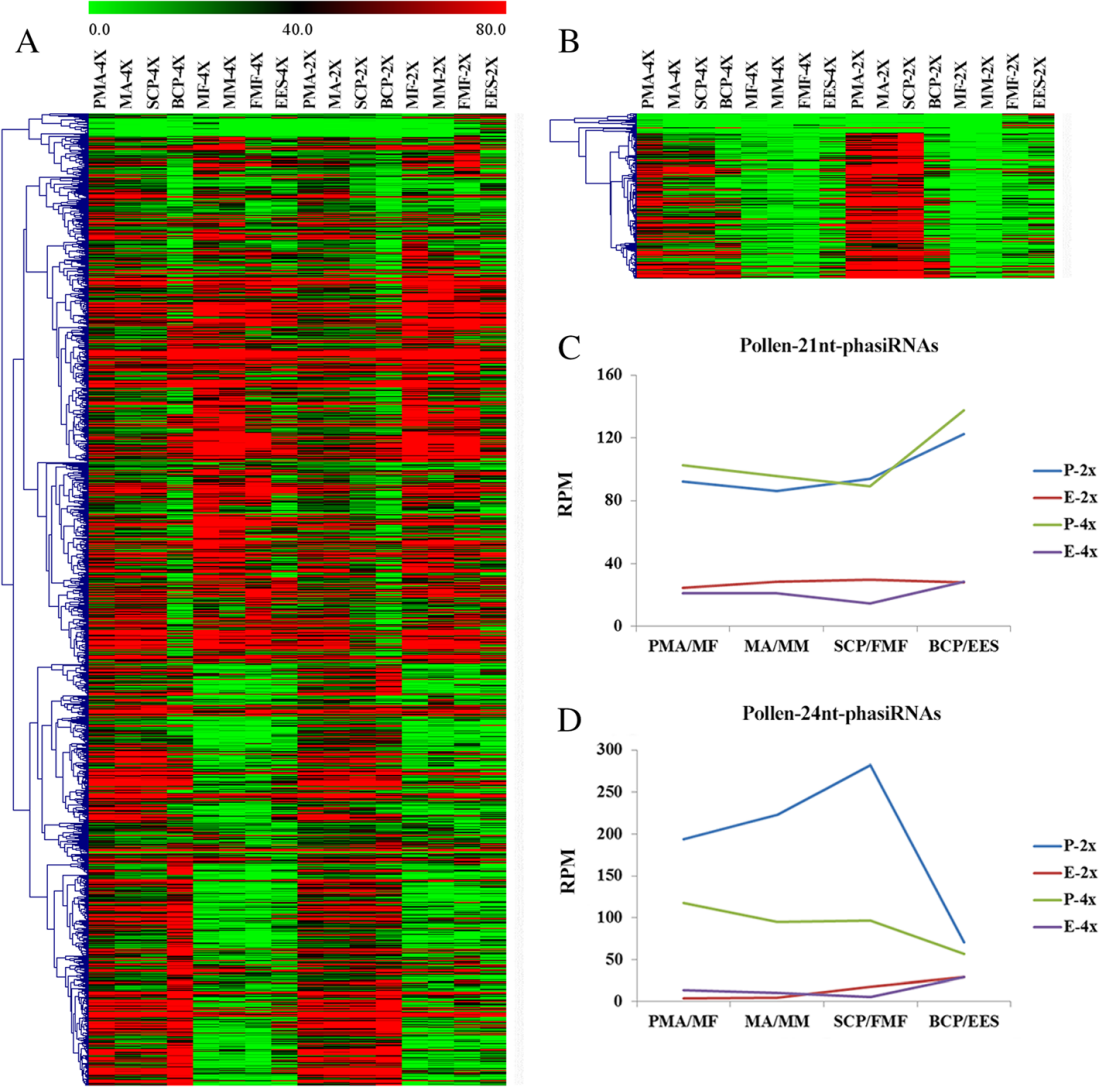
The distribution of 21 nt- and 24-phasiRNAs in auotetraploid and diploid rice. (**a**, **b**) Hierarchical cluster analysis of 21 nt-phasiRNAs (**a**) and 24-phasiRNAs (**b**) in different libraries was constructed by MultiExperiment View (version 4.9). The scale bar indicates the RPM of phasiRNAs; (**c**, **d**) Abundance of 21 nt-phasiRNAs and 24 nt-phasiRNAs in different libraries. P-4x and P-2x indicate autotetraploid and diploid pollen development. E-4x and E-2x indicate autotetraploid and diploid embryo sac development, respectively

**Table 3:** Differentially expressed phasiRNAs during pollen development in autotetraploid rice

	PMA		MA		SCP		BCP	
	Up	Down	Up	Down	Up	Down	Up	Down
21 nt-phasiRNAs	18	2	30	50	35	98	79	22
*osa-miR2118d*	4	0	6	20	5	25	23	5
*osa-miR2118p*	4	0	6	4	6	11	13	1
*osa-miR2118o*	6	0	7	12	7	26	21	5
*osa-miR2118i*	1	0	1	2	1	8	5	2
24 nt-phasiRNAs	6	38	0	138	0	153	22	13
*osa-miR2275d*	2	14	0	54	0	63	9	5

Up: up-regulated in autotetraploid rice; Down: down-regulated in autotetraploid rice; PMA, MA, SCP and BCP represent pre-meiotic interphase, meiosis and single microspore stage and bi-cellular pollen stage, respectively. *osa-miR2118d*, *osa-miR2118p*, *osa-miR2118o* and *osa-miR2118i* indicate the 21 nt-phasiRNAs triggered by them; *osa-miR2275d* indicates the 24 nt-phasiRNAs triggered by it

### siRNAs, associated with transposable elements, showed differential expression patterns in autotetraploid rice

We documented 4386 siRNAs associated with transposable elements (TEs-siRNAs) during pollen and embryo sac development of 02428-4x and 02428-2x. 24-nt TEs-siRNAs, 3106 of 4386 siRNAs, occupied the great majority of the siRNA population (Additional file 4: Table S20). Of 3106 TEs-siRNAs (609 associated with pollen development library and 2734 associated with embryo sac development library), 372 and 2497 were specifically associated with pollen and embryo sac development, respectively, and 237 TEs-siRNAs were expressed during both pollen and embryo sac development (Additional file 1: Figure S14). In contrast to the pollen development, the 24 nt TEs-siRNAs were abundant in embryo sac development. We classified these 24 nt TEs-siRNAs in class I (retrotransposons) with five types and class II (transposon) with eight types (Additional file 4: Table S21). 24 nt TEs-siRNAs showed different expression patterns during the pollen and embryo sac development in 02428-4x, as well as in the 02428-2x; however, some changes were found during the pollen and embryo sac development when compared to each other (Fig. 7). Compared to the diploid rice, 24 nt TEs-siRNAs were abundantly expressed during embryo sac development of 02428-4x, whereas low levels of expressions were found in pollen development of 02428-4x (Fig. 7). Of these 24 nt TEs-siRNAs, 59% (584/988) of MF, 69% (1152/1672) of MM, 49% (524/1066) of FMF and 25% (475/1877) of EES were differentially expressed during embryo sac development of 02428-4x, and 39% (113/287) of PMA, 50% (148/296) of MA, 57% (179/312) of SCP and 56% (115/206) of BCP were differentially expressed during pollen development (Additional file 4: Table S22). Most of the differentially expressed TEs-siRNAs (96%, 96%, 92% and 85% in MF, MM, FMF and EES, respectively) were up-regulated in embryo sac development of 02428-4x. Particularly, the MM stage exhibited the highest numbers (1106) of differentially expressed TEs-siRNAs. On the other hand, higher number of down-regulated TEs-siRNAs (81%, 84%, 79% and 88% in PMA, MA, SCP and BCP) were identified in 02428-4x than 20428-2x during the pollen development (Additional file 4: Table S22).

**Fig. 7:**
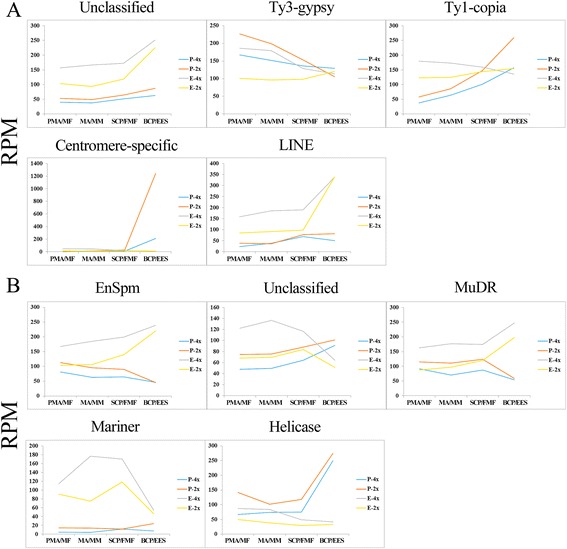
Abundance of TEs-siRNAs (siRNAs associated with transposable elements) in 02428-4x and 02428-2x during pollen and embryo sac development. (**a**) 24 nt TEs-siRNAs in class I (retrotransposons). (**b**) 24 nt TEs-siRNAs in class II (transposon). PMA, MA, SCP and BCP represent pre-meiotic interphase, meiosis and single microspore stage and bi-cellular pollen stage, respectively. MF, MM, FMF and EES represent megasporocyte formation stage, megasporocyte meiosis stage, functional megaspore formation stage and eight-nucleate embryo sac developing-stage. P-4x and P-2x indicate autotetraploid and diploid pollen development, respectively. E-4x and E-2x indicate autotetraploid and diploid embryo sac development, respectively

## Discussion

### Polyploidy associated miRNAs expression patterns during pollen and embryo sac development in autotetraploid rice

Transcriptome analysis of rice ovules and anthers revealed that only 448 genes representing ovule-exclusive genes, compared to 1149 anther-exclusive genes, and different GO terms were found in ovules and anthers [8]. Here, large numbers of miRNAs were detected in pollen and embryo sac library and spatiotemporally dynamics during the pollen and embryo sac development. We found some miRNAs were exclusive during the development of pollen or embryo sac and some were exclusive in autotetraploid/diploid rice; suggesting that miRNAs expressed during pollen development were different from embryo sac development, and some miRNAs changed after polyploidization. MircoRNAome analysis of different species of diploid and autotetraploid *Paulownia* showed that up-regulated miRNAs were more common than down-regulated miRNAs in autotetraploid *P. tomentosa*, *P. fortunei*, and *P. australis* except in autotetraploid *P. ‘Yuza 1’* [42–45]. In our study, the number of down-regulated DEM was higher in pollen development of autotetraploid than diploid rice, whereas Li et al. [10] reported higher number of up-regulated DEM in pollen development of another autotetraploid line than diploid counterpart. Beside, differences between the pollen and embryo sac development in 02428-4x, up-regulated DEM were enriched during embryo sac development, particularly at the meiosis stage. These studies on polyploid plants suggest greater diversity in miRNAs expression patterns in different species. Polyploidization always cause increase/decrease in expression patterns, gene loss and gene recombination in many plant species [46–49]. Higher missing rate of markers were detected in Alfalfa [50], great variations were found in miRNAs [51, 52], and some differentially expressed miRNAs were found to be associated with different ploidy rice [53]. Here, multitudinous of exclusively DEM detected in each stage during pollen and embryo sac development in autotetraploid rice, and similar phenomena was found in Taichung65-4x [10], where miRNA expression patterns changed dynamically in autotetraploid rice. These studies demonstrated huge changes in miRNAs after polyploidization and polyploidy displayed the major impact on the miRNAs expression pattern. Taken together, a great diversity in the DEM was exclusively documented in autotetraploid rice, and some co-expressed DEM exhibited ploidy-related expression patterns, such as *osa-miR2275d*, probably played a key role, which may be associated with the pollen and embryo sac sterility in autotetraploid rice.

### The contrasting expression patterns of meiosis-related DEM during pollen and embryo sac development in autotetraploid rice

Transcriptome profiling is helpful tool for investigating the molecular characters of male and female gametophytes development in *Arabidopsis* [35, 39]. Genome-wide gene expression profiles of ovules and anthers revealed that dynamic gene expressions play crucial roles during female and male gametogenesis in rice [8, 9, 29, 30]. In the present work, the anthers/ovaries containing the developing male/female gametocytes at specific stages were observed, and identified the targets of DEM associated with meiosis, which were similar to the genes detected by previous studies [8, 9, 29–33]. A total of 18 and 21 DEM associated with meiosis were detected in male and female gametophytes, respectively, and these DEM showed huge differences between male and female meiosis, and probably played important roles during pollen and embryo sac development in autotetraploid rice. The rest of the DEM might be involved in various distinct processes that may also related to reproductive abnormalities in autotetraploid rice. Moreover, some meiosis-related genes were highly expressed in meiosis of both male and female meiocytes, while some showed reverse expression patterns [8]. We identified some special DEM associated with meiosis/meiosis-related genes by protein-protein interaction networks. All of these interactions suggest that the DEM of MA and MM had a significant impact on the expressions of meiosis related or stage-specific genes. Additionally, these DEM showed opposite regulation between pollen and embryo sac, suggesting unsynchronized expression profiles in male and female gametophytes of autotetraploid rice. The regulation mechanisms of meiosis-related DEM were quite different between male and female gametophytes.

Earlier studies have shown that overexpression of *miR159* inhibited mRNA levels of MYB family transcription factors leading to male sterility in *Arabidopsis* [20], and impairing the anthers development in rice [54]. In our study, *osa-miR159a.1* targeted MYB family transcription factor (*OsGAMYB*, responsible for defects in tapetal programmed cell death), which interacted with CYCA1;3, and displayed significant up-regulation in male meiosis but down-regulation in female meiosis. The increased expression of *osa-miR159* during pollen development was consistent with a previous study on pollen sterile line [17]. We supposed that overexpression of *osa-miR159a.1* in meiosis not only repressed the expression of MYB family transcription factor, but also affected the meiosis-related genes, which cause meiosis abnormalities and hampered normal pollen development in autotetraploid rice. In addition, *osa-MIR159a-p5*, another member of *osa-miR159*, targets *LOC_Os09g32020* (ubiquitin fusion degradation protein, *OsTKPR1*), which displayed significant up-regulation in MA of autotetraploid rice. Ubiquitin fusion degradation protein families were important in the process of meiosis, and *OsTKPR1* had reported to be associated with male sterility and pollen wall assembly [55, 56]. Highly-expressed *osa-MIR159a-p5* in MA may partially repressed the expression of *LOC_Os09g32020* and cause meiosis abnormalities in 02428-4x.

*osa-miR1436_L + 3_1ss5CT*, targeted MCM9, which up-regulated in female meiosis of autotetraploid rice but down-regulated in male meiosis. Protein-protein interaction showed that MCM9 have a relationship with RPA2C (predicted by *osa-miR167h-3p*) and RPA2B, the genes related to meiosis. Replication protein A (RPA) is a single-stranded DNA binding protein that plays key role in DNA metabolic pathways. Incomplete meiotic chromosome fragmentation and synapsis were found in *rpa1* mutant suggesting an essential role of RPA1 in DNA replication [57]. Additionally, recent research demonstrated a rice gene, *OsMSH4/5* (*Os07g0486000*), which interacted with RPA complex and required for crossover formation during male and female gametes meiosis [40]. Here, up-regulation of *osa-miR1436_L + 3_1ss5CT* and *osa-miR167h-3p* in female meiosis might be negatively correlated with the expression of MCM9 and RPA2C, which displayed interaction with DNA replication genes, demonstrating that it may cause female meiosis abnormalities in autotetraploid rice.

### Down-regulation of 24 nt-phasiRNAs may cause abnormalities during meiosis in autotetraploid rice

*miR2118* and *miR2275* are required as triggers to initiate the 21 nt and 24 nt-phasiRNAs biogenesis, and have been reported in rice and maize anther development [58–60]. MEL1, rice Argonaute protein, selectively binds the 21nt-phasiRNAs to play an important role in meiosis and male fertility [25]. Recently, Zhai et al. [26] analyzed the phasiRNAs of maize anther, and indicated that epidermis was necessary for producing 21 nt pre-meiotic phasiRNA, whereas tapetal layer was required for 24 nt meiotic phasiRNAs biogenesis; both of these phasiRNAs finally transport to meiotic cells and play their role in meiosis. Our previous study depicted different levels of expression of *miR2118* and *miR2275* families in Taichung65 [10]. In the present study, we found that *miR2118* and *miR2275* accumulated in pollen development and gradually declined from pre-meiotic, and 21 nt-phasiRNAs and 24 nt-phasiRNAs were also detected in the pollen development. The expression of *miR2118* was hardly detected during embryo sac development; however, 21 nt-phasiRNAs not only detected in pollen development but also in the embryo sac development, suggesting that the 21 nt-phasiRNAs was not the anthers specific phasiRNAs; probably synthesized in other tissues then transported to embryo sac. Additionally, the irregular distribution of pollen-specific-21 nt-phasiRNAs in autotetraploid rice was different from the results of Zhai et al. [26], who indicated that the 21 nt-phasiRNAs accumulated and peaked at pre-meiotic in maize. The expression patterns of 21 nt-phasiRNAs were more complicated in autotetraploid rice and remained unknown. Besides, the differentially expressed 24 nt-phasiRNAs were similar to the spatial-temporal expressions of *miR2275d* in 02428-4x pollen development. 24 nt-phasiRNAs were absent in the aberrant meiocytes of maize [26]. The down-regulated 24 nt-phasiRNAs and *miR2275d* were associated with the high frequency of cytological abnormalities in 02428-4x. We speculated that down-regulation of *miR2275* may result in the low expression of 24 nt-phasiRNAs, leading to the abnormal pollen mother cells development in autotetraploid rice.

### 24 nt TEs-siRNAs may cause genome instability and infertility in autotetraploid rice

The major function of 24 nt TEs-siRNAs was to maintain the genome integrity by silencing transposable elements. Many transposable elements may activate in response to “genomic shock” by polyploidization of rice. In autotetraploid rice, DNA methylation variation of transposable elements was found to play crucial role to adapt the whole-genome duplication (WGD) against the polyploidization [28]. Most of the down-regulated 24 nt siRNAs were associated with the accumulation of transcripts from DNA TEs in the *mop1* mutant, which may relate with the loss of function of RNA–Dependent RNA Polymerase 2 (RDR2) [61]. Here, we identified various kinds of 24 nt TEs-siRNAs associated with pollen and embryo sac development. In addition, the numbers of TEs-siRNAs were much higher during embryo sac development than pollen. The expression patterns of TEs-siRNAs were complex in different tissues of autotetraploid rice. Moreover, we found that ~50% TEs-siRNAs were differentially expressed in autotetraploid rice during pollen development and more than 80% of the differentially expressed TEs-siRNAs showed down-regulation, which indicated that reduction of 24 nt TEs-siRNAs in pollen development of autotetraploid rice may induce genome instability and infertility during the pollen development. These results were consistent with the allopolyploid wheat and *Arabidopsis*, where down-regulated TEs-siRNAs contribute to genome destabilization [62, 63]. However, 24 nt TEs-siRNAs were found to be up-regulated in embryo sac development. There was a great variation in the activity of RNA polymerase IV (Pol IV), DCL (Dicer-like) and Argonaute protein (AGO) in different development stage/tissue [64, 65], which resulted in differential expression patterns of TEs-siRNAs during pollen and embryo sac development. Moreover, siRNAs derived from transposable elements were similar to the nearby genes, which regulate the genes expression and play a crucial role in plant development [66, 67]. Many genes expression levels may change under the influence of TEs-siRNAs-triggered methylation, particularly at the crucial stages of female-meiosis, which explained more than 95% up-regulated TEs-siRNAs during the embryo sac development in autotetraploid rice.

## Conclusion

In the present study, we used high-throughput sequencing to identify the small RNA associated with the pollen and embryo sac development of autotetraploid and corresponding diploid rice. We identified 260 known and 488 novel miRNAs in autotetraploid and diploid rice, and 43 and 49 miRNAs specifically expressed during pollen and embryo sac development in autotetraploid rice, respectively. Various DEM were detected during pollen and embryo sac development in autotetraploid rice. Of these DEM, 18 and 21 important DEM were associated with male and female meiosis in autotetraploid rice, respectively. Moreover, abundantly expressed 21- and 24-nt phasiRNAs exhibited differential expressions during pollen development, and 21-nt phasiRNAs were also detected during embryo sac development in the present study. Interestingly, up-regulated 24-nt TEs-siRNAs were found to be dominant during the embryo sac development of autotetraploid rice, whereas a large proportion of down-regulated TEs-siRNAs were detected in pollen development. Consequently, the significant differential expression profiles of small RNAs in the autotetraploid rice may play important roles in regulating the development of pollen and embryo sac, thus resulting in low fertility and poor seed set in autotetraploid rice. Our findings provide a new insight on small RNA during pollen and embryo sac development in autotetraploid rice.

## Methods

### Rice material

Autotetraploid rice, 02428-4x, and its diploid rice (*Oryza sativa* L. subsp. *japonica*), 02428-2x, were used in this study. 02428-4x was developed from the chromosome doubling of 02428-2x by colchicine and was self-crossed for more than 25 generations in our lab. They were planted at the experimental farm of South China Agricultural University (SCAU) under field conditions. Anthers with four pollen development stages, including pre-meiotic interphase (PMA), meiosis (MA), single microspore stage (SCP) and bi-cellular pollen stage (BCP), were collected from 02428-4x and 02428-2x based on the floret length and DAPI fluorescence (Additional file 4: Table S23). The ovary tissues were collected with their corresponding embryo sac development stages (i.e. megasporocyte formation stage (MF), megasporocyte meiosis stage (MM), functional megaspore formation stage (FMF) and eight-nucleate embryo sac developing-stage (EES)). All the samples were stored at 4 °C for cytological observation and at −80 °C for RNA isolation.

### Analysis of agronomic/morphological traits

A total of eleven morphological traits, including number of effective panicles, thousand kernel weight, plant height, flag leaf length, flag leaf width, panicle length, grain length, grain width, seed set, pollen and embryo sac fertility were examined to determine the phenotypic variations in autotetraploid and diploid rice.

### Cytological observation

Anthers and ovaries were collected and fixed in Carnoy solution (ethanol: acetic acid = 3:1 v/v) for at least 24 h. The samples were stored in 70% ethanol at 4 °C after washing with 95% ethanol for two times. Chromosome behavior and configurations were identified and analyzed by acetocarmine squashing as described by Wu et al. [6]. Meiosis stages were classified and explained according to He et al. [7]. To investigate the variation in pollen development of 02428-2x and 02428-4x, a whole mount eosin B confocal laser scanning microscopy (WE-CLSM) was used. The samples were observed according to Wu et al. [6] with some minor modifications. The dissected anthers were hydrated in 50%, 30% ethanol and distilled water for 5 min each. After an eosin B staining procedure for 30 min, the samples were dehydrated in a series of ethanol solutions (10%, 30%, 50%, 70%, 90% and 100% ethanol) for 5 min. Finally, the dehydrated samples were transferred into a mixture of ethanol and methyl salicylate (1:1) for 1 h, and then stored in pure methyl salicylate and observed under WE-CLSM. To investigate the variations in embryo sac development of 02428-2x and 02428-4x, WE-CLSM was used again and followed the procedure as described by Zeng et al. [68].

### Small RNA library construction and sequencing

Total RNA was extracted from the anthers and ovaries by using Trizol reagent (Invitrogen, Carlsbad, CA, USA). Illumina’s TruSeq small RNA sample preparation Kits (San Diego, CA, USA) were used to construct small RNA libraries. Then the small sequencing (36 bp) was performed on an Illumina Hiseq2500 at the LC-BIO (Hangzhou, China).

### Data processing/analysis of miRNAs

After sequencing, the raw data was further processed to remove common RNA families (rRNA, tRNA, snRNA, snoRNA), repeats, low complexity, adapter dimers and junk by ACGT101-miR [10]. Then, the unique sequences (18–25 nt in length) were BLASTed to miRBase 20.0 (ftp://mirbase.org/pub/mirbase/) to identify known miRNAs. The novel miRNAs were predicted by using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi). The miRNAs were considered as confidence miRNAs according to the normalized deep-sequencing levels (with the exclusion of 10 RPM) in all anthers and ovaries libraries. miRNAs with *P*-value (Fisher exact test and Chi-square (*X*2) test) < 0.05 and |log2 (fold change ratio)| > 1 were considered as differentially expressed miRNAs. Targeted genes of differentially expressed miRNAs were predicted by using TargetFinder [69]. GO enrichment analysis and Protein-protein interaction networks were performed using AgriGO (http://bioinfo.cau.edu.cn/agriGO/) [70] and STRING (http://string-db.org/) [71], respectively.

### Data processing/analysis of phasiRNAs

We used PhaseTank to systemically characterize the 21 and 24 nt-phasiRNAs [41]. Then the confidence phasiRNAs with phasing scores higher than or equal to 25 were selected [26], and filtered the phasiRNAs that were triggered by *miR2118* and *miR2275* families. Finally, it yielded 1117 loci generating 21 nt-phasiRNAs and 190 loci generating 24 nt-phasiRNAs. PhasiRNAs with *P*-value (Fisher exact test) < 0.05 and |log2 (fold change ratio)| > 1 were considered as differentially expressed phasiRNAs.

### Data processing/analysis of TEs-siRNAs

To find out the siRNAs associated with the transposable elements, we followed the method described by Zhang et al. [28]. Firstly, we filtered the reads that did not match miRNA, rRNA, tRNA, snRNA, or snoRNA, and then selected the reads which mapped to the transposable elements of rice reference genome. These subsequent of siRNAs were considered as TEs-siRNAs, and used for further analysis. The classifications of TEs-siRNAs were done by Li et al. [10]. The differentially expressed TEs-siRNAs were identified by the conditions of *P*-value (Fisher exact test) < 0.05 and |log2 (fold change ratio)| > 1.

### Quantitative real-time PCR (qRT-PCR) analysis

The total RNA from anthers and ovaries were used as template for reverse transcription with miRNA-specific stem-loop RT primers [72] by the Transcriptor First Strand cDNA Synthesis Kit (Roche). The reaction was as follow: incubated for 30 min at 16 °C, followed by pulsed RT of 60 cycles at 30 °C for 30 s, 42 °C for 30 s and 50 °C for 1 s, and a final incubation at 85 °C for 5 min to inactivate the reverse transcriptase [73]. The qRT-PCRs were performed on Lightcycler480 (Roche) using the SsoAdvanced Universal SYBR Green Supermix (Bio-RAD). The reaction conditions were as follows: 30 s at 95 °C, 40 cycles of 95 °C denaturation for 5 s and 58 °C annealing and extension for 20 s. Three biological replications were performed in this experiment. *U6* snRNA was used as an internal reference for qRT-PCR of miRNAs. The relative expression of miRNAs was calculated by the *2* ^*–ΔΔCT*^ method [74]. The stem-loop RT primers were designed by the Primer premier 5.0 software (Additional file 4: Table S24).

## Additional files

Additional file 1: Figure S1. Chromosome observations of the diploid and autotetraploid rice. **Figure S2.** Cytological observation of pollen development in 02428-4x. **Figure S3.** Chromosome behavior during pollen mother cell (PMC) meiosis in 02428-4x. **Figure S4.** Cytological observation of embryo sac development in 02428-4x. **Figure S5.** Principal component analysis in each library. **Figure S6.** Validation of the miRNAs in 02428-4x and 02428-2x of pollen and embryo sac at each development stage. **Figure S7.** Venn analysis of the DEM (differentially expressed miRNAs) between pollen and embryo sac development in autotetraploid rice. **Figure S8.** Classification of the differentially expressed miRNAs between embryo sac and pollen development in autotetraploid rice. **Figure S9.** GO (Gene Ontology) enrichment analysis of predicted targets of DEM-P (pollen-enriched miRNAs) in autotetraploid rice. **Figure S10.** GO enrichment analysis of predicted targets of DEM-ES (embryo sac-enriched miRNAs) in autotetraploid rice. **Figure S11.** GO enrichment analysis of predicted targets of differentially expressed miRNAs in MA (meiosis). **Figure S12.** GO enrichment analysis of predicted targets of differentially expressed miRNAs in MM (megasporocyte meiosis stage). **Figure S13.** Protein interactions between the targets of DEM (differentially expressed miRNAs) and meiosis-related genes. **Figure S14.** Distribution of TEs-siRNAs (siRNAs associated with transposable elements) in pollen and embryo sac development. (PDF 2706 kb)
Additional file 2: Table S1. Main agronomic traits of autotetraploid (02428-4x) and diploid (02428-2x) rice. **Table S2.** Frequencies of pollen fertility and embryo sac fertility in 02428-4x and 02428-2x. **Table S3.** The development of pollen and embryo sac in 02428-2x and 02428-4x. **Table S4.** Frequency of abnormalities in autotetraploid and diploid rice during the pollen development. **Table S5.** Observations of chromosome behavior and configurations between autotetraploid rice and diploid rice. **Table S6.** Summary of the known and predicted miRNAs in 02428-4x and 02428-2x. **Table S7.** miRNAs detected during pollen and embryo sac development of 02428-4x and 02428-2x. **Table S8.** The specific miRNAs found in each library (Development stages). (XLSX 214 kb)
Additional file 3: Table S9. Differentially expressed miRNAs (DEM) between diploid and autotetraploid during pollen development. **Table S10.** Differentially expressed miRNAs (DEM) between diploid and autotetraploid rice during embryo sac development. **Table S11.** Comparison of the differentially expressed miRNAs (DEM) between the pollen and embryo sac development in autotetraploid rice. **Table S12.** Differentially expressed miRNAs between embryo sac and pollen development in autotetraploid rice. **Table S13.** DEM-P (pollen-enriched miRNAs) and DEM-ES (embryo sac-enriched miRNAs) in 02428-4x. **Table S14.** Overall information about the predicted targets of detected miRNAs by Targetfinder. **Table S15.** Comparison of targets predicted by differentially expressed miRNAs with the previous studies on MA (meiosis). **Table S16.** Comparison of targets predicted by differentially expressed miRNAs with the previous studies on MM (megasporocyte meiosis stage). (XLSX 417 kb)
Additional file 4: Table S17. Protein-protein interaction of meiosis-related genes with the targets predicted by the DEM associated with meiosis. **Table S18.** 21 nt-phasiRNAs triggered by the *miR2118*. **Table S19.** 24 nt-phasiRNAs triggered by the *miR2275*. **Table S20.** Overview of 24 nt TEs-siRNAs during pollen and embryo sac development of 02428-4x and 02428-2x. **Table S21.** Distribution of 24 nt TEs-siRNAs in autotetraploid and diploid rice. **Table S22.** Differentially expressed 24 nt TEs-siRNAs during pollen and embryo sac development of autotetraploid rice. **Table S23.** Anther length during pollen development stages in autotetraploid and diploid rice. **Table S24.** The stem–loop RT primers used in the present study. (XLSX 1012 kb)

## Abbreviations

BCP: (bi-cellular pollen stage)
DEM: (differentially expressed miRNAs)
EES: (eight-nucleate embryo sac developing-stage)
EMC: Embryo sac mother cell
FMF: Functional megaspore formation stage
MA: Meiosis
MF: Megasporocyte formation stage
MM: Megasporocyte meiosis stage
PMA: Pre-meiotic interphase
PMC: Pollen mother cell
RPM: Reads per million
SCP: Single microspore stage

## References

[1] Shahid MQ, Xu H, Lin S, Chen Z, Naeem M, Li Y (2012). Genetic analysis and hybrid vigor study of grain yield and other quantitative traits in autotetraploid rice. Pak. J. Bot..

[2] Wu J, Hu C, Shahid MQ, Guo H, Zeng Y, Liu X (2013). Analysis on genetic diversification and heterosis in autotetraploid rice. Springerplus.

[3] Shahid MQ, Li Y, Saleem MF, Naeem M, Wei C, Liu X (2013). Yield and yield components in autotetraploid and diploid rice genotypes (*indica* and *japonica*) sown in early and late seasons. Aust. J. Crop Sci..

[4] Guo H, Lu Y, Feng J, Yang B, Liu X (2006). Further observation on the formation and development of autotetraploid rice embryo sac using laser scanning confocal microscopy. Acta Laser Biology Sinica.

[5] Shahid MQ, Sun J, Wei C, Zhang P, Liu X (2010). Studies on the abnormality of embryo sac and pollen fertility in autotetraploid rice during different growing seasons. Pak. J. Bot..

[6] Wu J, Shahid MQ, Guo H, Yin W, Chen Z, Wang L (2014). Comparative cytological and transcriptomic analysis of pollen development in autotetraploid and diploid rice. Plant Reprod..

[7] He J, Shahid MQ, Chen Z, Chen X, Liu X, Lu Y (2011). Abnormal PMC microtubule distribution pattern and chromosome behavior resulted in low pollen fertility of an intersubspecific autotetraploid rice hybrid. Plant Syst. Evol..

[8] Kubo T, Fujita M, Takahashi H, Nakazono M, Tsutsumi N, Kurata N (2013). Transcriptome analysis of developing ovules in rice isolated by laser microdissection. Plant Cell Physiol..

[9] Wu Y, Yang L, Cao A, Wang J (2015). Gene expression profiles in rice developing ovules provided evidence for the role of sporophytic tissue in female gametophyte development. PLoS One.

[10] Li X, Shahid M, Wu J, Wang L, Liu X, Lu Y (2016). Comparative small RNA analysis of pollen development in autotetraploid and diploid rice. Int. J. Mol. Sci..

[11] Boke H, Ozhuner E, Turktas M, Parmaksiz I, Ozcan S, Unver T (2015). Regulation of the alkaloid biosynthesis by miRNA in opium poppy. Plant Biotechnol. J..

[12] Hong Y, Jackson S (2015). Floral induction and flower formation-the role and potential applications of miRNAs. Plant Biotechnol. J..

[13] Shriram V, Kumar V, Devarumath RM, Khare TS, Wani SH (2016). MicroRNAs as potential targets for abiotic stress tolerance in plants. Front. Plant Sci..

[14] Xie F, Jones DC, Wang Q, Sun R, Zhang B (2015). Small RNA sequencing identifies miRNA roles in ovule and fibre development. Plant Biotechnol. J..

[15] Wei L, Yan L, Wang T (2011). Deep sequencing on genome-wide scale reveals the unique composition and expression patterns of microRNAs in developing pollen of *Oryza sativa*. Genome Biol..

[16] Peng H, Chun J, Ai T, Tong Y, Zhang R, Zhao M (2012). MicroRNA profiles and their control of male gametophyte development in rice. Plant Mol. Biol..

[17] Yan J, Zhang H, Zheng Y, Ding Y (2015). Comparative expression profiling of miRNAs between the cytoplasmic male sterile line MeixiangA and its maintainer line MeixiangB during rice anther development. Planta.

[18] Peng T, Sun H, Du Y, Zhang J, Li J, Liu Y (2013). Characterization and expression patterns of microRNAs involved in rice grain filling. PLoS One.

[19] Yi R, Zhu Z, Hu J, Qian Q, Dai J, Ding Y (2013). Identification and expression analysis of microRNAs at the grain filling stage in rice (*Oryza sativa L.*) via deep sequencing. PLoS One.

[20] Millar AA, Gubler F (2005). The *Arabidopsis* GAMYB-like genes, *MYB33* and *MYB65*, are microRNA-regulated genes that redundantly facilitate anther development. Plant Cell.

[21] Palatnik JF, Wollmann H, Schommer C, Schwab R, Boisbouvier J, Rodriguez R (2007). Sequence and expression differences underlie functional specialization of *Arabidopsis* microRNAs *miR159* and *miR319*. Dev. Cell.

[22] Zhu Q, Upadhyaya NM, Gubler F, Helliwell CA (2009). Over-expression of *miR172* causes loss of spikelet determinacy and floral organ abnormalities in rice (*Oryza sativa*). BMC Plant Biol..

[23] Zhang Y, Yu Y, Wang C, Li Z, Liu Q, Xu J (2013). Overexpression of microRNA *OsmiR397* improves rice yield by increasing grain size and promoting panicle branching. Nat. Biotechnol..

[24] Wu MF, Tian Q, Reed JW (2006). *Arabidopsis* microRNA167 controls patterns of *ARF6* and *ARF8* expression, and regulates both female and male reproduction. Development.

[25] Komiya R, Ohyanagi H, Niihama M, Watanabe T, Nakano M, Kurata N (2014). Rice germline-specific Argonaute MEL1 protein binds to phasiRNAs generated from more than 700 lincRNAs. Plant J..

[26] Zhai J, Zhang H, Arikit S, Huang K, Nan G, Walbot V (2015). Spatiotemporally dynamic, cell-type-dependent premeiotic and meiotic phasiRNAs in maize anthers. Proc. Natl. Acad. Sci. USA.

[27] Chen C, Farmer AD, Langley RJ, Mudge J, Crow JA, May GD (2010). Meiosis-specific gene discovery in plants: RNA-Seq applied to isolated *Arabidopsis* male meiocytes. BMC Plant Biol..

[28] Zhang J, Liu Y, Xia E, Yao Q, Liu X, Gao L (2015). Autotetraploid rice methylome analysis reveals methylation variation of transposable elements and their effects on gene expression. Proc. Natl. Acad. Sci. USA.

[29] Fujita M, Horiuchi Y, Ueda Y, Mizuta Y, Kubo T, Yano K (2010). Rice expression atlas in reproductive development. Plant Cell Physiol..

[30] Deveshwar P, Bovill WD, Sharma R, Able JA, Kapoor S (2011). Analysis of anther transcriptomes to identify genes contributing to meiosis and male gametophyte development in rice. BMC Plant Biol..

[31] Jin Y, Yang H, Wei Z, Ma H, Ge X (2013). Rice male development under drought stress: phenotypic changes and stage-dependent transcriptomic reprogramming. Mol. Plant.

[32] Aya K, Ueguchi-Tanaka M, Kondo M, Hamada K, Yano K, Nishimura M (2009). Gibberellin modulates anther development in rice via the transcriptional regulation of GAMYB. Plant Cell.

[33] Wu J, Shahid MQ, Chen L, Chen Z, Wang L, Liu X (2015). Polyploidy enhances F_1_ pollen sterility loci interactions that increase meiosis abnormalities and pollen sterility in autotetraploid rice. Plant Physiol..

[34] Wei LQ, Xu WY, Deng ZY, Su Z, Xue Y, Wang T (2010). Genome-scale analysis and comparison of gene expression profiles in developing and germinated pollen in *Oryza sativa*. BMC Genomics.

[35] Honys D, Twell D (2004). Transcriptome analysis of haploid male gametophyte development in *Arabidopsis*. Genome Biol..

[36] Yant L, Hollister JD, Wright KM, Arnold BJ, Higgins JD, Franklin FC (2013). Meiotic adaptation to genome duplication in *Arabidopsis arenosa*. Curr. Biol..

[37] Wright KM, Arnold B, Xue K, Urinova M, O'Connell J, Bomblies K (2015). Selection on meiosis genes in diploid and tetraploid *Arabidopsis arenosa*. Mol. Biol. Evol..

[38] Ohnishi T, Takanashi H, Mogi M, Takahashi H, Kikuchi S, Yano K (2011). Distinct gene expression profiles in egg and synergid cells of rice as revealed by cell type-specific microarrays. Plant Physiol..

[39] Schmidt A, Wuest SE, Vijverberg K, Baroux C, Kleen D, Grossniklaus U (2011). Transcriptome analysis of the *Arabidopsis* megaspore mother cell uncovers the importance of RNA helicases for plant germline development. PLoS Biol..

[40] Wang C, Wang Y, Cheng Z, Zhao Z, Chen J, Sheng P (2016). The role of *OsMSH4* in male and female gamete development in rice meiosis. J. Exp. Bot..

[41] Guo Q, Qu X, Jin W (2015). PhaseTank: genome-wide computational identification of phasiRNAs and their regulatory cascades. Bioinformatics.

[42] Fan G, Zhai X, Niu S, Ren Y (2014). Dynamic expression of novel and conserved microRNAs and their targets in diploid and tetraploid of *Paulownia tomentosa*. Biochimie.

[43] Niu S, Fan G, Xu E, Deng M, Zhao Z, Dong Y (2014). Transcriptome/Degradome-wide discovery of microRNAs and transcript targets in two *Paulownia australis* genotypes. PLoS One.

[44] Niu S, Fan G, Zhao Z, Deng M, Dong Y (2014). High-throughput sequencing and degradome analysis reveal microRNA differential expression profiles and their targets in *Paulownia fortunei*. Plant Cell Tiss. Org..

[45] Zhai X, Niu S, Ren Y, Fan G (2016). Discovery and profiling of microRNAs and their targets in *Paulownia* ‘Yuza 1’ plants via high-throughput sequencing and degradome analysis. Genes Genom..

[46] Chagué V, Just J, Mestiri I, Balzergue S, Tanguy AM, Huneau C (2010). Genome-wide gene expression changes in genetically stable synthetic and natural wheat allohexaploids. New Phytol..

[47] Chelaifa H, Chagué V, Chalabi S, Mestiri I, Arnaud D, Deffains D (2013). Prevalence of gene expression additivity in genetically stable wheat allohexaploids. New Phytol..

[48] Yoo MJ, Szadkowski E, Wendel JF (2013). Homoeolog expression bias and expression level dominance in allopolyploid cotton. Heredity.

[49] Li X (2016). Natural attributes and agricultural implications of somatic genome variation. Curr. Issues Mol. Biol..

[50] Nazzicari N, Biscarini F, Cozzi P, Brummer EC, Annicchiarico P (2016). Marker imputation efficiency for genotyping-by-sequencing data in rice (*Oryza sativa*) and alfalfa (*Medicago sativa*). Mol. Breeding.

[51] Ha M, Lu J, Tian L, Ramachandran V, Kasschau KD, Chapman EJ (2009). Small RNAs serve as a genetic buffer against genomic shock in *Arabidopsis* interspecific hybrids and allopolyploids. Proc. Natl. Acad. Sci. USA.

[52] Xie F, Zhang B (2015). microRNA evolution and expression analysis in polyploidized cotton genome. Plant Biotechnol. J.

[53] Zhang H, Zhao H, Wu S, Huang F, Wu K, Zeng X (2016). Global methylation patterns and their relationship with gene expression and small RNA in rice lines with different ploidy. Front. Plant Sci..

[54] Tsuji H, Aya K, Ueguchi-Tanaka M, Shimada Y, Nakazono M, Watanabe R (2006). *GAMYB* controls different sets of genes and is differentially regulated by microRNA in aleurone cells and anthers. Plant J..

[55] Quilichini TD, Grienenberger E, Douglas CJ (2015). The biosynthesis, composition and assembly of the outer pollen wall: A tough case to crack. Phytochemistry.

[56] Wang Y, Lin YC, So J, Du Y, Lo C (2013). Conserved metabolic steps for sporopollenin precursor formation in tobacco and rice. Physiol. Plant.

[57] Aklilu BB, Soderquist RS, Culligan KM (2014). Genetic analysis of the Replication Protein A large subunit family in *Arabidopsis* reveals unique and overlapping roles in DNA repair, meiosis and DNA replication. Nucleic Acids Res..

[58] Johnson C, Kasprzewska A, Tennessen K, Fernandes J, Nan GL, Walbot V (2009). Clusters and superclusters of phased small RNAs in the developing inflorescence of rice. Genome Res..

[59] Zhai J, Jeong DH, De Paoli E, Park S, Rosen BD, Li Y (2011). MicroRNAs as master regulators of the plant NB-LRR defense gene family via the production of phased, trans-acting siRNAs. Genes Dev..

[60] Song X, Li P, Zhai J, Zhou M, Ma L, Liu B (2012). Roles of *DCL4* and *DCL3b* in rice phased small RNA biogenesis. Plant J..

[61] Jia Y, Lisch DR, Ohtsu K, Scanlon MJ, Nettleton D, Schnable PS (2009). Loss of RNA-dependent RNA polymerase 2 (RDR2) function causes widespread and unexpected changes in the expression of transposons, genes, and 24-nt small RNAs. PLoS Genet..

[62] Kenan-Eichler M, Leshkowitz D, Tal L, Noor E, Melamed-Bessudo C, Feldman M (2011). Wheat hybridization and polyploidization results in deregulation of small RNAs. Genetics.

[63] Slotkin RK, Vaughn M, Borges F, Tanurdzic M, Becker JD, Feijo JA (2009). Epigenetic reprogramming and small RNA silencing of transposable elements in pollen. Cell.

[64] Mosher RA, Melnyk CW, Kelly KA, Dunn RM, Studholme DJ, Baulcombe DC (2009). Uniparental expression of PolIV-dependent siRNAs in developing endosperm of *Arabidopsis*. Nature.

[65] Wierzbicki AT, Haag JR, Pikaard CS (2008). Noncoding transcription by RNA polymerase Pol IVb/Pol V mediates transcriptional silencing of overlapping and adjacent genes. Cell.

[66] Liu J, He Y, Amasino R, Chen X (2004). siRNAs targeting an intronic transposon in the regulation of natural flowering behavior in *Arabidopsis*. Genes Dev.

[67] Henderson IR, Jacobsen SE (2008). Tandem repeats upstream of the *Arabidopsis* endogene SDC recruit non-CG DNA methylation and initiate siRNA spreading. Genes Dev..

[68] Zeng Y, Hu C, Lu Y, Li J, Liu X (2007). Diversity of abnormal embryo sacs in *indica/japonica* hybrids in rice demonstrated by confocal microscopy of ovaries. Plant Breeding.

[69] Fahlgren N, Carrington JC (2010). miRNA target prediction in plants. Methods Mol. Biol.

[70] Du Z, Zhou X, Ling Y, Zhang Z, Su Z (2010). agriGO: a GO analysis toolkit for the agricultural community. Nucleic Acids Res.

[71] Szklarczyk D, Franceschini A, Wyder S, Forslund K, Heller D, Huerta-Cepas J (2015). STRING v10: protein-protein interaction networks, integrated over the tree of life. Nucleic Acids Res..

[72] Chen C, Ridzon DA, Broomer AJ, Zhou Z, Lee DH, Nguyen JT (2005). Real-time quantification of microRNAs by stem-loop RT-PCR. Nucleic Acids Res..

[73] Varkonyi-Gasic E, Wu R, Wood M, Walton EF, Hellens RP (2007). Protocol: a highly sensitive RT-PCR method for detection and quantification of microRNAs. Plant Methods.

[74] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2^*–ΔΔCT*^ Method. Methods.

# Supplementary material for: Analysis of small RNAs revealed differential expressions during pollen and embryo sac development in autotetraploid rice
**Source:** BMC Genomics. 2017 Feb 6;18:129. doi: 10.1186/s12864-017-3526-8
**Supplement:** Additional file 1: Figure S1. — Chromosome observations of the diploid and autotetraploid rice. Figure S2. Cytological observation of pollen development in 02428-4x. Figure S3. Chromosome behavior during pollen mother cell (PMC) meiosis in 02428-4x. Figure S4. Cytological observation of embryo sac development in 02428-4x. Figure S5. Principal component analysis in each library. Figure S6. Validation of the miRNAs in 02428-4x and 02428-2x of pollen and embryo sac at each development stage. Figure S7. Venn analysis of the DEM (differentially expressed miRNAs) between pollen and embryo sac development in autotetraploid rice. Figure S8. Classification of the differentially expressed miRNAs between embryo sac and pollen development in autotetraploid rice. Figure S9. GO (Gene Ontology) enrichment analysis of predicted targets of DEM-P (pollen-enriched miRNAs) in autotetraploid rice. Figure S10. GO enrichment analysis of predicted targets of DEM-ES (embryo sac-enriched miRNAs) in autotetraploid rice. Figure S11. GO enrichment analysis of predicted targets of differentially expressed miRNAs in MA (meiosis). Figure S12. GO enrichment analysis of predicted targets of differentially expressed miRNAs in MM (megasporocyte meiosis stage). Figure S13. Protein interactions between the targets of DEM (differentially expressed miRNAs) and meiosis-related genes. Figure S14. Distribution of TEs-siRNAs (siRNAs associated with transposable elements) in pollen and embryo sac development.

Additional file 1

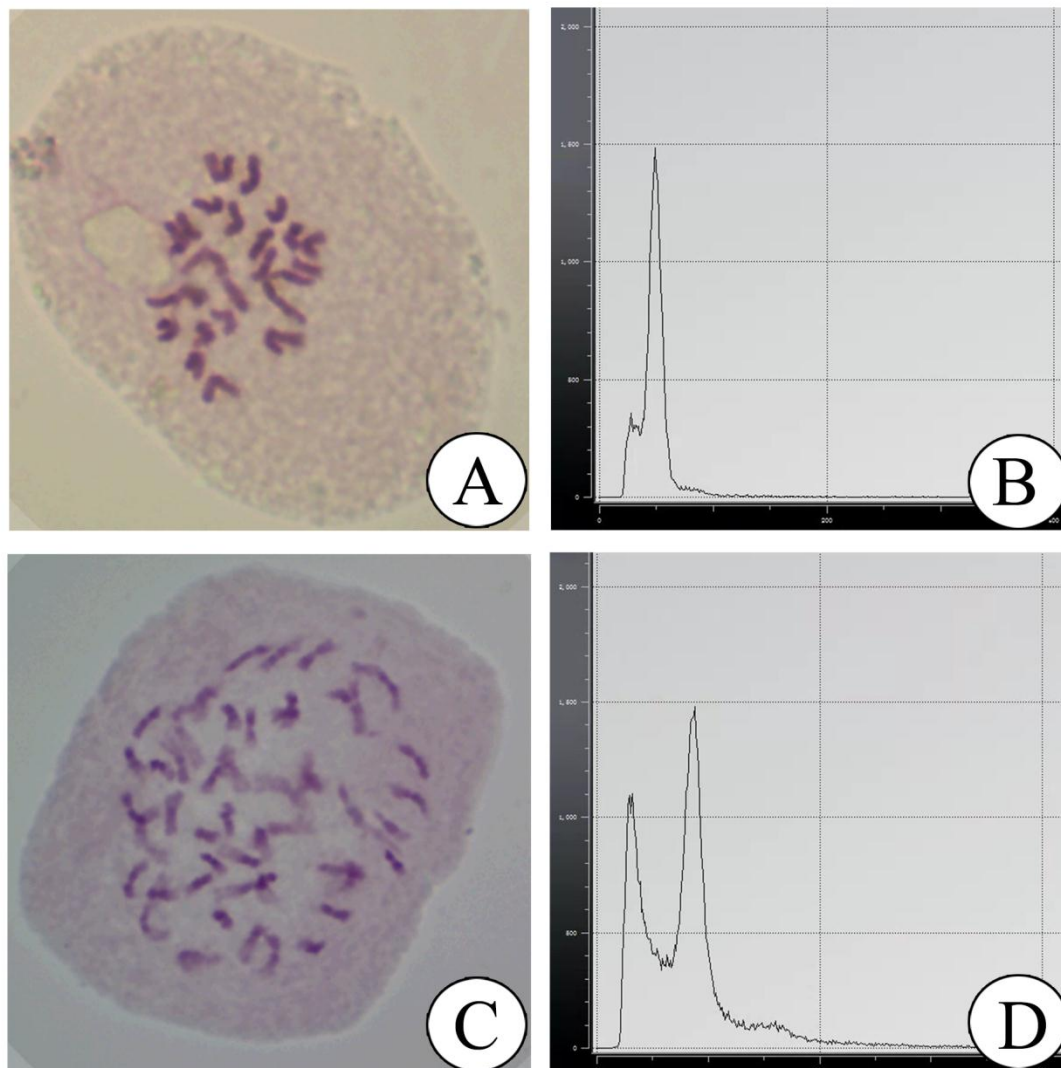

Fig. S1 Chromosome observations of the diploid and autotetraploid rice. (A, C) Chromosomes of 02428-2x and 02428-4x. (B, D) Flow cytometry analysis showed that DNA content of 02428-4x is two-fold higher than 02428-2x.

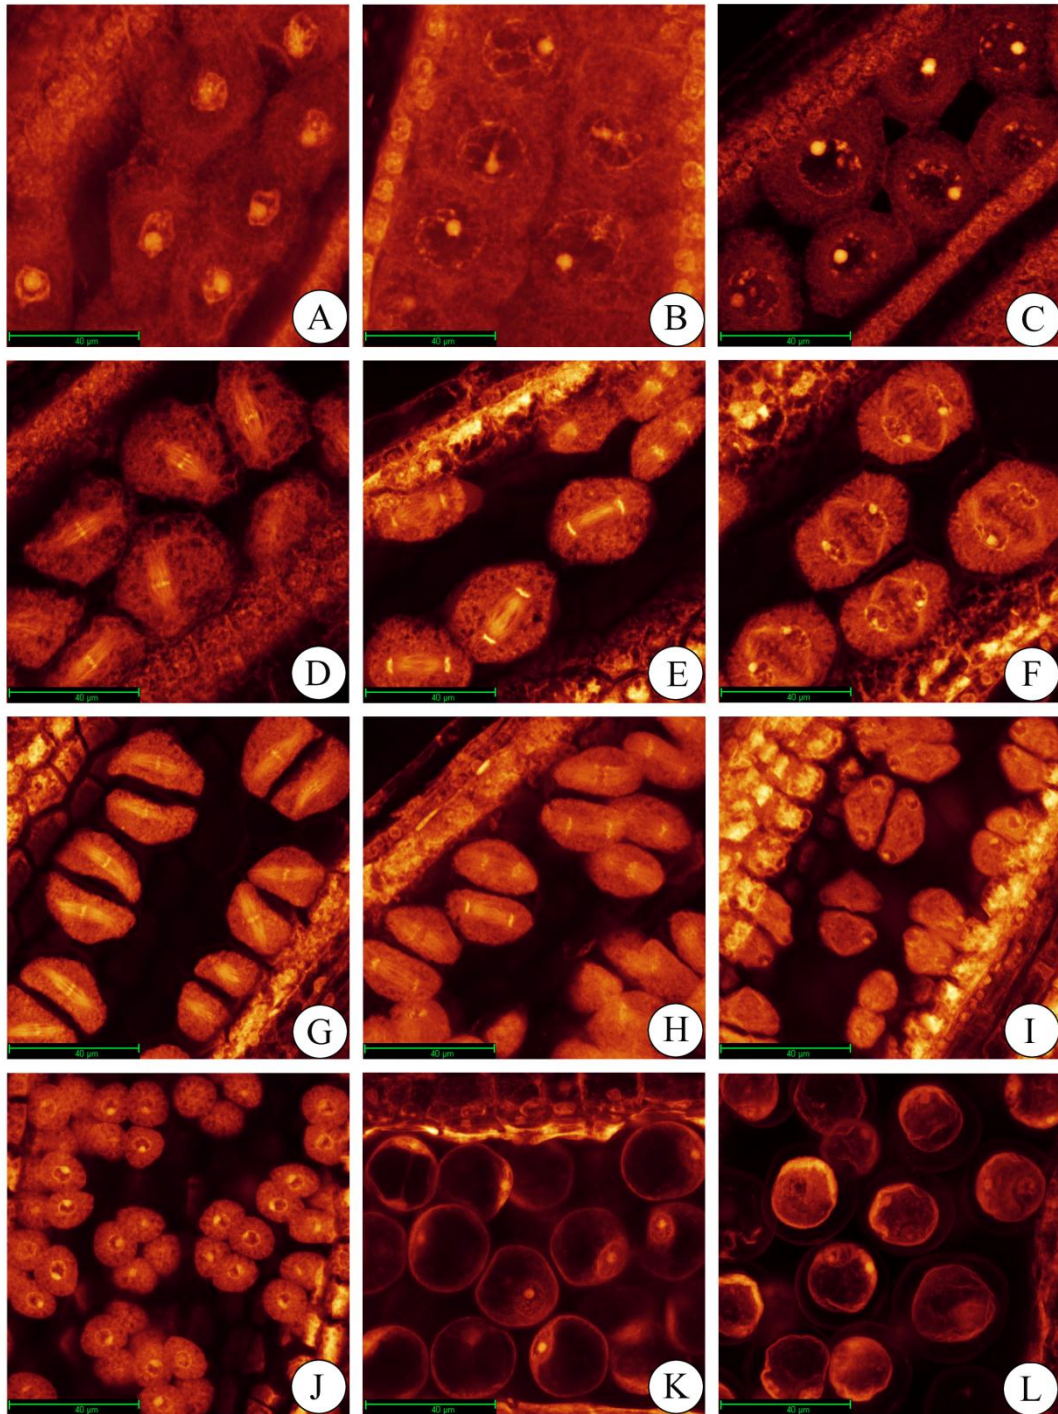

Fig. S2 Cytological observation of pollen development in 02428-4x. (A) pollen mother cell formation. (B-J) pollen mother cell meiosis stages (pachytene (B), diakinesis (C), metaphase I (D), anaphase I (E), prophase II (F), metaphase II (G), anaphase II (H), telophase II (I) and tetrad stage (J)). (K) single microspore stage. (L) bi-cellular pollen stage. Bars=40 μ m.

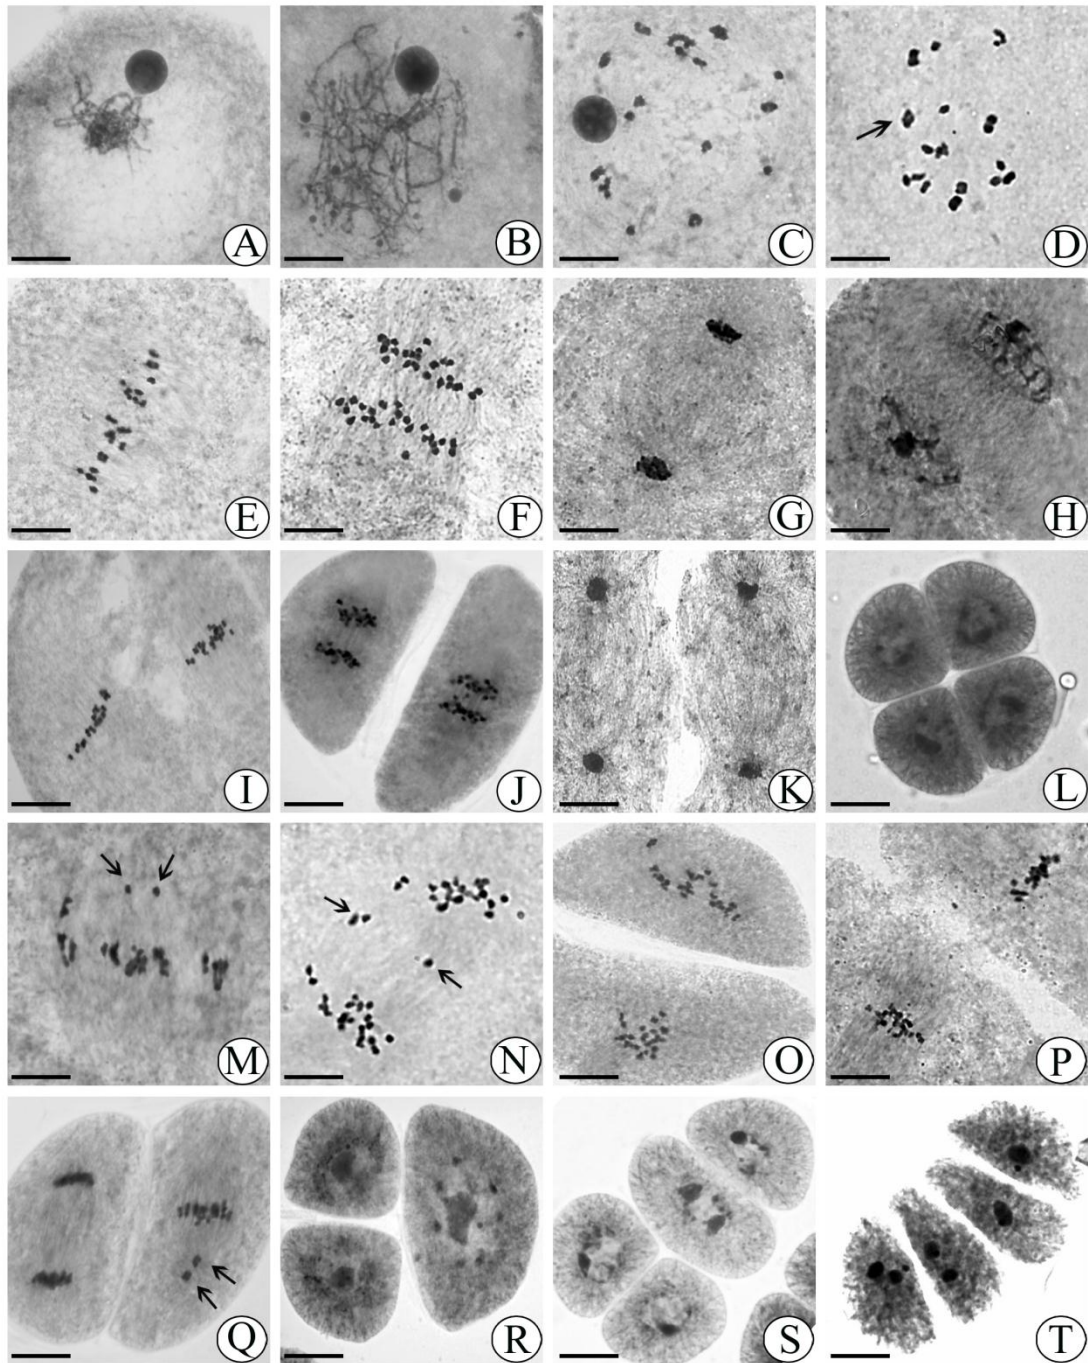

Fig. S3 Chromosome behavior during pollen mother cell (PMC) meiosis in 02428-4x. (A) zygotene. (B) pachytene. (C) diplotene. (D) diakinesis. Arrows are indicating multivalent. (E) metaphase I. (F) anaphase I. (G) telophase I. (H) prophase II. (I) metaphase II. (J) anaphase II. (K) telophase II. (L) tetrad stage. (M) abnormal metaphase I, showing straggled chromosomes (arrow). (N) abnormal anaphase I, showing lagged chromosomes (arrow). (O, P) abnormal spindle in metaphase II. (Q) abnormal PMC in dyad, showing asynchrony of the dyad, with one at metaphase II and another at anaphase II, arrows indicate the straggling quadrivalents. (R) triad. (S) 'T' type of tetrad. (T) linear type of tetrad. Bars=10 μ m.

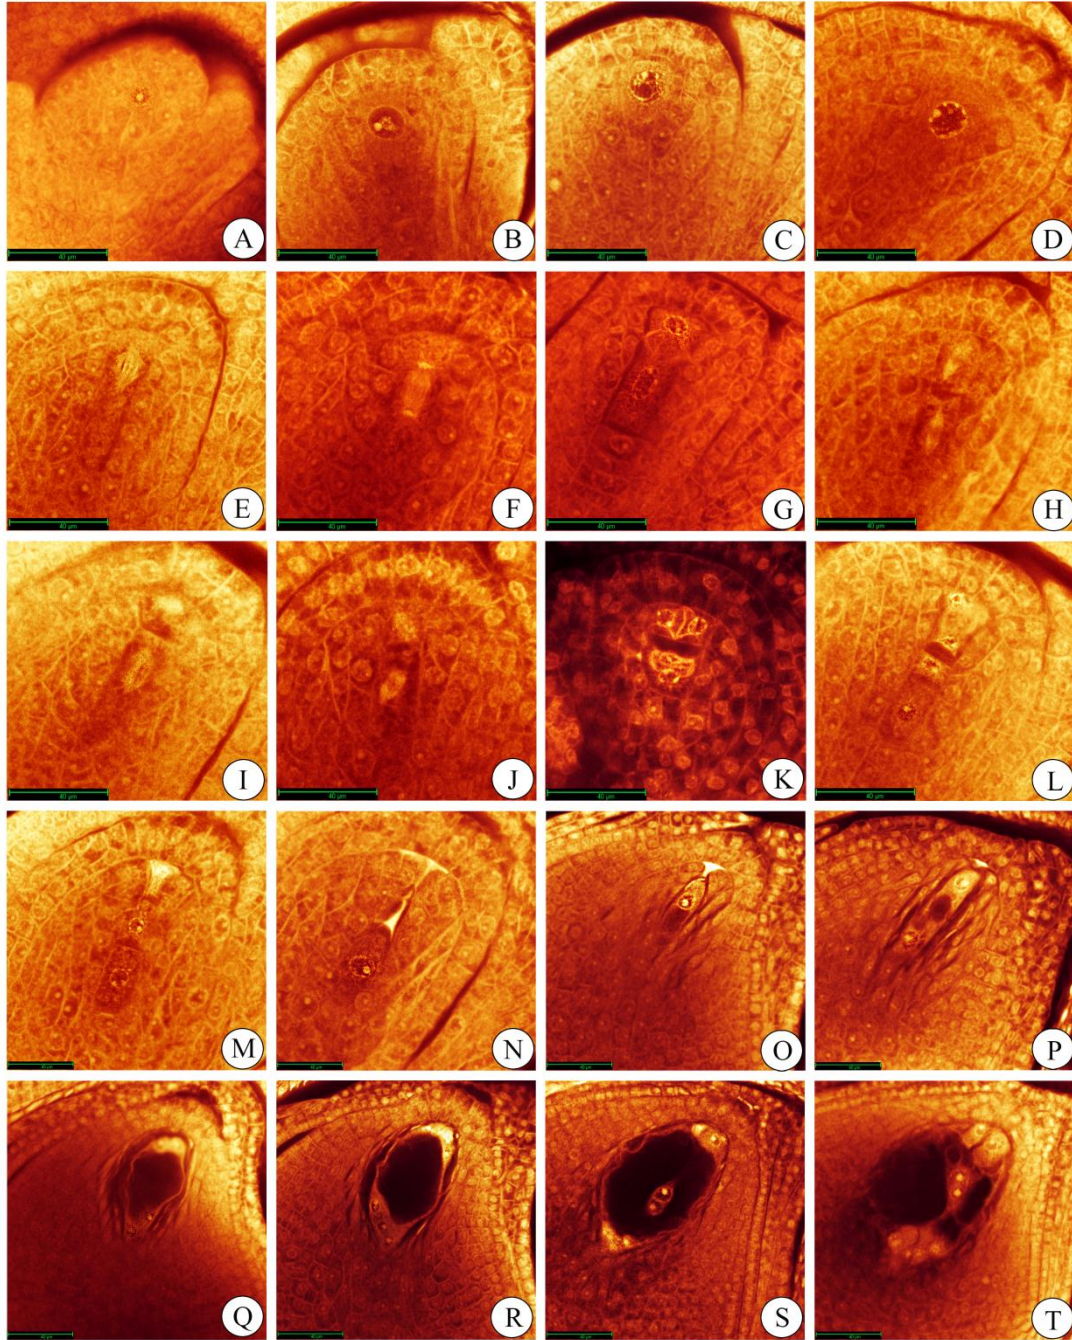

Fig. S4 Cytological observation of embryo sac development in 02428-4x. (A) megasporocyte formation stage. (B-L) megasporocyte meiosis stage, different types of tetrads (I-K). (M, N) functional megaspore formation stage. (O) mono-nucleate embryo sac formation stage. (P, Q) embryo sac mitosis stage. (R-T) eight-nucleate embryo sac developing-stage. Bars=40 μ m.

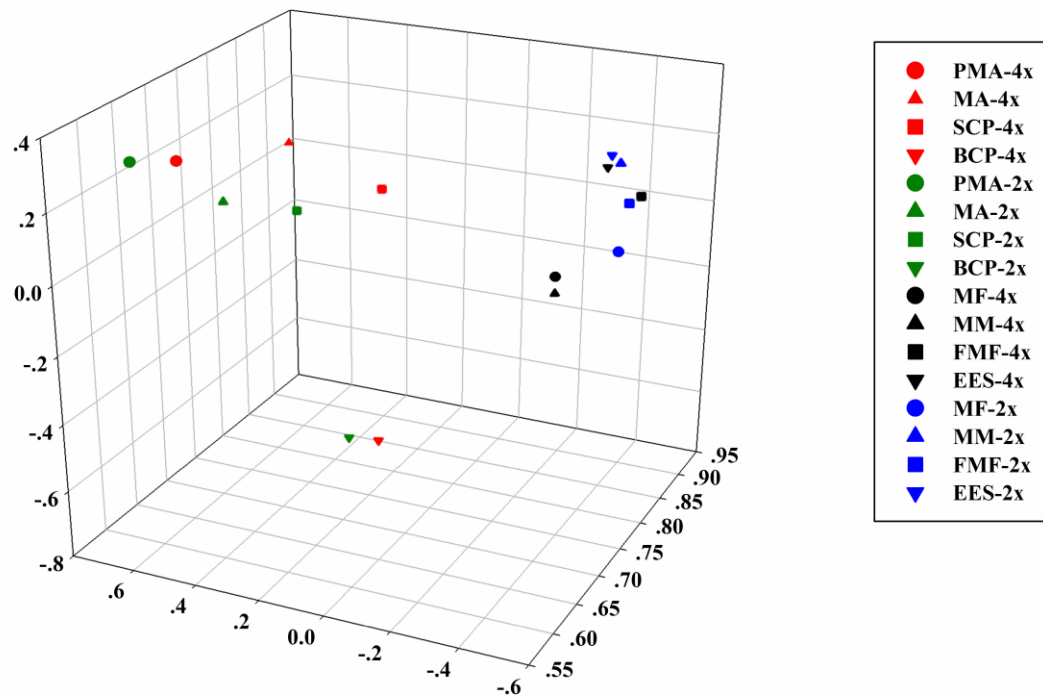

Fig. S5 Principal component analysis in each library. PMA, MA, SCP and BCP represent pre-meiotic interphase, meiosis and single microspore stage and bi-cellular pollen stage, respectively. MF, MM, FMF and EES represent megasporocyte formation stage, megasporocyte meiosis stage, functional megaspore formation stage and eight-nucleate embryo sac developing-stage. “4x” and “2x” represent the autotetraploid and diploid rice.

A

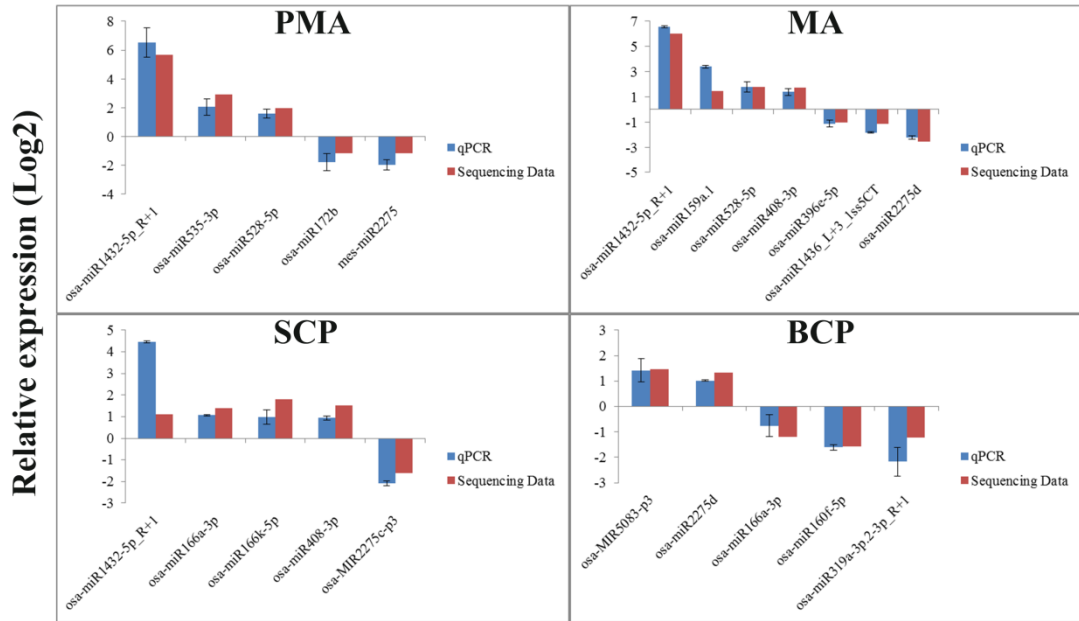

B

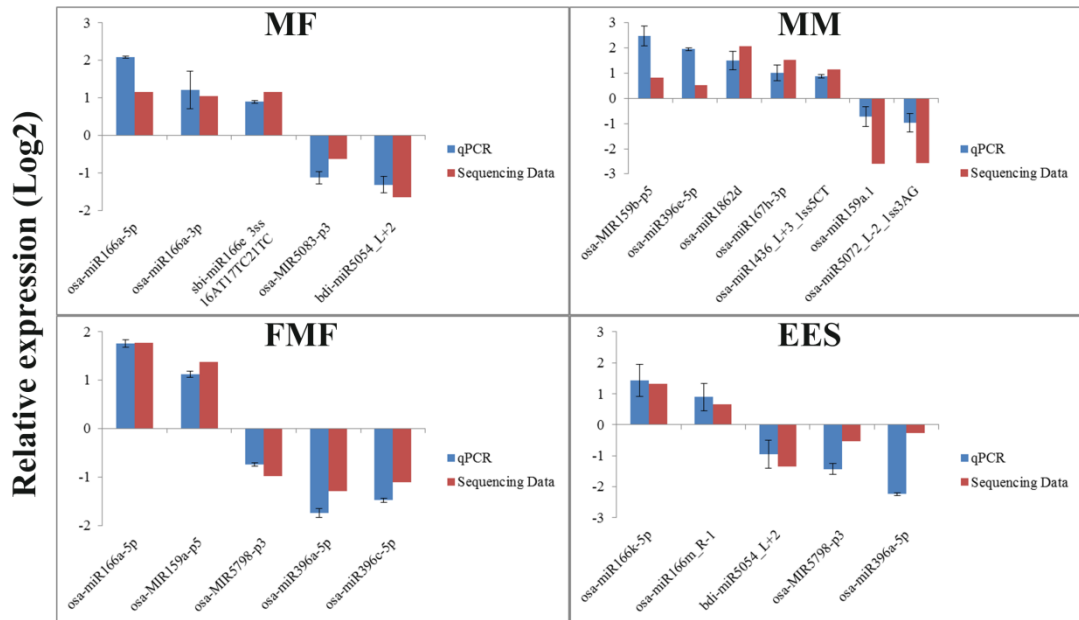

Fig. S6 Validation of the miRNAs in 02428-4x and 02428-2x of pollen and embryo sac at each development stage. PMA, MA, SCP and BCP represent pre-meiotic interphase, meiosis and single microspore stage and bi-cellular pollen stage, respectively. MF, MM, FMF and EES represent megasporocyte formation stage, megasporocyte meiosis stage, functional megaspore formation stage and eight-nucleate embryo sac developing-stage. “4x” and “2x” represent the autotetraploid and diploid rice. *U6* snRNA was used as an internal reference for the qRT-PCR. The X- and Y-axis are repressing the miRNAs and relative expression levels, respectively. Error bars indicate the standard deviation (SD) of three biological replicates.

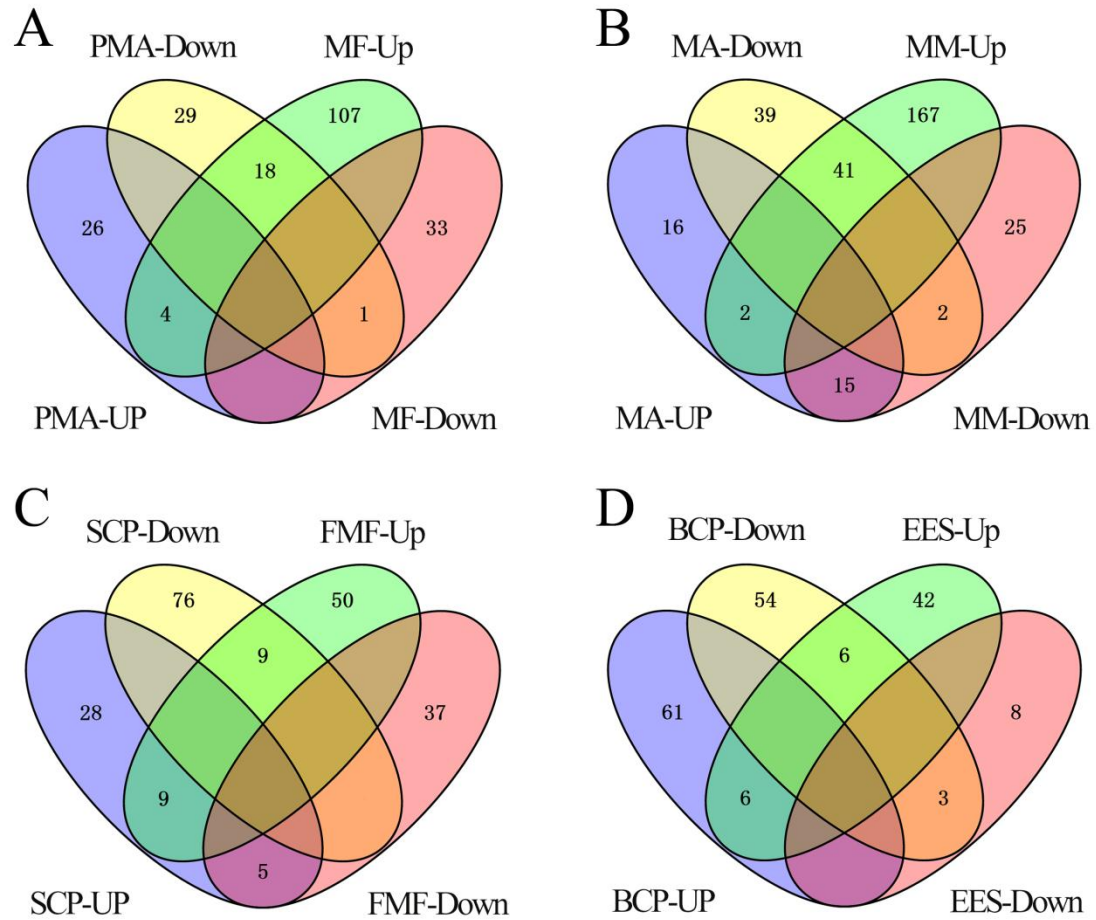

Fig. S7 Venn analysis of the DEM (differentially expressed miRNAs) between pollen and embryo sac development in autotetraploid rice. PMA, MA, SCP and BCP represent pre-meiotic interphase, meiosis and single microspore stage and bi-cellular pollen stage, respectively. MF, MM, FMF and EES represent megasporocyte formation stage, megasporocyte meiosis stage, functional megaspore formation stage and eight-nucleate embryo sac developing-stage. Up and Down represent the up-regulated and down-regulated miRNAs in autotetraploid rice.

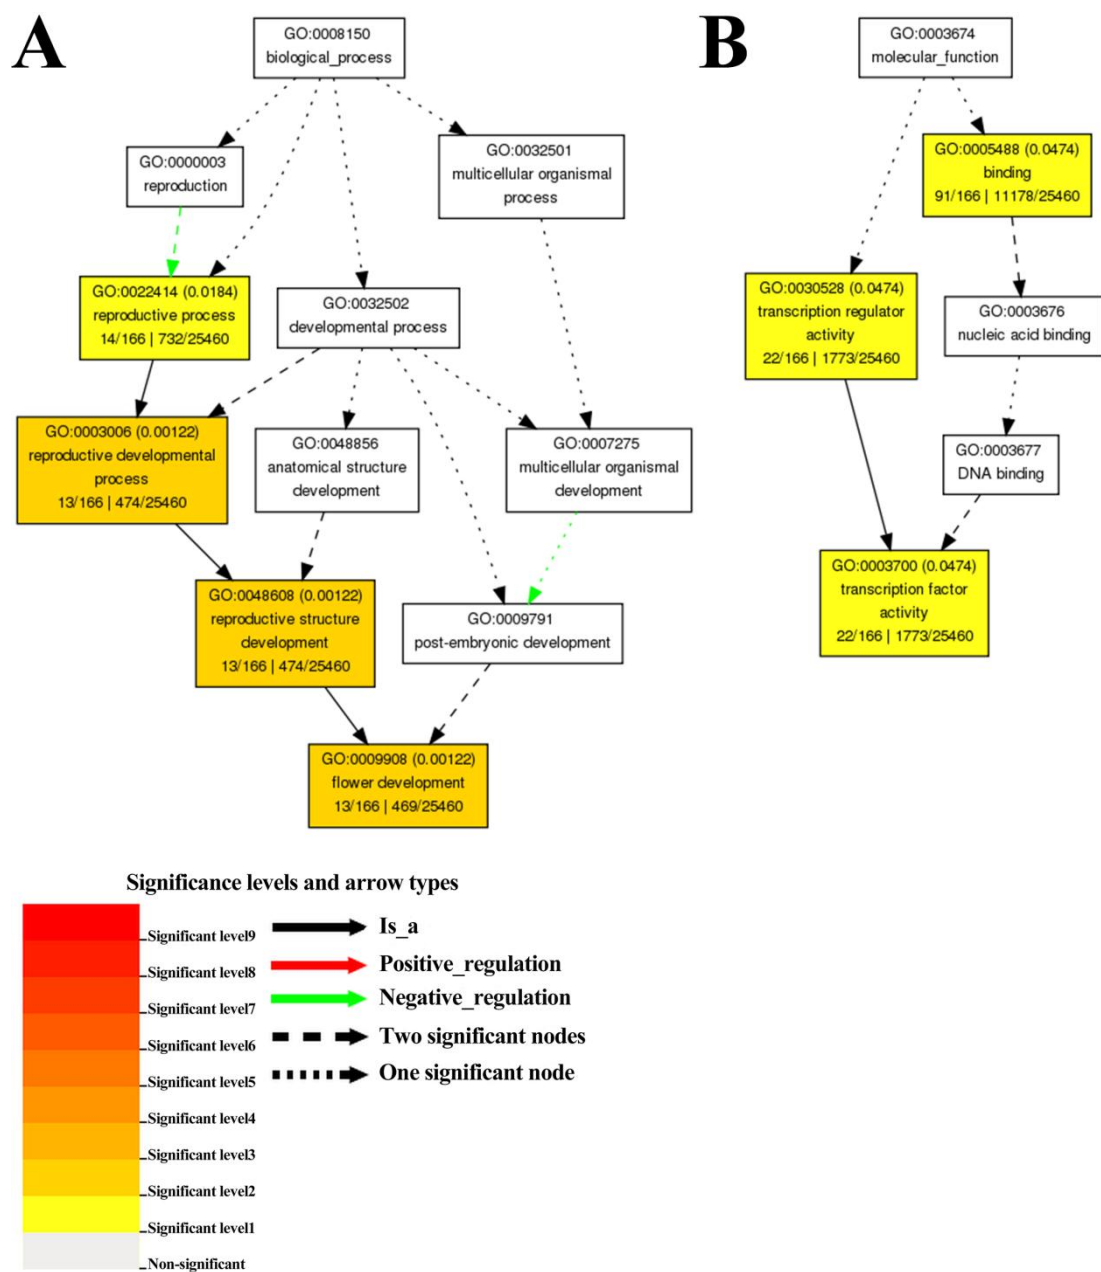

Fig. S9 GO (Gene Ontology) enrichment analysis of predicted targets of DEM-P (pollen-enriched miRNAs) in autotetraploid rice. (A) Biological process category; (B) Molecular function category. Arrows and shading are defined in the key.

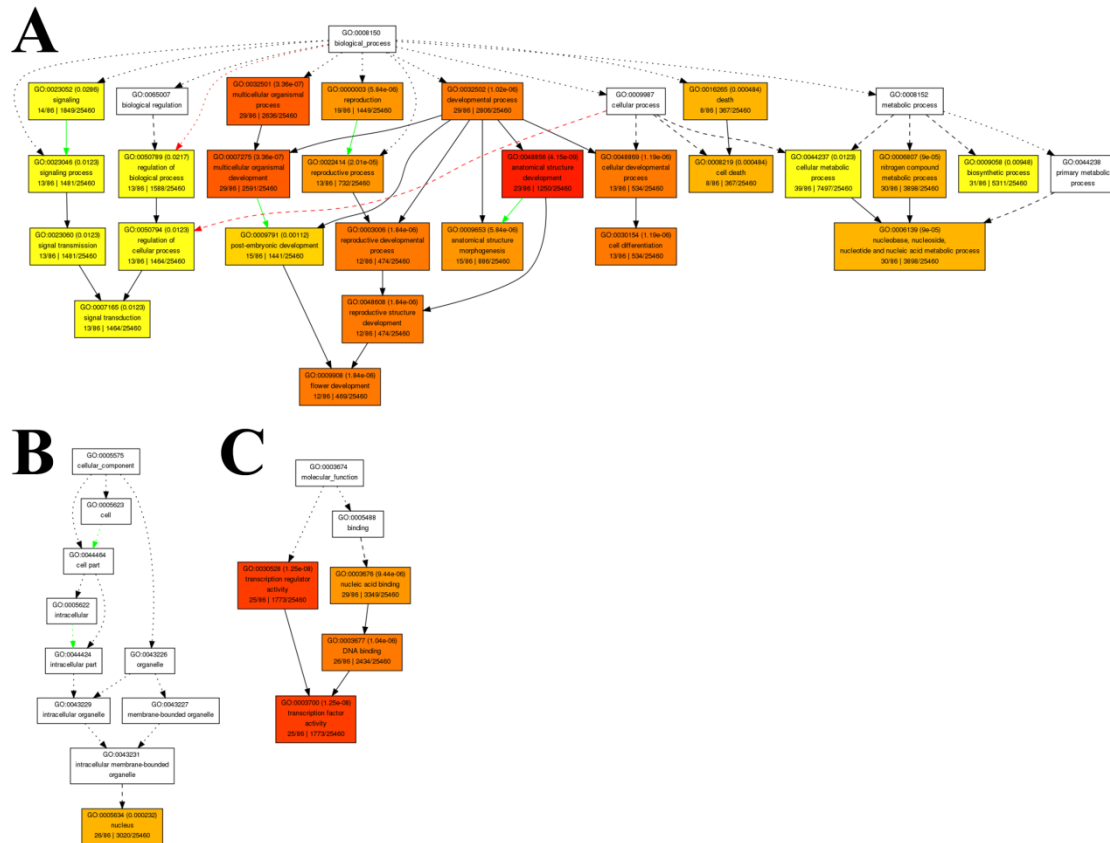

Fig. S10 GO enrichment analysis of predicted targets of DEM-ES (embryo sac-enriched miRNAs) in autotetraploid rice. (A) Biological process category; (B) Cellular component category; (C) Molecular function category. Arrows and shading are defined in the key in Fig. S9.

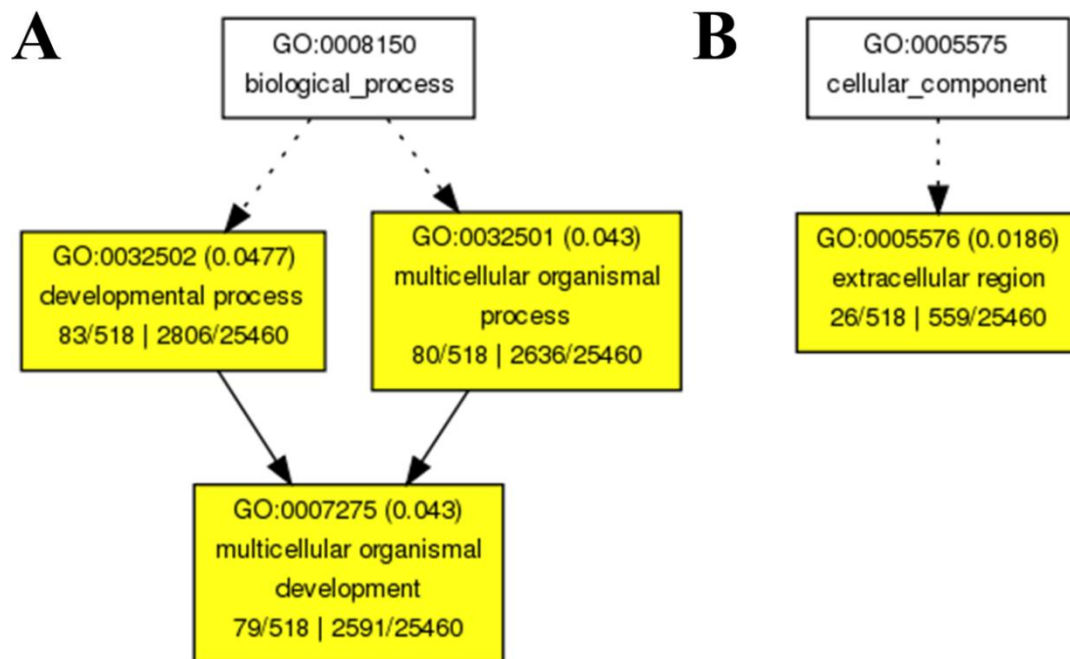

Fig. S11 GO enrichment analysis of predicted targets of differentially expressed miRNAs in MA (meiosis). (A) Biological process category; (B) Cellular component category. Arrows and shading are defined in the key in Fig. S9.

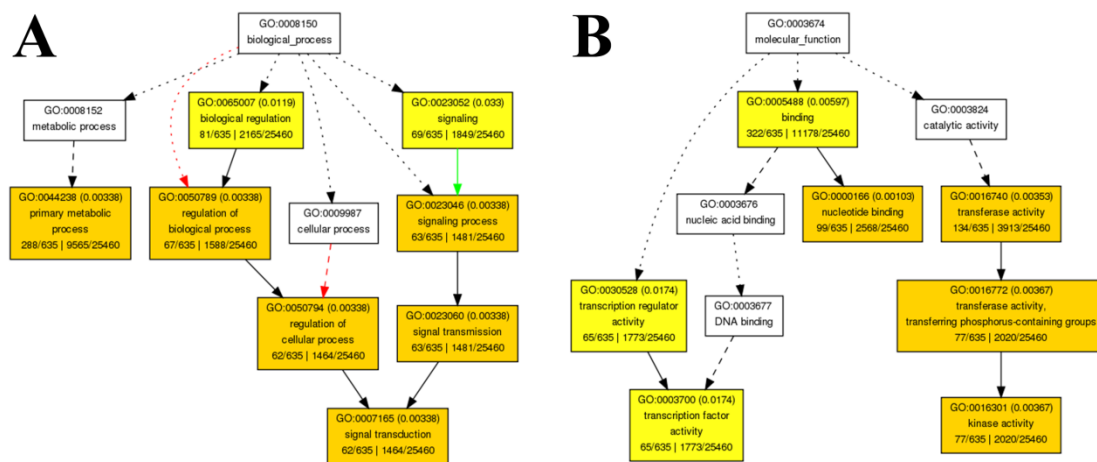

Fig. S12 GO enrichment analysis of predicted targets of differentially expressed miRNAs in MM (megaspore meiosis stage). (A) Biological process category; (B) Molecular function category. Arrows and shading are defined in the key in Fig. S9.

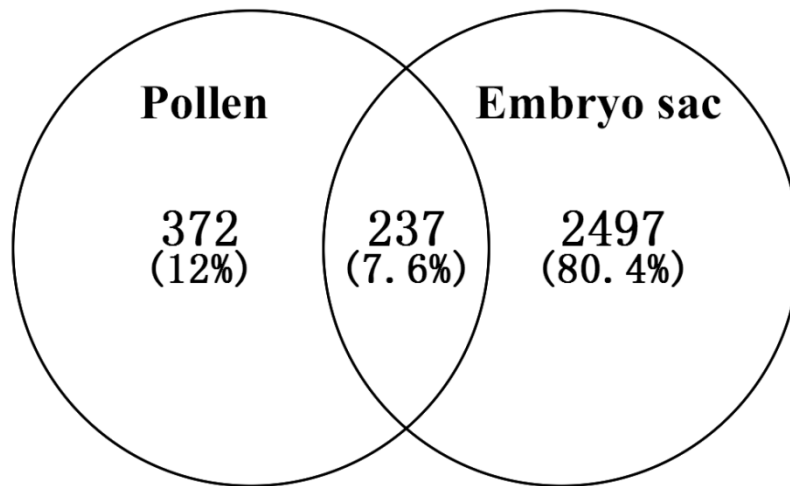

Fig. S14 Distribution of TEs-siRNAs (siRNAs associated with transposable elements) in pollen and embryo sac development.

How the deposited data were processed for this re-analysis (not part of the article)

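Small RNAs of anthers and ovaries were sequenced by the authors from an autotetraploid rice line (4x) and the diploid line (2x) it came from, in 16 libraries with 1 library per condition. Anthers were taken at pre-meiotic interphase (PMA), meiosis (MA), the single microspore stage (SCP) and the bi-cellular pollen stage (BCP), and ovaries at the corresponding stages of megasporocyte formation (MF), megasporocyte meiosis (MM), functional megaspore formation (FMF) and the eight-nucleate embryo sac (EES). The authors staged anthers by floret length and DAPI fluorescence, and took ovaries at the corresponding stages. Florets of a stage were longer in 4x, for example 4.3 to 4.5 mm against 3.8 to 4 mm at MA. Because no condition was repeated, no spread between replicates is known at any single stage.

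Single-end reads were made by the authors with TruSeq small RNA kits on an Illumina HiSeq instrument. The authors removed ribosomal, transfer, small nuclear and small nucleolar RNAs, repeats and adapters with ACGT101-miR, matched sequences of 18 to 25 nt to miRBase and tested the others for hairpins with RNAfold. The RPM values of the miRNA table were deposited by the authors after this filtering, and the paper does not define the total that they were scaled by. For the phasiRNA tables the authors ran PhaseTank, and the phasing score in the tables the authors deposited is PhaseTank's score of the region. The RPM values of the phasiRNA tables were also scaled by the authors to totals that the paper does not define. The authors marked phasiRNAs as pollen specific from a Z-score transformation of these values. The genome build of the positions is not named in the text or the tables.

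The RPM of 1 read was read from the steps between values. In the miRNA table 75.5 to 80.3% of the values above 0 in a library were whole reads within 0.02 reads, and 90.7 to 93.7% were whole or half-way between whole reads. Whole reads were therefore not recovered for the miRNAs, and reads were rounded for Fisher's exact tests and binomial intervals. In the phasiRNA tables 100% of the values were whole reads. The totals given with the results are those implied by these steps. They fix the precision, with 1 read at 0.604 to 1.83 RPM in the miRNA table and at 0.527 to 10.5 RPM in the phasiRNA tables. The sum of the miRNA table was 5.8 to 16.2% of the total that RPM refers to.

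Log2 ratios were computed as log2 of RPM with 1 RPM added to both values. A miRNA was called at a stage at a log2 ratio above 1 or below -1 and with at least 10 RPM in 1 of the 2 libraries, and detected in an organ at 10 RPM in at least 1 library. phasiRNAs were called without a minimum, within the authors' pollen-specific mark. No p-value across miRNAs was taken from a pair of single libraries. Fisher's exact test of the reads, at a p of 0.05, compares the 2 libraries only and was used as an alternative. Intervals of ratios are exact binomial 95% intervals. A library at 0 was replaced by a floor of 3 reads for folds written as at least N-fold. Calls expected from counting noise were drawn from the pooled reads of both libraries of a stage.

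Differences over the 4 stages of an organ, their difference between organs and the difference of ovaries and anthers were fitted with limma 3.58.1 in R 4.3.3, with the stage (or the pair) as a block, and tested at an adjusted p of 0.05. Reads of phasiRNAs were also fitted with the quasi-likelihood test of edgeR 4.0.16. Lists of miRNA families, written before the data were examined, were tested with camera at its preset correlation of 0.01 and with an estimated one, and at single stages against 10000 random lists of like abundance. The list of the MADS regulator *miR444* had 0 members in the table. Sums and relations across libraries were tested by exact paired or pairing permutations, two-sided. Over 4 pairs the smallest p is 0.13, and over 8 pairs 0.00781. Counts of limma were compared with those of other splits of the same libraries, and for ovary against anther also with 99 other splits that swap libraries within the 8 pairs. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with the random seed 20170206.

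The alternatives were pseudocounts of 5 and 0.1 RPM, no minimum, minimums of 5 and 20 RPM for detection, Fisher's exact test in addition, libraries rescaled by the median ratio over miRNAs, fits without the stage block, each stage left out, all phasiRNAs or only pollen-specific ones, the mean log2 in place of the sum, and RPM of the miRNA table's totals for the phasiRNAs. The last was chosen after the data were seen.

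miRNAs named in the text follow a rule written before the data were examined. It takes every miRNA that the paper names in its results and that the table holds, all members of *miR2118* and *miR2275*, the 10 largest mean differences per organ with 1 sign at all 4 stages, the 10 highest and 10 lowest of ovary against anther with 1 sign in all 8 pairs, the 3 highest and 3 lowest calls of each stage, and the 3 most abundant phasiRNA regions of each length. It named 129 miRNAs, 41 of them from the paper, all of which were found. The values of Tables S6, S18 and S19 stood open in the paper's supplement when the rule was written, and no ratio, rank or count had been computed from them. Members of small sets that the rule does not cover, such as miRNAs called in both organs or found in 1 library, were named after their values were seen.

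The fits were tested on simulated data with 3 sizes of change. With a residual spread of 0.3 log2 per library, all 100 simulated changes were called at each of 1, 2 and 3 log2. With a spread of 0.8 log2, 7 of 100 were called at 1 log2, 71 at 2 log2 and 100 at 3 log2. Unchanged miRNAs were called 0 to 6 times. The calls at single stages, on simulated libraries of 500000 reads, found 88 of 91 changed miRNAs and also called 24 unchanged ones, and at 1500000 reads they found 92 of 92 and called 5 unchanged ones. The median residual spread in the data was 0.545 log2 in anthers and 0.602 log2 in ovaries. Trigger names that the phasiRNA table joins without a separator were first misread. The error was found when values were set beside the paper's Table 3, and was corrected. Small RNAs of transposable elements, the qPCR, predicted targets, gene ontology and protein interactions were left out, as the deposited tables hold no values for them.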

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

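The scaling test of the 24 nt miRNA sequences below was chosen after the result was seen.

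In 36 tests of 4 libraries each (an organ and a ploidy), a library far from the other 3 was searched for. Tested were 3 component scores, the miRNA total, the share of the most abundant miRNA, and the sums of *miR2118*, *miR2275* and both phasiRNA classes. Chance alone would mark about 1 in 20 if the 4 libraries were draws from the same population. They are different stages and the tests share libraries, so this rate need not hold. BCP stood apart on the second principal component of the miRNAs in both lines. It scored 44.8243 in 2x (nearest other anther library 0.98) and 44.5229 in 4x (nearest -7.15). Among 2x anthers the sum of 21 nt-phasiRNAs was lowest at SCP, at 78112.2 RPM (nearest 91084.7 RPM). In RPM of the miRNA table's totals it was lowest at BCP (20513.2). Among 4x ovaries EES stood apart in 3 sums. It had 665.591 RPM of *miR2118* (nearest 126.7 RPM), 124.162 RPM of *miR2275* (nearest 36.5 RPM) and 68412 RPM of 21 nt-phasiRNAs (nearest 100355 RPM). BCP is the last and most distinct anther stage, and no explanation of the EES values was tested.

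The difference between 4x and 2x was not the same in anthers and ovaries. In limma's interaction 131 of 748 miRNAs passed. Of 100 splits of the libraries, the real one included, only the real one gave a count as large. The highest other count was 9. The splits were fitted before rescaling only. Rescaling took log2 factors of 0.35 to 0.81 from ovary stages and -0.33 to -0.01 from anther stages. Such library-wide factors can also make the real grouping the largest, so the splits cannot tell ploidy from scaling. The 131 fell to 43 (6 higher, 37 lower) when the libraries were rescaled by their median ratio, to 1 without the stage block, and to 4 without SCP or without MM. The next counts go by the sign of the log2 ratio alone, without the limit of 1 or a minimum in RPM. Lower in 4x at all 4 anther stages and higher at all 4 ovary stages were 52 miRNAs (50 of 24 nt). They came from 113 lower in anthers and 227 higher in ovaries, where independence would give 34. The opposite held for 7, from 55 and 34, where independence would give 2. The differences behind these 52 and 7 were not tested as such.

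Sequences of 24 nt differed between the organs as a class, with a median of 1.54 for the ovary minus the anther log2 ratio. One factor per library moves all lengths alike, but 24 nt sequences lay above 20 to 22 nt sequences of the same ovary libraries by 1.01 log2 on average over the 4 stages, which argues against scaling as the whole of it. With the deeper library of each pair thinned to the total of the other the difference was 1.04, which argues against depth. Size selection of the libraries could not be told apart from a change in the plants. Sequences of 25 nt lay 0.64 above and those of 18 to 19 nt 0.67 below 20 to 22 nt sequences on average in ovaries, which goes with it. In anthers 24 nt sequences lay 0.81 below and 18 to 19 nt sequences 0.42 above on average, which goes with it too. Against it, 25 nt sequences lay 1.31 below at FMF and 0.72 above on average in anthers. Without the minimum, with 8 sequences of 25 nt, both values reversed, to 0.43 above at FMF and 0.77 below in anthers. They then lay 0.19 below at EES and 0.51 above at BCP, which goes against it. With 1 to 5 sequences of 25 nt per stage at the minimum, these values are too few to decide.

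miRNAs of the copper and laccase group (*miR397*, *miR408* and *miR528*), which the paper does not discuss as a group, had a median log2 ratio of 1.03 over the 4 anther stages, above 0 for 6 of 6 members. The median of all miRNAs was -0.19. With an estimated correlation the adjusted p was 0.142, against 2.19e-05 with the preset one, and no explanation was tested.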

How the results depend on the processing

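RPM of the miRNA table's totals is the only alternative here that was chosen after the data were seen. All others were set before the data were examined.

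Over 76 main results, 256 values under alternatives kept their direction and side of the threshold (counts within 1.5 times), 48 moved, 9 reversed, 4 became stronger and 11 weaker. Over 310 log2 ratios of single miRNAs, 883 values stayed within their counting interval and 47 moved beyond it. A ratio near 0 can change its sign within that interval. The counts of stage calls changed most with the minimum. Without it more miRNAs are compared, and calls rose to 224 at PMA, 247 at MA, 247 at SCP, 261 at BCP, 289 at MF, 290 at FMF and 225 at EES. A pseudocount of 5 RPM gave 66 at PMA and 56 at EES, and Fisher's exact test 53 at PMA and 94 at BCP, since both remove miRNAs of few reads. At a minimum of 20 RPM, 369 miRNAs were detected in 2x anthers, 279 in 4x ovaries and 211 in 2x ovaries. None was found in 1 library with 0 RPM in the other 15, in anthers or ovaries of 4x or 2x (0 in each). With Fisher's exact test the opposite calls at PMA/MF were 11, and at BCP/EES same and opposite calls 7 and 5.

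Rescaling by the median ratio moved the median log2 ratio of all miRNAs from -0.19 to 0.06 in anthers, from 0.60 to 0.21 in ovaries, from 0.67 to -0.06 for their difference and from 0.44 to 0.11 for ovary against anther of 4x. It moved that of 24 nt-phasiRNAs from -0.95 to 0.02 by construction, as they were rescaled on themselves. Shares of higher calls among all calls moved with it at MA (28.3 to 50.9%), SCP (40 to 53.3%), MF (75 to 55.1%), MM (74.4 to 52.2%), FMF (71.8 to 49.6%) and EES (86.0 to 68.3%). For ovary against anther, higher calls went from 58.5 to 47.1% at MM/MA of 4x, and in 2x from 28.6 to 40.1% at MM/MA, from 33.4 to 44.4% at FMF/SCP and from 26.8 to 37.8% at EES/BCP.

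In limma 39 miRNAs differed between 4x and 2x over ovary stages. There were 94 (82 higher, 12 lower) with a pseudocount of 5 RPM, 1 after rescaling and 1 without the stage block. Leaving out a stage gave 0 (MM or FMF), 1 (MF) or 120 (EES). The 131 miRNAs of the interaction became 43 (6 higher, 37 lower) after rescaling and 1 without the block. Leaving out a stage gave 48 (PMA), 42 (MA), 4 (SCP), 34 (MF) and 4 (MM), and up to 150 (EES). Ovary against anther of 4x alone had 141, and 20, 8, 7 and 379 without PMA and MF, MA and MM, SCP and FMF, or BCP and EES, where 207 of the 379 were higher in ovaries, against 36 of 141. Fewer libraries leave fewer degrees of freedom, and beyond that the cause was not tested. No minimum moved nothing for the interaction, as all 748 are compared either way. In anthers limma gave 0 calls under every alternative (112 at an unadjusted p under 0.05 as reported), and edgeR was not run on miRNAs, whose whole reads were not recovered. For 24 nt-phasiRNAs limma gave 0 (55 at an unadjusted p under 0.05), edgeR 81, and limma without BCP 132.

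The list tests were weaker with an estimated correlation. In anthers the adjusted p was 0.524 for *miR2118*, 0.158 for developmental miRNAs and 0.142 each for copper and laccase, 24 nt sequences and PC names. In ovaries it was 0.263 for *miR2118*, 0.263 for *miR2275*, 0.343 for developmental miRNAs, 0.285 for siRNA-like miRNAs, 0.263 for 24 nt sequences and 0.285 for PC names.

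Summed *miR2275* between 4x and 2x anthers (mean log2 -0.01) reversed to 0.35 after rescaling and to 0.02 and 0.1 without SCP or MA. It was -0.11 without BCP and -0.40 as a mean log2 over members. The anther to ovary ratio of 21 nt-phasiRNAs (0.03) became 0.75 as a mean log2 and 2.96 in RPM of the miRNA table's totals. It was 2.08 for pollen-specific ones, which were chosen for anthers in these same libraries. It reversed to -0.14 without BCP and to -0.14 without EES. The 4x to 2x ratio of 24 nt-phasiRNAs in ovaries (0.26) reversed to -0.08 in RPM of the miRNA table's totals, and to -0.28 without MF and -0.02 without MM, and rose to 0.95 without FMF. The relation of *miR2118* to 21 nt-phasiRNAs (r 0.08) reversed to -0.87 for pollen-specific ones and became 0.99 in RPM of the miRNA table's totals. Calls of 21 nt-phasiRNAs were 6 at PMA with a pseudocount of 5 RPM, 60 at BCP with Fisher's exact test, and 56, 141, 338 and 417 from PMA to BCP over all phasiRNAs, a larger set. Those of 24 nt at BCP were 27 with Fisher's exact test. The cause of these shifts was not tested.

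Among anther libraries depth limits BCP most, with 1 read of the phasiRNA tables at 8.57 RPM in 4x. In ovary libraries it was 4.31 to 10.5 RPM. At BCP counting noise alone would give 86.1 calls of 21 nt-phasiRNAs, against 155 observed.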

Differences from the paper's values

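No test here was chosen after the result was seen, apart from RPM of the miRNA table's totals where named. Calls here use a log2 limit of 1, as the paper does, but after adding 1 RPM to both values, and ask for 10 RPM in 1 of the 2 libraries, while the paper states its 10 RPM for all libraries. The paper also states P under 0.05 from read tests, taken here as the Fisher alternative. Of 129 values set beside the paper's, 52 were equal and 17 differed by more than 1.5 times.

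At MM the paper gives 42 miRNAs lower in 4x, and 70 were found here. Of the alternatives set before the data were examined, a pseudocount of 5 RPM (54) comes within 1.5 times, and a pseudocount of 0.1 RPM (71), no minimum (110), Fisher's exact test (68) and rescaling (108) do not. Lower at all 4 anther stages the paper lists 3, and 5 were found here. Rescaling (2) comes within it, and a pseudocount of 5 RPM (1) or 0.1 RPM (5), no minimum (6) and Fisher's exact test (0) do not. Higher at EES than BCP of 4x the paper gives 77, against 135 here. Fisher's exact test (110) comes within it, and a pseudocount of 5 RPM (120) or 0.1 RPM (138), no minimum (181) and rescaling (152) do not. Lower at both MA and MM the paper lists 2, against 4 here, and 4 with Fisher's exact test, which does not reach it. Lower at SCP and higher at FMF the paper lists 9, against 15 here, and Fisher's exact test (11) comes within it.

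For pollen-specific 21 nt-phasiRNAs called at any anther stage the paper gives 109, against 266 here. None of the alternatives reaches it: a pseudocount of 5 RPM (231), a minimum of 10 RPM (253), Fisher's exact test (202), all phasiRNAs (691), or RPM of the miRNA table's totals, chosen after the values were seen (260). The paper's own counts at SCP in its Table 3 (35 higher and 98 lower) already exceed 109. At BCP the paper gives 22 lower, against 49 here, with 43, 43, 10, 155 and 49 under the same alternatives, none within it.

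For pollen-specific 24 nt-phasiRNAs at BCP the paper gives 22 higher and 13 lower, against 43 and 37 here. For those higher, a minimum of 10 RPM (33) and Fisher's exact test (16) come within it, and a pseudocount of 5 RPM (40) and all phasiRNAs (43) do not, nor does RPM of the miRNA table's totals (40). For those lower, Fisher's exact test (11) comes within it, and the pseudocount (32), the minimum (29), all phasiRNAs (37) and the miRNA table's totals (36) do not.

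By trigger the differences were again mostly at BCP, and Fisher's exact test was the 1 alternative run. For *osa-miR2118d* the paper gives 5 lower, against 14 here (Fisher 2, not within it). For *osa-miR2118p* it gives 13 higher and 1 lower, against 20 and 5 here (Fisher 10 and 1, both within it). For *osa-miR2118o* it gives 5 lower, against 10 here (Fisher 2, not within it). For *osa-miR2118i* it gives 1 higher at PMA and 2 lower at BCP, against 3 and 4 here (Fisher 0 and 1, neither within it). For *osa-miR2275d* it gives 9 higher and 5 lower, against 17 and 14 here (Fisher 8 and 5, both within it).

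Some statements on single miRNAs and trends differ too. The paper calls *osa-miR1436_L+3_1ss5CT* specific to MM, while here it also passed at FMF. It describes 24 nt-phasiRNAs as present only in pollen, while 100 to 557 reads were found here in each ovary library. These are few, and the sums were higher in anthers by a mean log2 ratio of 3.43, and of 6.35 in RPM of the miRNA table's totals. It describes a gradual decline of the pollen-specific ones in 4x, while their sums here were 21082, 17046, 17233 and 10108 RPM from PMA to BCP, level between MA and SCP. That depends on the scale. In RPM of the miRNA table's totals the sums were 53773, 28909, 20397.5 and 2155, a decline at each step as the paper describes.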

Other observations

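The comparison of RPM between the miRNA and phasiRNA tables, and the swaps of ovary and anther libraries within pairs, were chosen after the result was seen.

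In ovaries, 24 nt-phasiRNAs were rare but not alike in both lines. At MF they summed to 2521 RPM in 4x and 690 RPM in 2x, from 557 and 100 reads, and 16 of 16 regions of the pollen-specific ones were higher in 4x (median log2 ratio of regions 2.54). At MM they came from 432 and 199 reads and were 2.15 times as high in 4x. At FMF they summed to 1014 and 3529 RPM, and at EES to 5321 and 5844 RPM. Several miRNA lists differed between 4x and 2x ovaries by camera with its preset correlation, and none passed with an estimated one. Long siRNA-like miRNAs such as *miR812* and *miR1862* were higher in 4x in 21 of 21 cases (median 1.06, adjusted p 0.0013, and 0.285 with an estimated correlation), with 12 passing in limma adjusted over the list alone and 3 over all miRNAs. *miR2118* members were lower in 8 of 13 (median -0.41, adjusted p 0.000691, and 0.263 estimated). For developmental miRNAs the median (0.13, 50 of 88 above 0) and the test (lower than other miRNAs, adjusted p 0.000147, and 0.343 estimated) differ in sign, because the median of all miRNAs was 0.60. Copper and laccase miRNAs (median 0.55, adjusted p 0.75) and nutrient miRNAs (median 0.30, adjusted p 0.524) did not pass in ovaries. PC names were higher in 184 of 193 cases (median 1.00) in ovaries and lower in 182 of 229 in anthers (-0.55). At FMF the copper and laccase group had a median of 1.63, above 0 for 6 of 6 members and above the middle 95% of random lists (-0.89 to 1.45). At the other ovary stages its median lay inside the range of random lists of that stage, at -0.18 (MF), -0.35 (MM) and 0.97 (EES).

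The lower level of 24 nt-phasiRNAs in 4x anthers at MA and SCP was weighed against technical explanations. After rescaling on 890 21 nt-phasiRNAs the larger of both 4x/2x ratios was 0.443, and without the 10 most abundant phasiRNAs, which hold 42.6% of the class, it was 0.371. Both argue against scaling and against a few abundant phasiRNAs as the whole of it. A shift in developmental timing could not be told apart from an effect of ploidy. By the miRNAs other than *miR2275*, 1 of the 4x libraries, SCP, was nearest to its own stage of 2x (rho 0.851), while MA of 4x was nearest to PMA of 2x (0.862, against 0.845 for its own stage) and not to a later one, and with 1 library per stage, staged by the authors with floret length and DAPI fluorescence, the order is not resolved.

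The like sums of 21 nt-phasiRNAs in anthers and ovaries may come from the total that RPM was taken over. For sequences in both the miRNA and the phasiRNA tables, the ratio of their RPM values was 12.48 times as large in ovaries (5.66) as at PMA, MA and SCP (0.454), while the ratio of their reads was alike (0.806 and 0.807). The value at BCP was 3.45. Which total the authors used is not stated, so this stays a candidate explanation.

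Other splits of the same libraries were fitted for each limma count. For ovary against anther the real 236 was the largest of 99 splits (the highest other, 205, compares ovary and anther in 4 of the 8 pairs). None of 99 other splits that swap libraries within the 8 pairs reached it, which argues against random organ labels within pairs. The swaps take the 8 pairs as independent, although the 2x and 4x pairs of a stage share that stage. With 1 library per condition, they cannot tell the organ from other differences between ovary and anther libraries. In ovaries the real 39 was the largest of 32 splits, and the highest other, 36, compares 2x and 4x at MF and MM only. For ovary against anther of 4x alone the real 141 was the largest of 32, and the highest other was 0. In both, only 8 splits part every pair, the real 1 included, which is too few for a share under 0.05. In anthers the real count was 0 for miRNAs (highest other 1), for 21 nt-phasiRNAs (highest other 0) and for 24 nt-phasiRNAs (highest other 68). All 32 splits are as large as a count of 0 by definition, so these decide nothing. The 68 came when PMA, MA and SCP of 2x with PMA of 4x were set against the others. With the stage as a block this split compares 2x and 4x at MA and SCP only, so it is a part of the real comparison.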
